# Global transcriptome analysis of two *ameiotic1 *alleles in maize anthers: defining steps in meiotic entry and progression through prophase I

**DOI:** 10.1186/1471-2229-11-120

**Published:** 2011-08-26

**Authors:** Guo-Ling Nan, Arnaud Ronceret, Rachel C Wang, John F Fernandes, W Zacheus Cande, Virginia Walbot

**Keywords:** meiosis, meiocytes, transcriptomes, leptotene/zygotene transition, pollen mother cells

## Abstract

**Background:**

Developmental cues to start meiosis occur late in plants. *Ameiotic1 *(*Am1*) encodes a plant-specific nuclear protein (AM1) required for meiotic entry and progression through early prophase I. Pollen mother cells (PMCs) remain mitotic in most *am1 *mutants including *am1-489*, while *am1-praI *permits meiotic entry but PMCs arrest at the leptotene/zygotene (L/Z) transition, defining the roles of AM1 protein in two distinct steps of meiosis. To gain more insights into the roles of AM1 in the transcriptional pre-meiotic and meiotic programs, we report here an in depth analysis of gene expression alterations in carefully staged anthers at 1 mm (meiotic entry) and 1.5 mm (L/Z) caused by each of these *am1 *alleles.

**Results:**

1.0 mm and 1.5 mm anthers of *am1-489 *and *am1-praI *were profiled in comparison to fertile siblings on Agilent^® ^4 × 44 K microarrays. Both *am1-489 *and *am1-praI *anthers are cytologically normal at 1.0 mm and show moderate transcriptome alterations. At the 1.5-mm stage both mutants are aberrant cytologically, and show more drastic transcriptome changes. There are substantially more absolute On/Off and twice as many differentially expressed genes (sterile versus fertile) in *am1-489 *than in *am1-praI*. At 1.5 mm a total of 4,418 genes are up- or down-regulated in either *am1-489 *or *am1-praI *anthers. These are predominantly stage-specific transcripts. Many putative meiosis-related genes were found among them including a small subset of allele-specific, mis-regulated genes specific to the PMCs. Nearly 60% of transcriptome changes in the set of transcripts mis-regulated in both mutants (N = 530) are enriched in PMCs, and only 1% are enriched in the tapetal cell transcriptome. All array data reported herein will be deposited and accessible at MaizeGDB http://www.maizegdb.org/.

**Conclusions:**

Our analysis of anther transcriptome modulations by two distinct *am1 *alleles, *am1-489 *and *am1-praI*, redefines the role of AM1 as a modulator of expression of a subset of meiotic genes, important for meiotic progression and provided stage-specific insights into the genetic networks associated with meiotic entry and early prophase I progression.

## Background

During sexual reproduction meiosis insures that progeny receive half their genetic information from each parent, thus maintaining the correct ploidy from generation to generation. Many genes essential for meiosis are highly conserved in fungi, invertebrates, mammals, and plants. On the contrary, mechanisms governing the initiation of meiosis are diverse [1]. Unlike animals, plants lack a germ line pre-determined early in development. Therefore, understanding the molecular changes that specify the archesporial cells, the progenitors of meiotic cells, is crucial in defining the network of cellular processes leading to a successful switch from mitosis to meiosis.

Flowering is a late step in plant development, and nearly all floral cells are somatic. Mutants defective in the reproductive cells often have no or few defects in the soma and vice versa; once specified, the pre-meiotic cells can proliferate mitotically and then differentiate for meiosis successfully even when the surrounding somatic tissue is abnormal [2]. In Angiosperms meiotic cells originate from a handful of pluripotent somatic cells, derived from the L2 layer (L2-d) of a floral meristem. In maize (*Zea mays *L.), a few archesporial cells - the precursors of meiotically competent PMCs - are cytologically distinguishable by their central locular location and rapid enlargement when there are approximately 20 L2-d cells in locules of 150-170 μm anthers [3] (Figure 1a). Archesporial cells proliferate mitotically for several days (Figure 1b) then pause for 3 days as they mature into PMCs and functional meiocytes; concomitantly, the maize anthers grow from 1 mm to 1.5 mm (Figures 1c and 1j). L2-d cells that do not differentiate as archesporial cells form 3 somatic layers, each of a single cell type, that encircle the pre-meiotic population (Figure 1c). It is presently unclear how L2-d cells are programmed to be pre-meiotic within anthers or how this identity is retained during the mitotic divisions prior to PMC maturation. By 1.5 mm, prophase I has started and completion of meiosis depends on the correct expression of many genes [4,5]. Although archesporial cell divisions are asynchronous, maize meiosis is highly synchronized, likely facilitated by plasmodesmatal (cytoplasmic) connections among the PMCs.

**Figure 1:**
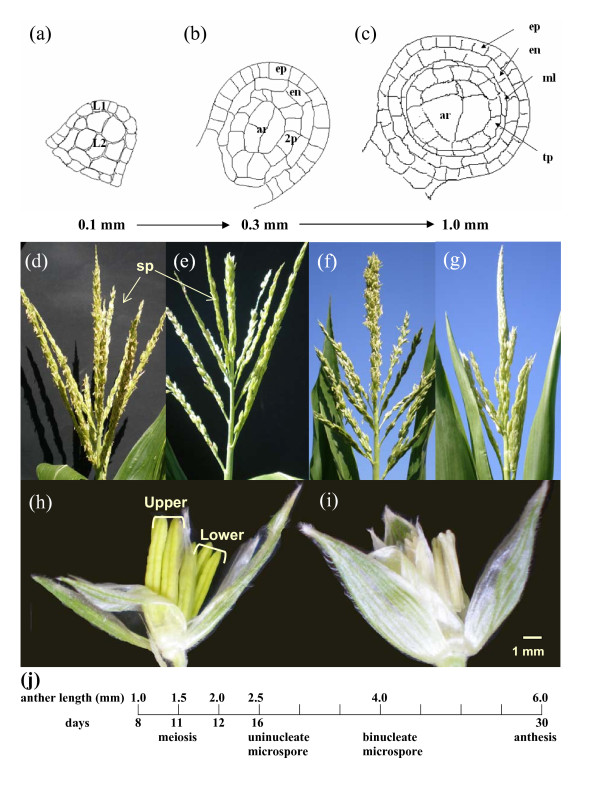
**Maize tassel and anther development**. Fertile maize anthers contain four locules. At ~0.1 mm there are about 50 cells in each locule. The line drawing of a transverse section **(a) **shows that the L2-derived (L2-d) cells are distinguishable from the L1-derived epidermis (ep) within a locule. At 0.3 mm **(b) **the L2-d has developed into endothecium (en), secondary parietal (2p) and archesporial cell types (ar). At 1.0 mm **(c) **middle layer (ml) and tapetum (tp) are apparent after a periclinal division of the 2p layer cells. Apart from the general morphology of no anther exertion, the mature tassel on the male-sterile *am1-praI *plant **(e) **is highly similar to a fertile sibling tassel **(d) **with the same number of tassel branches. In contrast, the *am1-489 *tassels **(g) **have fewer side branches (5-6) than fertile siblings **(f)**. The individual reproductive units on the tassel are spikelets (sp). There are two florets in each spikelet, and each floret contains 3 anthers **(h)**. The adaxial, upper florets used in the array experiment are developmentally 1 day ahead of the abaxial, lower florets. Anthers on a male sterile *am1-praI *plant **(i) **can reach 4-5 mm in length before they shrivel and degenerate; *am1-489 *anthers show growth arrest at 2-2.5 mm (data not shown). Based on cytological evidence and published results, anther sizes and the developmental timeline showing days after locular primordium initiation are diagrammed **(j)**.

Our focus is to understand the maturation of PMCs present in 1.0 mm anthers into meiocytes, that is, what processes are required for the cessation of mitosis, acquisition of meiotic competence, and initiation of meiosis? Many genes have been identified in flowering plants that are required for normal anther differentiation, but we are interested in defining the steps leading towards meiosis once the normal population of somatic and PMC cells are present. Several lines of evidence indicate that meiosis is set up as early as the pre-meiotic interphase [6-8], during the three day period of PMC maturation in maize anthers. Additionally, there may be differentiation steps preceding this stage that are not visualized cytologically.

Our entry point into analyzing meiotic competence is AM1; this is a maize nuclear protein required for normal PMC maturation [9], and it is necessary for both meiotic initiation and progression through early prophase I [10]. The actual roles of AM1 in the progression of meiosis at either the premeiotic/meiotic or the L/Z transition are still unclear at the molecular level. The closest homologs to AM1 are OsAM1 in rice [11] and SWI1/DYAD in *Arabidopsis thaliana *[12,13], but this gene is absent from both fungal and animal genomes. An analysis of double mutant combinations showed that *Am1 *is epistatic to many meiotic genes responsible for homologous chromosome pairing, including *afd1, dv1, ms43*, and *ms28 *[14]; additional meiotic processes impacted in *am1 *mutants include regulation of sister chromatid cohesion, telomere bouquet formation, recombination, synapsis, microtubule organization, and expression of other meiotic genes, particularly those acting during early prophase I [10].

Multiple *am1 *alleles have been distinguished cytologically [14,15], and all homozygotes are male-sterile. In all but one allelic state (*am1-praI*), central locular cells with PMC cellular anatomy undergo mitosis rather than meiosis. For example, the *am1-489 *allele contains a *Mu *insertion in an exon near the 3'-end; although the allele is transcribed, no protein is detected in mutant anthers [10]. The *am1-praI *allele encodes a semi-functional protein with a single amino acid substitution (R358W); the protein supports meiotic entry but PMCs fail to progress normally. In fertile maize, AM1 is expressed pre-meiotically and later loaded onto chromosomes during early prophase I; the defective AM1-PRAI protein remained mainly dispersed in nuclei and meiosis stalls at the L/Z transition [10]. The L/Z transition is a major step in meiotic progression during which pairing of homologous chromosomes is initiated as telomeres cluster on the nuclear envelope and double strand breaks are made as homologous recombination proceeds [16]. The *am1-praI *allele demonstrates that the L/Z transition is tightly regulated in plants, and it allows us to analyze this critical meiotic step in maize. The precise phenotypes of mutants are species-specific, but in each case AM1 and its homologs play a role in the regulation of early meiotic events. OsAM1 from rice [11] has a similar domain organization as maize, however, the SWI1/DYAD protein of Arabidopsis lacks N- and C-terminal domains found in AM1 and shares only 31% similarity in the central conserved PHD finger domain [12,13]. An RNAi inhibition of *OsAm1 *results in meiocytes that reach leptotene, similar to the maize *am1-praI *mutant [11]. Aberrant SWI1/DYAD1 proteins in Arabidopsis affect chromosome structure and cohesion during meiosis to various extents in both anthers and ovules [12,13,17] likely through meiotic chromosome remodeling [18]. The sister chromatids segregate unevenly during meiosis in *swi1-1/dyad *anthers, while in the ovule, meiosis is replaced by mitosis. Arabidopsis with specific *SWI1/DYAD1 *alleles show a small proportion of unreduced diploid gametes indicative of a meiotic or post-meiotic failure. This phenotype represents the first step (apomeiosis) to generate apomictic progeny, a novel prospect in plant breeding in which the progeny genotype is identical to the parent (meiotic failure class) or identical to a single meiotic product [19].

To better understand the required steps that normally occur during PMC maturation in preparation for meiosis and for progression through the critical L/Z transition, we compared the anther transcriptomes of mitotic *am1-489 *and L/Z meiotic arrest *am1-praI *lines using a custom Agilent 4 × 44 K microarray. Although *am1 *mutants affect both male and female meiosis, anthers were chosen because they are much easier to dissect than the female floral tissue and because comprehensive transcriptome studies of normal maize anther development are already available on this array platform [20-22].

## Results

### Development and morphology of *am1 *mutant tassels

To identify stages of anther development in fertile and male-sterile siblings relevant for this study, developmental progression was carefully followed for the two backgrounds harboring the *am1-praI *and *am1-489 *alleles. The male inflorescence (tassel) on a fertile maize plant bears hundreds of spikelets as shown in Figures 1d and 1f. When tassels reach maturity, the side branches held upright along the main spike relax to a lateral position, and pollen is shed from exerted anthers. The external morphology of *am1-praI *tassels (Figure 1e) is highly similar to a fertile sibling (Figure 1d) with the same number of tassel branches (8-10). In contrast, *am1-489 *tassels (Figure 1g) have fewer side branches (5-6) than their fertile siblings (8-10, Figure 1f). Delayed tassel development in *am1-489 *plants was also observed, because tassel branches remained upright about 5-7 days longer than in fertile siblings; tassels on *am1-praI *plants switched from upright to lateral simultaneously with fertile siblings.

Each spikelet contains two florets; each floret contains 3 anthers (Figure 1h) and each anther contains 4 locules. The upper floret is generally advanced 1 day relative to the lower floret. In our array experiment, only anthers from the upper florets were collected, and all measurements refer to this floret. Many male sterile mutants of maize with pre-meiotic defects exhibit delayed tassel maturation and anther growth arrest at about 2 mm (V. Walbot, unpublished data), that is, a failure to sustain anther growth during the three week period that follows completion of meiosis in fertile plants. Male sterile *am1-praI *anthers continue to grow and reach 4 to 5 mm in length (Figure 1i) at approximately the same time as fertile siblings. This indicates that the somatic cell layers of the *am1-praI *mutant anthers can sustain growth despite meiotic arrest. Sterile *am1-praI *anther locules are plump (not shown) until right before they degenerate (Figure 1g). In contrast, *am1-489 *anthers arrest at about 2 mm, the locules collapse, and anthers degenerate early as is typical of most *ameiotic1 *and other pre-meiotic male sterile mutants [9,22]. We conclude that somatic anther growth beyond 2 mm requires the presence of functional PMCs. We hypothesize that somatic anther tissues in *am1-praI *anthers perceive cues such as meiotic entry by the PMCs but progression through prophase I is not required to maintain anther growth.

### Cytological staging

Anthers were collected, fixed and later stained with acetocarmine to determine the cytological stage of PMCs in 1.0, 1.5 and 2.0 mm anthers (Figure 2). Both the 1.0 mm *am1-489 *and *am1-praI *PMCs were at pre-meiotic interphase at the 1.0 mm stage (Figure 2a) and cytologically normal. Archesporial cells in fertile plants finish most if not all the pre-meiotic mitotic divisions just before the 1.0 mm PMC stage, but the cells continue to expand in size from 1.0 to 1.5 mm as they mature [3]. Most PMCs of 1.0 mm fertile anthers were at interphase, but a few had advanced to early leptotene (Figure 2a). At 1.5 mm, the fertile PMCs are definitely in meiosis and achieve zygotene synchronously (Figure 2a), while the PMCs in *am1-489 *were found at various stages of mitosis (unsynchronized) with twenty unsynapsed chromosomes (Figure 2a). At 2.0 mm *am1-489 *PMCs continued one or more rounds of mitosis (Figure 2a) as previously reported [15].

**Figure 2:**
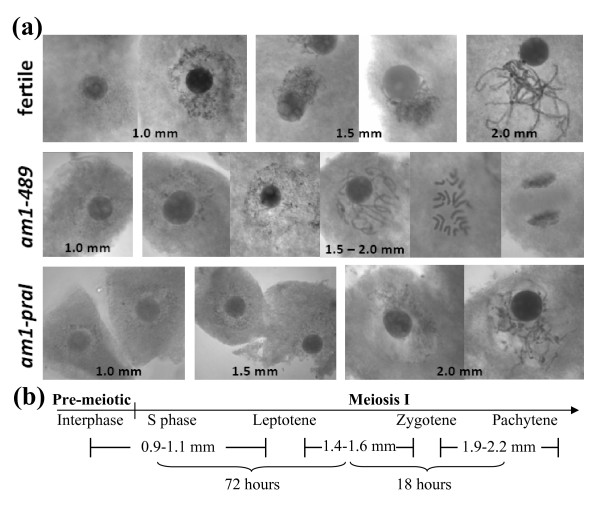
**Cytological staging of pollen mother cells (PMCs)**. **(a) **Acetocarmine-stained chromosomes in PMCs in anthers of various sizes. PMCs in both fertile and mutant anthers at 1.0 mm are mostly at interphase. PMCs in 1.5 mm fertile anthers are at the leptotene or zygotene stage of meiotic prophase I. PMCs in both 1.5 mm and 2.0 mm *am1-489 *anthers show unsynchronized, mitotic characteristics with 20 univalents; *am1-praI *central cells start meiosis successfully when anthers reach ~2.0 mm but arrest at the L/Z transition. **(b) **Developmental timing of meiotic stages at the corresponding anther lengths in fertile anthers.

*am1-praI *PMCs are delayed in maturation and remained at interphase (Figure 2a) at 1.5 mm. Eventually they start meiosis synchronously by the 2.0 mm stage (Figure 2a), about 18 h after the normal 1.5 mm stage (Figure 2b, [20]; the PMCs then arrest at the L/Z transition. Therefore, *am1-praI *PMCs are delayed in meiotic entry and progress more slowly through the initial meiotic stages.

### On/Off transcriptome differences in fertile and mutant anthers

Probes were scored as present (On) or absent (Off) as described in Methods. 

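RNA from whole anthers was collected from sterile plants and their fertile siblings in families segregating for am1-489 or am1-praI, at anther lengths of 1.0 mm and 1.5 mm, which gives 8 sample types. The samples were hybridized to 32 2-colour Agilent maize arrays on 8 slides. Of these, 16 arrays set sterile anthers against fertile siblings, 8 set sterile anthers of both lengths against each other, and 8 set the sterile anthers of both alleles against each other. Each sterile sample type was therefore measured in 12 channels and each fertile sample type in 4 channels. The paper describes 4 biological pools per sample type, whereas the sample labels name 5 pools for sterile am1-489 anthers at 1.5 mm.
The deposited values are spot intensities extracted with Agilent Feature Extraction 9.5.1.1. Following the methods, median foreground intensities were normalized here within arrays by loess and between arrays by quantiles with limma, and each of the 42034 probes is 1 spot on an array. The authors' text names quartile normalization between arrays, which was read as quantile normalization. Depending on the channel, 76.8% to 92.1% of the probes were well above background, with medians between 86.7% and 88.6% for the 8 sample types. Each comparison rests on 4 arrays, and this number limits the precision.
A probe was scored On in a channel when its intensity exceeded the mean plus 3 SD of the 153 negative controls, and On in a sample type when at least 75% of its channels were On. Control spots that the scanner software had marked as outliers were left out. The thresholds then lay between 41.3 and 49.8 with a median of 42.9, and 73.4% to 87.0% of the probes were On in a channel. The channels of the 8 arrays that set the alleles against each other were taken in the order opposite to their dye labels for the On calls, because only that order returns the mean intensities listed in Additional File 3. With it, the means of the authors' deposited intensities over 12 channels came within 2% of the listed means for 273 of 277 genes with 1 probe in am1-489 at 1.0 mm and for 250 of 278 at 1.5 mm. A count of probes changes with these choices, and no test stands behind an On or Off score.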

Maize anthers express an astonishing number of genes: the Agilent 4 × 44 K maize array has routinely detected expression of ~30,000 genes in both 1.0 mm and 1.5 mm anthers [21,22]. Because the two *am1 *alleles examined here are in different genetic backgrounds (see Methods) and maize inbred lines exhibit high levels of gene presence/absence and copy number variation [23] we first investigated the congruence of anther transcriptomes between the fertile siblings in these two lines. 

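In fertile anthers at 1.0 mm, 33755 probes were On in the am1-489 family and 34515 in the am1-praI family. Of the 35548 probes On in at least 1 of the fertile types at this length, 32722 (92.1%) were On in both. At 1.5 mm the fertile types had 33827 and 33725 probes On, and 32408 of 35144 (92.2%) were shared. The shared set held all 19 probes that could be tied to the meiotic genes of Table 2 at both lengths, among them those of the recombinase Dmc1 and of the cohesin subunit Afd1. Across all 8 sample types, 30598 probes were On throughout and 36409 were On in at least 1 type.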

The majority of the transcriptomes (91% at 1.0 mm and 88% at 1.5 mm) are shared between the two fertile backgrounds (Table 1). Average variation of ~7% in gene content is reported for inbred lines [23], and we conclude that many of the differences observed in the two backgrounds are attributable to maize diversity. To minimize background effects in the On/Off analysis of gene expression, we have compared mutant anther transcriptomes directly to fertile siblings.

**Table 1:** Numbers of expressed genes with various patterns.

1.0 mm					1.5 mm				
***489*S**	***489*F**	***pra*S**	***pra*F**	**Genes**	***489*S**	***489*F**	***pra*S**	***pra*F**	**Genes**

Off	Off	Off	On	856	Off	Off	Off	On	389
Off	Off	On	Off	37	Off	Off	On	Off	1018
Off	Off	On	On	462	Off	Off	On	On	2519
Off	On	Off	Off	135	Off	On	Off	Off	150
Off	On	Off	On	**211**	Off	On	Off	On	**57**
Off	On	On	Off	3	Off	On	On	Off	81
Off	On	On	On	**135**	Off	On	On	On	**3487**
On	Off	Off	Off	491	On	Off	Off	Off	64
On	Off	Off	On	469	On	Off	Off	On	21
On	Off	On	Off	17	On	Off	On	Off	31
On	Off	On	On	231	On	Off	On	On	216
On	On	Off	Off	647	On	On	Off	Off	242
On	On	Off	On	**1720**	On	On	Off	On	**60**
On	On	On	Off	23	On	On	On	Off	67
On	On	On	On	**27196**	On	On	On	On	**24468**

*489*: *am1-*489; *pra*: *am1-praI*; F: fertile; S: sterile. Bold values are the common expressed sets in both *489 *and *pra *backgrounds.

At 1.0 mm *am1-489 *anthers are cytologically similar to fertile siblings; however, they are missing 2% (484/30,070) of the transcripts present in fertile siblings, which is above the estimated 0.13% false discovery rate (see Methods). Additionally, 4% (1,208) are ectopically expressed compared to fertile siblings (Table 1). These ectopically expressed genes include those that contribute to continued mitosis by the PMCs of *am1-489 *anthers. 

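In sterile am1-489 anthers at 1.0 mm, 1282 probes were Off that were On in the fertile siblings, which is 3.80% of the fertile set. Of these, 358 were also lost from sterile am1-praI anthers of this length, and 459 were On in both am1-praI sample types. No gene described in the paper's tables was lost, and the only lost probes with a name were those of the cohesin subunit ZmRAD21, as the array names it. Its probe A_92_P009368 had a mean intensity of 43.3 in sterile and 45.6 in fertile anthers, and A_92_P018022 had 40.4 and 45.1, all close to the On thresholds. Scored on the 4 arrays shared with fertile anthers alone, 734 probes were lost. Without 1 of the 4 replicates the loss ranged from 636 to 800 probes, the lowest without replicate 4.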

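Conversely, 458 probes were On in sterile am1-489 anthers at 1.0 mm and Off in their fertile siblings, or 1.39% of the 32931 probes On in the sterile anthers. Of these, 27 were also gained in sterile am1-praI anthers of the same length. The gained set held no gene with a description in the paper's tables. Nearly all described genes were chosen by the study among genes detected in both fertile families. Such genes could hardly be Off in fertile anthers, so this absence says little. The count moved with the arrays scored: on the 4 arrays shared with fertile siblings it was 987, and without 1 of the 4 replicates it ranged from 1126 to 1303. Part of the latter rise again follows from the stricter rule for fertile types.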

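Sterile am1-praI anthers at 1.0 mm lacked 1789 probes that were On in their fertile siblings (5.18% of the fertile set) and gained 242 (0.734% of the 32968 probes On in the sterile anthers). No gene with a description in the paper's tables was among either set, which for the gained set follows largely from how these genes were chosen. Of the lost probes, 463 were On in both am1-489 sample types at this length. On the 4 arrays shared with fertile anthers alone, 1132 probes were lost and 527 were gained. Without replicate 2 the loss was 868 probes and the gain 1102, and without replicate 4 the loss was 991 and the gain 943. The stricter rule for fertile types applies to these counts too.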

At 1.0 mm *am1-praI *anthers are also similar to fertile cytologically, but there are ~10% fewer [(31,280-28,104)/31,280] transcript types and ectopic expression of 80 genes (0.26%). Some of these transcriptome differences at 1.0 mm could reflect linkage disequilibrium (allelic variation between fertile and sibling sterile plants at loci linked to *am1 *alleles) or phenotypes too subtle to visualize by microscopy. As is explicated below, the major contributor to the transcriptome difference in *am1-praI *is the developmental delay in this mutant.

PMCs in 1.5 mm fertile anthers are at early prophase I between the leptotene and zygotene stages, somatic cells have differentiated, and somatic cell division has slowed. At 1.5 mm the more severe *am1-489 *anthers are missing more than 3,700 transcripts (~13%) expressed in fertile siblings (Table 1). Among these, 3,487 are also expressed in both *am1-praI *mutant and fertile siblings, hence among the thousands of loss-of-expression cases should be genes involved in meiotic entry. In contrast, just over 500 (< 2%) genes are off in *am1-praI *compared to fertile siblings (Table 1). 

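At 1.5 mm, 1149 probes were Off in sterile am1-489 anthers and On in fertile siblings (3.40% of the fertile set), and 697 showed the opposite score. Of the lost probes, 291 were On in both am1-praI sample types. The only named gene among them was again the cohesin subunit ZmRAD21, whose probe A_92_P025164 had a mean intensity of 48.3 in sterile and 45.5 in fertile anthers. Another ZmRAD21 probe, A_92_P009368, was gained, with 46.5 in sterile and 41.5 in fertile anthers, so both scores rest on values near the thresholds. On the 4 arrays shared with fertile siblings, 764 probes were lost and 1198 gained. Without replicate 2, where the rule was stricter for fertile types, the numbers were 403 and 2186.
The negative controls of this comparison hold bright spots that the scanner software marked as outliers. With such spots kept, a setting chosen after the data were seen, the thresholds of its 4 arrays lay between 45.8 and 1090 in sterile and between 49.4 and 4620 in fertile channels. Scored on these arrays alone, 3136 probes were then lost, of which 3046 were On in both am1-praI sample types, whereas with all channels scored 92 were lost and 6339 gained. From the genes lost in am1-489 and kept in am1-praI, the paper reasons that this set should include genes involved in meiotic entry.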

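In am1-praI at 1.5 mm, 1421 probes were Off in sterile anthers and On in fertile siblings (4.21% of the fertile set), and 374 were On in sterile anthers alone. Lost probes shared with am1-489 at this length numbered 270, gained ones 43. A further 564 of the lost probes were On in both am1-489 sample types. None of these probes belongs to a gene with a description in the paper's tables, which for gained probes follows largely from how these genes were chosen. On the 4 arrays shared with fertile siblings, 716 probes were lost and 1023 gained. Without replicate 1, under the stricter rule for fertile types, the loss was 580 and the gain 1163.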

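Of the 1789 probes Off in sterile and On in fertile am1-praI anthers at 1.0 mm, 469 (26.2%) were On in sterile am1-praI anthers at 1.5 mm. In am1-489 the corresponding number was 607 of 1282 probes (47.3%). With control spots marked as outliers kept among the negative controls and the 4 shared arrays scored alone, which was chosen after the data were seen, 2483 of 3170 am1-praI probes (78.3%) were On by 1.5 mm.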

The transcriptome data support the cytological observation of delayed meiotic entry in *am1-praI*, because 80% (2,634) of the transcripts missing at 1.0 mm are expressed by 1.5 mm. A linkage tree of the global transcriptome including all 8 sample types also demonstrated the transcriptomes are most divergent between the two backgrounds while the transcriptome differences between mutant and fertile samples at 1.0 mm are the least. In both backgrounds, the transcriptome of the mutant samples is more distinctive from fertile at 1.5 mm than at 1.0 mm (Additional File 1). Hence, it is important to exclude background difference before comparing the two alleles.

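Sterile anthers stood closest to their fertile siblings at 1.0 mm, with Euclidean distances over 36409 probes of 57.3 in the am1-praI family and 59.1 in the am1-489 family. At 1.5 mm these distances were 68.0 and 79.1. Anthers of both lengths joined next, at 90.5 within am1-489 and 91.5 within am1-praI, and the families joined last, at 150. On average the distance between families was 141, between anther lengths 86.2, and between sterile and fertile siblings 65.9, so that the family separated the transcriptomes 2.13 times as far as sterility. The mean distance per sample type comes with no test. On the arrays that set sterile anthers of both families against each other, 3314 of 34089 probes at 1.0 mm and 5116 of 34244 at 1.5 mm differed by at least 1.5-fold at an adjusted p of at most 0.05 from limma. Their direction is not given, because the order of the channels on these arrays is not settled by the dye labels. With these arrays read by their dye labels, the ratio of distances was 1.38.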

The lists of On/Off genes were evaluated for the presence of known meiosis-associated genes, but none were found. Thus although the *am1 *mutant alleles impact expression of ~10% of maize genes through ectopic expression and loss-of expression, these transcriptome differences must relate primarily to somatic cell processes. This demonstrates that meiotic genes are expressed in sterile *am1 *anthers but their expression levels could still be affected.

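Each of the 19 probes tied to the meiotic genes of Table 2 was On in sterile and in fertile anthers of both alleles at both lengths, so none was lost or gained. The same held for the 17 probes whose names or descriptions point to meiosis, recombination or synapsis. Of 16 probes for cohesin proteins, 13 were On in sterile and fertile am1-489 anthers at each length and 14 in am1-praI, and the probes lost or gained were those of ZmRAD21. Most probes carry no description, so a meiotic gene among the remaining lost or gained probes would go unseen. Nearly all described genes were chosen by the study among genes detected in both fertile families, which makes a gain of them unlikely from the start.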

### Up- or down-regulated genes between stages or between alleles

In addition to On/Off differences, we also evaluated transcript types that were expressed (On) and at least 1.5-fold distinct from the comparator with a p-value < 0.05 (see Methods). 

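Differential expression was measured on the 16 arrays that carry a sterile and a fertile sibling pool in opposite dyes, 4 for each allele and length, with each pool used once. The log2 ratio of sterile over fertile was taken within each array after the same normalization, and all 16 arrays were fitted together with limma with a dye term for each probe. As in the paper, the test was limited to probes On in both fertile families, and a probe passed at a change of at least 1.5-fold (log2 of 0.58). The p of at most 0.05 was adjusted by Benjamini-Hochberg over all tested probes, since the paper's text names no adjustment. Direction follows the dye labels of the samples. With 1 replicate left out in turn, 36 of the 100 probes of named genes that passed in am1-489 at 1.5 mm passed in all 4 cases, and 61 were lost without replicate 1 and 55 without replicate 3. In am1-praI at 1.5 mm 20 of 76 passed in all 4 cases.
The authors' files describe no probe, so names come from the paper's own tables and files and, for a few such as ZmRAD21, from the array's gene names. Together these name or describe 214 gene names (239 probes) and leave 41795 probes without a description. Across all tested probes the replicate arrays correlated between 0.16 and 0.35 in am1-489 at 1.0 mm and between 0.20 and 0.52 in am1-praI at 1.5 mm. In am1-489 at 1.5 mm replicates 2 and 4 ran against each other (r = -0.39, across probes), and so did replicates 2 and 3 of am1-praI at 1.0 mm (r = -0.38). These arrays kept the direction of their labels.
Slides 1 to 4 were scanned on 1 day and slides 5 to 8 on another. In am1-489 at 1.5 mm, 3 arrays were scanned on day 1 and replicate 4 alone on day 2. In data simulated for this comparison with the spread of each probe over all 32 arrays, 46 of 94 tested probes set to change by a log2 of 1 were recovered (48.9%), as were 68 of 83 set to change by a log2 of 2 (81.9%), with 6 false calls among 30100 tested probes. The simulated noise was independent between probes and arrays and held no slide, scan-day or pool structure. The false calls therefore do not give the error rate of the real calls.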

To minimize false discovery resulting from background differences while comparing the two mutant anther types, only transcript types detected in both fertile backgrounds (common fertile set: 29,262 at 1.0 mm and 28,072 at 1.5 mm; highlighted in Table 1) were used in the evaluation of up- or down-regulated genes. Both mutant anthers had about 4 times more genes differentially expressed at 1.5 mm than at 1.0 mm (Figure 3a); most transcripts are stage-specific confirming the distinctive properties of these two developmental stages [20]. 

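Am1 itself was lower in sterile am1-489 anthers at 1.0 mm. Its probe A_92_P001166 had a log2 ratio of sterile over fertile of -1.20 (SE 0.18, n = 4 arrays, adjusted p = 0.0339 from limma), with mean intensities of 142 and 326. The probe A_92_P016751 had a ratio of -1.15 (SE 0.21, adjusted p = 0.0352 from limma) and a further Am1 probe, A_92_P038130, one of -0.53 (adjusted p = 0.336). With 1 replicate left out the ratio on A_92_P001166 lay between -1.33 and -1.03 and passed only without replicate 4, and that on A_92_P016751 passed in none of these cases. The other described gene that passed at this stage was cytosolic glyceraldehyde-3-phosphate dehydrogenase, a glycolytic enzyme (TC286409, -0.75, SE 0.14, adjusted p = 0.0339), whose call was lost whichever replicate was left out. In all, 171 of 32722 probes passed in am1-489 at 1.0 mm, 144 higher and 27 lower. Without between-array normalization 2 passed as higher and 7 as lower, while the probes called higher with it kept a median log2 ratio of 1.37 (1.44 with it). Sterile am1-praI anthers had 5 changed probes at 1.0 mm, of which CF048058 (-3.40) and TC297576 (-1.14) were lower and TC282184 (0.70) was higher. These were named after their values were seen, and no description is paired with them.
At 1.5 mm, 1948 of 32408 probes passed in am1-489 and 755 in am1-praI. Of the am1-489 probes, 12 were higher at both lengths, against 3.49 expected for independent lists, and 15 were lower at both, against 0.928. In am1-praI all 4 probes that were lower at 1.0 mm were lower at 1.5 mm too. The sample labels give the same plant numbers at both lengths for am1-praI and for fertile am1-489, so the lists are not independent and differences between plants would recur in both. A test of the difference between the lengths passed for 154 probes in am1-489 (7 to 1444 with 1 replicate left out, and 0 with a dye term per slide) and for 1 probe in am1-praI. The am1-489 count at 1.0 mm was 2 without replicate 1, 18 without replicate 2 and 5 without replicate 3, and the counts at an unadjusted p were 978 and 3402 in am1-489 and 808 and 1853 in am1-praI.

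**Figure D1:**
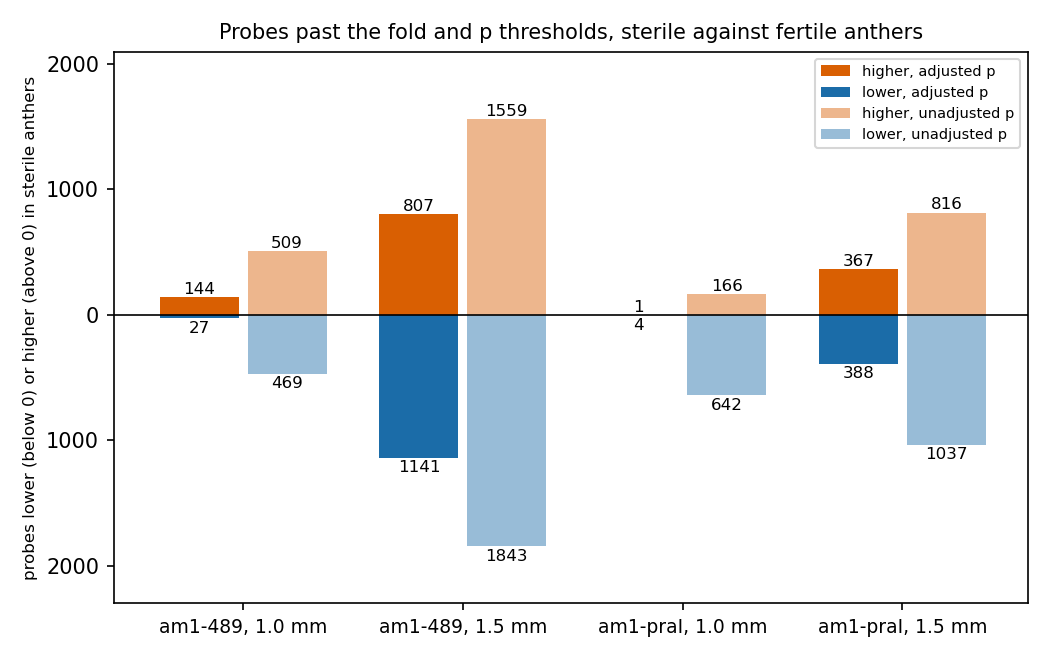
Number of probes higher (up) or lower (down) in sterile than in fertile anthers for each allele and anther length, at 1.5-fold and a p of at most 0.05 from limma. Full-colour bars use the adjusted p and paler bars the unadjusted p. For am1-489 at 1.0 mm the former stand for 144 and 27 probes and the latter for 509 and 469. Fewer passed at the adjusted p without between-array normalization.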

The greater transcriptome abnormalities at 1.5 mm parallel the more aberrant mutant phenotypes at this stage. A subset of these transcripts is likely essential for entry and progression through early meiosis. The *am1-489 *mutants had about twice as many genes up- or down-regulated than *am1-praI *at 1.5 mm (Figure 3b), confirming molecular consequences of the more severe phenotype of *am1-489*. 

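Heat shock proteins, chaperones that refold other proteins, fell in am1-489 at 1.5 mm. All 3 probes found by the word search passed, a small class I heat shock protein (TC310318, log2 ratio -3.90, SE 0.64, adjusted p = 0.00408 from limma), HSP101 (TC287858, -2.87, SE 0.56) and HSP70 (TC279806, -2.74, SE 0.42). In am1-praI the same probes had ratios of -2.42, -1.66 and -1.27, none of which passed over all tested probes, while all 3 passed when adjusted over the list alone. The am1-489 calls of TC310318 and HSP70 held with any 1 replicate left out, and that of HSP101 was lost without replicate 1. The list as a group shifted lower in am1-489 by limma's camera (median -2.87, adjusted p = 4.96e-05, and 0.0442 with an estimated correlation), with medians of -2.74 with a dye term per scan day, -3.20 on scan day 1 and -1.89 on scan day 2. In am1-praI its median was -1.66 (adjusted p = 0.000848, and adjusted p = 0.0599 with an estimated correlation). The study listed these 3 genes as changed in both mutants on the same samples, so their direction is not independent evidence. A further heat shock protein that the paper describes, of the Clp type, was not found by the search.
Over all probes at 1.5 mm, 807 were higher and 1141 lower in am1-489, and 367 higher and 388 lower in am1-praI. The log2 ratios themselves differed between the alleles for 243 probes at 1.5 mm (112 higher and 131 lower in am1-489 relative to am1-praI) and for 4 probes at 1.0 mm. Another split of the same arrays at 1.5 mm gave 441 probes, and the 243 moved widely with 1 replicate left out. From the larger number of changed genes in am1-489, the paper concludes that the more severe phenotype of this allele has molecular consequences.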

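These counts moved with how slides, scan days and arrays were fitted. With the 4 arrays of each comparison fitted alone, 0 probes passed in am1-489 and 597 in am1-praI at 1.5 mm. With slide as a random block, 180 probes passed in am1-489 and 6 in am1-praI at 1.0 mm, and 1977 and 754 at 1.5 mm. With a dye term for each scan day the numbers were 214 and 5 at 1.0 mm and 1503 and 623 at 1.5 mm, and the allele difference at 1.5 mm passed for 33 probes. With a dye term for each slide, 322 probes in am1-489 and 100 in am1-praI passed at 1.5 mm, and 1 probe differed between the alleles. This fit spends more terms on the same arrays, so fewer probes can pass even where ratios stay alike. The median ratio of the Table 3 genes at 1.5 mm was -1.33 with it and -1.30 without in am1-489. In am1-praI it was -1.14 and -1.15. Within single slides, which hold 2 arrays of a comparison, am1-489 gave 3 probes on slide 1 and 6 on slide 5 at 1.0 mm and 454 on slide 1 at 1.5 mm, and am1-praI gave 0 on slide 2 and 3 on slide 6 at 1.0 mm and 15 on slide 7 at 1.5 mm. Scan day 1 alone gave 554 probes in am1-489 at 1.5 mm, and scan day 2 alone gave 29 in am1-praI. Without 1 replicate of the comparison itself, am1-489 at 1.5 mm ranged from 565 (without replicate 1) and 836 (without replicate 3) to 2962 (without replicate 4) and 3076 (without replicate 2), and am1-praI from 276 to 490. With the same replicate left out of every comparison, which was added after the data were seen, am1-489 ranged from 51 to 2532 and am1-praI from 55 to 1065.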

The 3,358 differentially expressed genes unique to *am1-489*, regardless of stage, are likely involved in meiotic entry or conversely highlight genes involved in the suppression of mitosis. The majority of these transcriptome differences (2,613, 78%) are found at 1.5 mm, including six meiotic genes, i.e., MEL1, SPO11-1, OSD1a, RPA70 (RPA1a), PS1, and MSH5.

**Figure 3:**
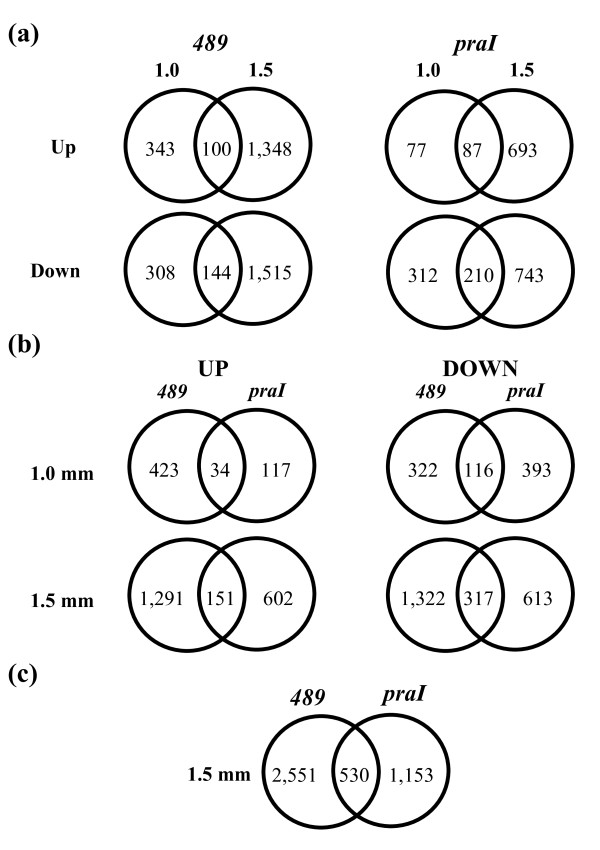
**Differential expression between mutant and fertile anthers**. Venn diagrams of up- or down-regulated genes in *am1 *alleles compared to the common fertile dataset. Number of transcripts unique to a stage or allele or expressed in common: **(a) **between two stages; **(b) **between alleles; and **(c) **comparison of the two mutant alleles at 1.5 mm, showing the number of differentially expressed transcripts unique to each allele and the common set (including the oppositely regulated with duplicates removed).

In addition to the numerous allele-specific, differentially regulated genes, there are a total of 530 differentially expressed genes common to *am1-489 *and *am1-praI *at the 1.5 mm stage (Figure 3c). These include the non-redundant 468 genes that are differentially expressed in both (Figure 3c) and 62 oppositely regulated transcripts ("up versus not up" or "down versus not down"). 

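Most probes that passed in both alleles at 1.5 mm moved the same way, while over all 32408 tested probes the ratios of the alleles correlated at 0.17 (Pearson r across probes). There were 61 probes higher in both, against 9.14 expected for independent lists of these sizes, and 173 lower in both, against 13.7 (Fisher's exact test, p = 3.68e-32 and 2.38e-146). Probes are not independent, and both alleles share the spread estimated for each probe, so these p-values only describe the overlap. With each comparison fitted alone, no probe passed in both alleles. A secretory carrier-associated membrane protein (TC292021) had log2 ratios of -1.56 in am1-489 and -1.16 in am1-praI (SE 0.14 in both), and signal recognition particle 54 kDa protein (TC315563), which targets proteins for secretion, had -2.39 and -2.02 (SE 0.40). Among the higher probes, an early-responsive to dehydration protein (TC304579) reached 1.41 and 2.11 (SE 0.22) and the kinase SAPK4 (TC293287) 1.16 and 1.19 (SE 0.22). With 1 replicate left out, TC292021 and TC304579 passed in both alleles in every case, TC315563 in am1-489 in every case and in am1-praI in none, and TC293287 was lost without replicate 3 in am1-489 and without replicate 1 or 2 in am1-praI.
At an unadjusted p, 527 probes moved the same way and 103 in opposite directions. Of the latter, 86 were higher in am1-489 and lower in am1-praI (chance 49.9), and 17 moved the reverse way (chance 46.4). At an adjusted p the alleles moved in opposite directions for 7 probes, 6 of them lower in am1-489 and higher in am1-praI (chance 12.9) and 1 with the reverse direction (chance 9.66). Am1 was among the 6, as were a cystathionine beta-synthase domain protein (TC283097, -0.95 and 0.72, SE 0.15) and an alpha/beta fold hydrolase (TC286746, -0.77 and 2.83, SE 0.22). With 1 replicate left out, the fall of the former in am1-489 and the rise of the latter in am1-praI passed in every case, while the am1-praI call of the former was lost whichever replicate was left out and the am1-489 call of the latter was lost without replicate 1 or 3. The difference between the alleles was -1.67 for the former (adjusted p = 0.00683 from limma) and -3.60 for the latter (adjusted p = 0.000422). With a dye term per slide, a fit with less power, 1 probe of all those tested differed between the alleles, so at most 1 of these differences would pass. With 1 replicate left out of both comparisons at 1.5 mm, the probes lower or higher in both numbered 35 without replicate 1, 47 without replicate 3, 127 without replicate 2 and 562 without replicate 4, and the number was 186 with a dye term for each scan day.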

Genes mis-regulated in both mutants at both stages (8 overlapping areas in Figure 3) are good candidates for common transcriptome responses of *am1 *mutant anthers relating to progression through the L/Z transition. The non-redundant set of 468 genes found at 1.5 mm is of particular interest, because this is a critical point of meiotic progression. Maize homologs of well known meiotic genes, e.g., *Skp1B, Zip4/Spo22-like*, *Rad54-like*, and meiosis-specific cyclins [24-32], show transcriptional mis-regulation in the *am1 *mutants.

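Skp1B, a component of SCF ubiquitin ligases, was lower in sterile am1-489 anthers at 1.5 mm by a log2 ratio of -3.68 (TC291009, SE 0.53, n = 4 arrays, adjusted p = 0.00244 from limma), with mean intensities of 1130 in sterile and 14500 in fertile anthers. In am1-praI its ratio was -1.98 (SE 0.53, adjusted p = 0.0647). Zip4/Spo22-like, which acts in crossover formation, was lower in both alleles on the 2 probes that the paper's gene models tie to it (CF626131, -1.73 and -1.83, and TC308051, -1.09 and -1.47). Rad54-like, a DNA repair protein, was at -1.22 in am1-489 and -1.26 in am1-praI (TC283173, SE 0.27, adjusted p = 0.0165 and 0.0241 from limma). SKP1-like protein 1A (BM660128) was at -0.01 and -1.04 and passed in neither. In am1-489 its arrays held opposite extremes, -2.665 on replicate 2 and 2.776 on replicate 4. Without replicate 4 the am1-489 ratio was -1.05, a value that leans on replicate 2. Skp1B passed in am1-489 with any 1 replicate left out (-4.38 to -3.32). The Rad54-like call and that of CF626131 held in am1-489 only without replicate 4, and their am1-praI calls were lost whichever replicate was left out. That of TC308051 was lost without replicate 1 or 3 in am1-489 and without replicate 2 or 3 in am1-praI.
Of 17 probes whose descriptions name meiosis, recombination or synapsis, 7 fell and 0 rose in am1-489 at 1.5 mm (8 fell when adjusted over the list alone), and 4 fell and 3 rose in am1-praI (7 and 3 when adjusted over the list alone), the 3 being probes of Am1. By limma's camera at the preset correlation the group passed as lower in am1-489 (median -0.53, adjusted p = 0.000213) and not in am1-praI (median -0.03, adjusted p = 0.149). With an estimated correlation it passed in neither (adjusted p = 0.14 and 0.594), and the difference between the alleles was not tested for the group. In am1-489 its median was -0.75 on scan day 1 and 0.01 on the array of scan day 2. Of 5 probes for SKP1, F-box and cullin proteins, 4 fell in am1-489 and 2 in am1-praI (both 4 when adjusted over the list alone), with medians of -1.48 and -1.19 (adjusted p = 4.96e-05 and 1.6e-06, and adjusted p = 0.0958 and 0.0552 with an estimated correlation). In am1-489 the median of the 5 was -1.59 with a dye term per scan day, -2.01 on scan day 1 and -0.08 on the array of scan day 2. Nearly all described genes come from the study's own list of genes changed in both mutants, so these counts are not independent evidence of a direction.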

Based on cytological evidence, development of PMCs in *am1-praI *is delayed then arrests while PMCs in *am1-489 *anthers undergo a mitotic division instead of a meiotic one. Therefore, the transcriptome changes in *am1-489 *anthers compared to fertile at 1.0 mm might also be important for meiotic entry. 

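At 1.0 mm the 3 probes of Afd1, the meiotic Rec8 cohesin of maize, had log2 ratios in am1-489 of -0.68 (SE 0.17), -0.88 (SE 0.27) and -0.94 (SE 0.21), with adjusted p of 0.114, 0.255 and 0.079 from limma. RPA70, the large subunit of the single-strand DNA binding protein RPA, was at -0.80 (TC313965, SE 0.19, adjusted p = 0.105). None of these passed over all tested probes at the adjusted p, which is stricter than an unadjusted p. The paper marks both genes as having the same direction by qRT. In am1-praI at 1.0 mm the Afd1 ratios were -0.56, -0.83 and -0.80 and that of RPA70 was -0.27. The Afd1 probes were lowest there on replicate 4, at -0.97, -1.95 and -1.34. At 1.5 mm Afd1 lay between -0.21 and -0.04 in am1-489 and between -0.03 and 0.20 in am1-praI, and RPA70 at -0.61 (adjusted p = 0.0676) and -0.14.
Over 14 probes for cohesin and chromatid cohesion proteins, namely Afd1, ZmSMC1, ZmSMC3 and ZmRAD21, none passed at 1.0 mm in am1-489 (3 fell when adjusted over the list alone). Their median of -0.20 gave an adjusted p of 0.00275 from limma's camera, and adjusted p = 0.209 with an estimated correlation. At 1.5 mm none of 13 probes passed in either allele (medians' adjusted p = 0.666 and 0.716).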

*Afd1 *(*Rec8/Rad21 *homolog), and *RPA70*, for example, are moderately down-regulated in *am1-489 *at 1.0 mm but not down in *am1-praI *at 1.5 mm. Homolog of *Afd1 *encodes protein associated with the cohesion complex, which establishes sister chromatid cohesion [33-35], while *RPA70 *is implicated in replication, repair, and transcription [36]. We also noted an RNA helicase SDE3 in this group, known for its role in post-transcriptional gene silencing via RNAi [37] and shown to be associated with meiosis in worms, flies, and mammals [38-40]. A heat map of all the meiotic genes included on this array (a total of 78 probes spanning 45 genes) is shown in Additional File 2.

Our results indicate that AM1 protein attenuates the expression level of many meiotic genes and other somatic genes that are crucial for anther maturation. Anther development is delayed (*am1-praI*) and ultimately stalled, causing male sterility.

### Data validation

A pilot array experiment was conducted on the same array platform prior to the study reported here. Anthers from families segregating for *am1-489 *and *am1-praI *were used in the pilot experiment and only male sterile anthers at 1.0 mm and 1.5 mm with 4 biological pools for each sample type were included. We compared data from the pilot experiment and found more than 90% of the pilot data corroborated results presented here (Additional File 3).

To further validate quantification and classification of key transcripts, a panel of 11 meiosis-associated genes including *Am1 *was analyzed by qRT (quantitative RT-PCR). Ten of them showed congruent results with the array data (Table 2 and Additional File 4). 

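Most of the 19 probes tied to genes of Table 2 had log2 ratios below 0 in each comparison, and at most 6 passed as lower. At 1.0 mm in am1-489, 2 of them passed, both for Am1, and 10 fell when adjusted over the list alone. The group's median log2 ratio was -0.77 (limma's camera, adjusted p = 1.62e-10, and adjusted p = 0.0946 with an estimated correlation), and it was -0.59 on scan day 1, -0.85 on scan day 2 and -0.77 with a dye term per scan day. In am1-praI at 1.0 mm none passed, 7 fell when adjusted over the list alone, and the median was -0.61 (adjusted p = 4.28e-07, and adjusted p = 0.0824 with an estimated correlation). At 1.5 mm in am1-489, 6 fell and 0 rose (9 when adjusted over the list alone; median -0.53, adjusted p = 9.92e-05, and adjusted p = 0.141 with an estimated correlation). The median was -0.82 on scan day 1 and 0 on the single array of scan day 2. In am1-praI at 1.5 mm, 3 fell and the 3 Am1 probes rose, with a median of -0.14 (adjusted p = 0.146). The study chose these genes on the same samples, so their direction is not independent evidence. The genes of Table 2 without a probe tied to them here, among them Mlh3, Mnd1 and Phs1, were not analysed here.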

The one exceptional transcript (*Spo11-1*) was scored as borderline up-regulated (1.5-fold criterion, log2 = 0.6) in *am1-489 *mutant versus fertile at 1.5 mm on the array but was not significantly changed based on qRT results. 

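The double-strand break gene Spo11-1 (TC306885) had a log2 ratio of 0.60 in am1-489 at 1.5 mm (SE 0.28, higher on 3 of 4 arrays, adjusted p = 0.212 from limma). In am1-praI it was 0.18 (SE 0.28, adjusted p = 0.833).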

Notably we checked the expression level of *Am1 *itself. The qRT analysis confirms the over-expression of the transcript in *am1-praI *in 1.5 mm anthers observed in the microarray data. It is likely that the temporal arrest at the L/Z stage and the inefficient loading of AM1-PRAI onto the chromosomes, when *Am1-praI *is highly expressed, lead to message accumulation in meiocytes. 

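At 1.5 mm the 3 Am1 probes were higher in sterile than in fertile am1-praI anthers on all 4 arrays. The log2 ratios were 1.18 (A_92_P001166, SE 0.18, adjusted p = 0.00481 from limma), 1.29 (A_92_P016751, SE 0.21, adjusted p = 0.00594) and 0.79 (A_92_P038130, SE 0.18, adjusted p = 0.0352), and the mean intensity on the former probe was 1100 in sterile against 486 in fertile anthers. In am1-489 the same probes were at -0.71 (SE 0.18, adjusted p = 0.0328), -0.48 (adjusted p = 0.186) and -0.28 (adjusted p = 0.407). The difference between the alleles was -1.89 for A_92_P001166 (adjusted p = 0.0106), -1.78 for A_92_P016751 (adjusted p = 0.0296) and -1.07 for A_92_P038130 (adjusted p = 0.0726). With a dye term per slide, a fit with less power, 1 probe of all those tested differed between the alleles, so at most 1 of these differences would pass. With any 1 replicate left out, A_92_P001166 and A_92_P016751 still passed in am1-praI (1.1 to 1.31 and 1.13 to 1.43), whereas A_92_P038130 passed only without replicate 4, as did A_92_P001166 in am1-489. At 1.0 mm the am1-praI ratios were between 0.15 and 0.22, and none passed. On replicate 1 all 3 probes were below 0 there, and on the other replicates above 0.

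**Figure D2:**
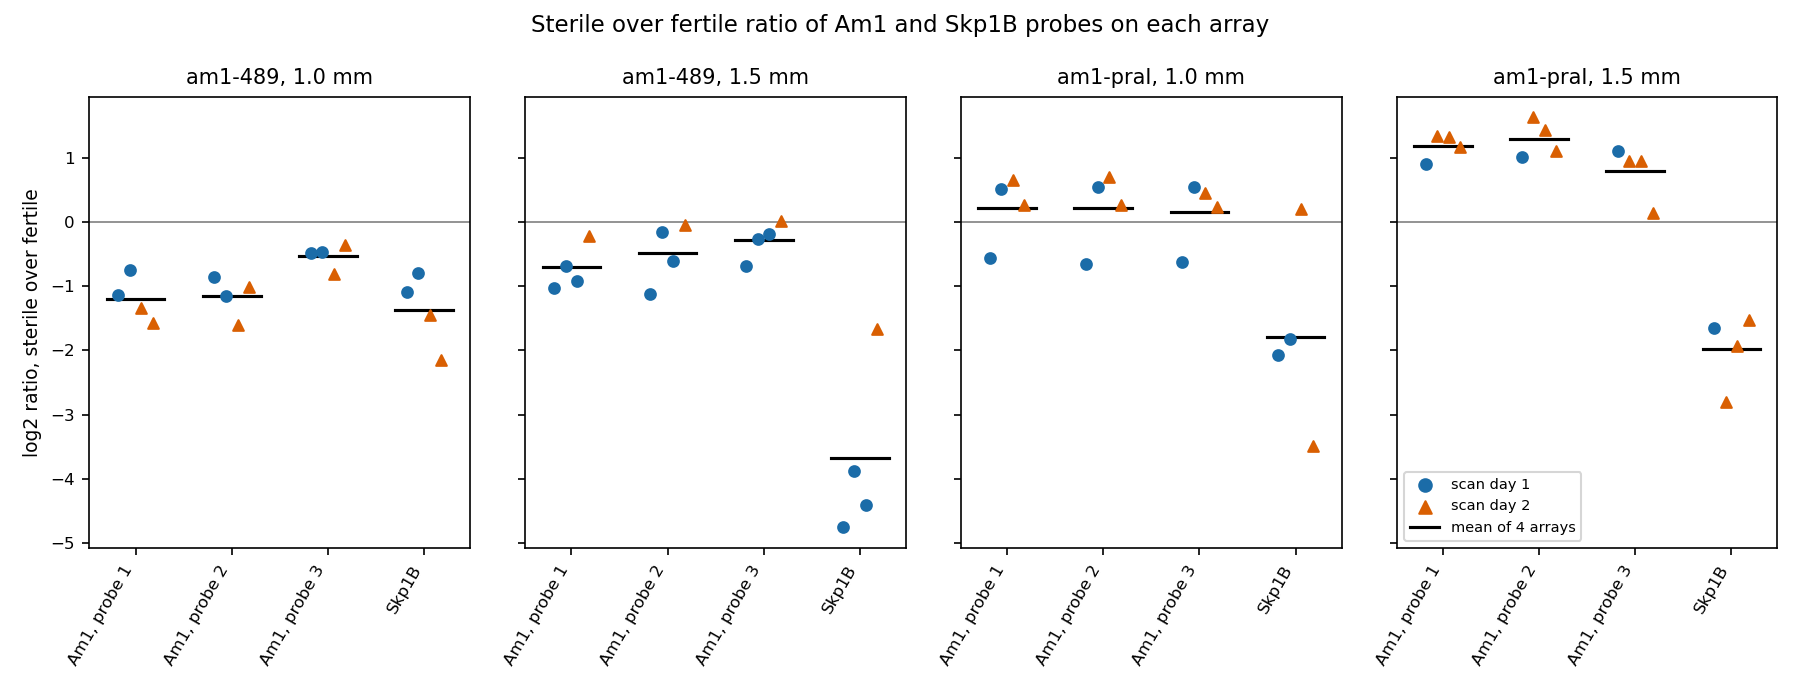
Log2 ratio of sterile over fertile anthers on each array for Am1 and Skp1B, by allele and anther length (blue circles, arrays of scan day 1; orange triangles, arrays of scan day 2; lines, mean of the 4 arrays). In am1-praI at 1.5 mm all 4 Am1 points lie above 0, and Skp1B lies below 0 on all 4 arrays of am1-489 at 1.5 mm.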

The increased transcript abundance is also reflected in at least 2 times higher levels of AM1-PRAI protein in tassels containing 1.0-3.0 mm anthers than in wild type siblings at these stages (Additional File 5).

**Table 2:** A panel of meiotic genes and their expression patterns in *ameiotic1 *(*am1*) anthers.

Maize Gene ID	Names	Homolog	Stage	qRT Verified	Differentially Expressed
GRMZM2G075563	*Ms5*	plant only	various		down in *am1-489 *at 1.5 mm
GRMZM2G059037	*Afd1*	*Rec8/Rad21*	prophase I	√	down in *am1-489 *no change in *am1-praI *at both stages
GRMZM5G883855	*Am1*	plant only	pre-meiotic	√	down in *am1-489*; up in *am1-praI *at both stages
GRMZM2G109618	*Dmc1*	*Dmc1*	prophase I	√	down in both mutant alleles at 1.5 mm
GRMZM2G408897	*Mmd1*	plant only	early-late		down in both mutant alleles at 1.5 mm
GRMZM2G060394	*Skp1A*	*Skp1A*	prophase I	√	significantly down in both mutant alleles at 1.5 mm
GRMZM2G032562	*Skp1B*	*Skp1B*		√	significantly down in both mutant alleles at 1.5 mm
GRMZM2G143590	*Zyp1*	*Zip1*	prophase I	√	down in both mutant alleles at both stages
GRMZM2G083138	*Rad54-like*	*Rad54-like*	prophase I	√	down in both mutant alleles, particularly at 1.5 mm
GRMZM2G100103	*Phs1*	*Rec114*	prophase I		low or no expression in all
GRMZM2G129913	*Spo11-1*	*Spo11*	prophase I	nc	marginal changes
GRMZM2G454838/GRMZM2G328795	*Zip4/Spo22-like*	*Zip4/Spo22-like*	prophase I		down in both mutant
GRMZM5G883855	*Aml1*	*Mei2*	prophase I		no changes
GRMZM2G102242	*Mnd1*	*Mnd1*	prophase I		no changes
GRMZM2G308884	*Prd1*	*Mei1*	prophase I		no changes
GRMZM2G121543	*Rad51A*	*Rad51*	prophase I	√	no changes
GRMZM2G084762	*Rad51A2*	*Rad51A2*	prophase I	√	no changes
GRMZM2G115013	*RPA70*	*RPA1a*	various	√	down in *am1-489 *at 1.0 and 1.5 mm
GRMZM2G315902	*Mlh3*	*Mlh3*	prophase I		no changes or not significant
GRMZM2G055899	*Pair1a*	plant only	pre-meiotic		not significant
GRMZM2G056075	*Msh5*	*Msh5*	various		not significant except up in *am1-489 *at 1.5 mm
GRMZM2G457370	*Ago1*	*Ago1*	pre-meiotic		up in both mutant alleles at both stages

√: qRT analyses found the same direction of regulation and approximately the same magnitude of change as calculated from the microarray analysis; nc: qRT and array results were non-congruent.

### Gene ontology (GO) annotation of differentially regulated transcripts

GO terms were assigned using Agbase http://www.agbase.msstate.edu, where more than 50% of the probes have one or more terms assigned. Figure 4 illustrates the classification of differential transcripts excluding the unknown category, which are included in the list of gene counts in Additional File 6. Several functional groups are prominent. Genes with catalytic activity and transporter activity are affected at 1.0 and 1.5 mm in both *am1-489 *and *am1-praI *anthers. At the pre-meiotic 1.0 mm stage, genes with hydrolase activity or nucleotide binding accounted for ~30% of the genes with known functions. These groups are likely critical in PMCs at interphase when cells are preparing for the cell cycle, including cell growth, DNA replication, and organelle multiplication and for the proper differentiation of somatic anther cells. Although no major cytological differences were observed between mutant and fertile anthers at this stage, many cell processes already appear to be compromised at the start of PMC maturation. Genes with nucleic acid binding activity are likely essential for L/Z transition. We conclude that a switch of cell processes programmed by new gene expression is necessary for subsequent meiotic entry and progression by the PMC and for normal development of somatic cell types.

**Figure 4:**
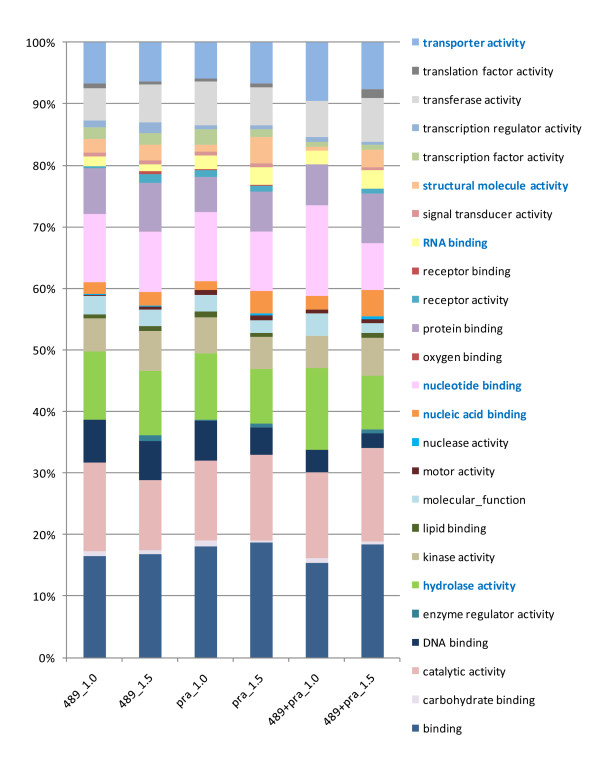
**Gene ontology annotation**. Percentage of each gene ontology category of differentially expressed transcripts in mutant anthers compared to fertile (excluding unknowns) found in: **489_1.0**: 1.0 mm *am1-489*; **489_1.5**: 1.5 mm *am1-489*; **pra_1.0**: 1.0 mm *am1-praI*; **pra_1.5**: 1.5 mm *am1-praI*; **489+pra_1.0**: both *am1-489 *and *am1-praI *at 1.0 mm; **489+pra_1.5**: both *am1-489 *and *am1-praI *at 1.5 mm. Categories are in alphabetical order, starting from the bottom of the list.

### AM1 affects the transcriptomes of meiocytes and tapetum

Based on cell counts, the PMCs constitute less than 1% of anther cells at the 1.0 and 1.5 mm stages in maize [3]. In transverse sectional area, however, these giant cells comprise 33% of the locule (Figure 1c) and about 10% of the anther (data not shown). Using data in Tang et al. 2010 [41] reporting the yield of total RNA from isolated rice PMCs we calculate that rice PMCs contain at least 25 times more RNA than a typical cell; similarly using data in Chen et al. 2010 [42], Arabidopsis PMCs must contain at least 100 times more RNA than typical diploid cells. Therefore in analyzing whole anthers, the expectation would be that 22 - 53% of extracted RNA would be derived from the PMC population. As maize is more closely related to rice and anther size and morphology are also more similar, we take a figure of about 20% as the expected PMC contribution to total RNA. Based on these assumptions, transcripts enriched 4-5 fold in fertile anthers compared to either *am1 *mutant are likely to be PMC-enriched or PMC-specific transcripts.

Nonetheless, a substantial fraction of the 4,587 transcriptome changes documented in Figure 3b (with 496 redundant ones removed from the 5,083 total) as specific to either *am1-489 *or *am1-praI *compared to their fertile counterparts could occur in somatic tissue surrounding the pre-meiotic cells. Male-sterile mutants with tapetal defects are very common (c.f. [22] references therein) because these nurse cells play critical roles in relaying nutrients and structural components to the PMCs. Although not investigated to date, the absence of proper PMC maturation could readily impact neighboring tapetal cell differentiation over the 1.0 to 1.5 mm growth period as was hypothesized for the On/Off class of transcripts. As a first step in assigning transcripts to the pre-germinal or somatic tissues, we cross checked against an independent array data set for laser-dissected pools of PMCs or tapetal cells from fertile anthers at 1.5 mm (T. Kelliher and V. Walbot, unpublished data). PMC-enriched genes were defined as those expressed at least 2 times higher in the PMCs than the surrounding tapetum; conversely, those expressed at least 2-fold higher in the tapetum compared to PMCs constitute the tapetum-enriched class. Of the mis-regulated genes in whole anthers unique to either allele (N = 4,587), 13% (N = 613) were found in the PMC-enriched class; 10% (N = 486) were in the tapetum-enriched class. Considering each allele separately, of the 3,174 non-redundant *am1-489 *specific changes, 10% (N = 325) are in the PMC-enriched class and 12% (N = 393) are tapetum-enriched. A different proportion is found in *am1-praI*: of the non-redundant *am1-praI *specific changes (N = 1,577), 20% (N = 317) are PMC-enriched and 7% (N = 107) are tapetum-enriched. We conclude that AM1 has a major impact on tapetal differentiation during PMC maturation, with a higher ratio of tapetal defects in *am1-489 *than in *am1-praI*; we hypothesize that the more substantial alterations in tapetal cells in *am1-489 *ultimately lead to under-developed, shorter *am1-489 *mutant anthers. We hypothesize that genes found in the combined list of PMC- and tapetal-enriched genes are likely to be important for normal growth of other anther cell types. For both *am1 *mutant alleles, this class comprises 75% of the mis-regulated genes indicating that mis-differentiation of the PMCs has a major impact on somatic anther cells.

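The PMC-enriched genes that the study lists as changed in both mutants were mostly lower in sterile anthers at 1.5 mm. Of the 317 probes tied to Additional File 7, 186 fell and 27 rose in am1-489 and 127 fell and 31 rose in am1-praI (248 and 49, and 243 and 54, when adjusted over the list alone). Those lower in both alleles included the kinetochore protein CENP-E (BG837957, log2 ratios -1.23 and -0.96, SE 0.18) and a ubiquitin-conjugating enzyme, UBC7 (TC305266, -1.55 and -1.15, SE 0.29). A MATE efflux protein (TC305717) was at -2.15 and -2.07 (SE 0.47). The CENP-E call held in am1-489 with any 1 replicate left out and in am1-praI only without replicate 3. In am1-489 that of UBC7 was lost without replicate 1 and that of the MATE protein without replicate 1 or 3, and the am1-praI calls of UBC7 and the MATE protein were lost whichever replicate was left out. By limma's camera the list shifted lower in am1-489 (median -0.98, adjusted p = 9.95e-32, and 0.0442 with an estimated correlation) and in am1-praI (median -0.91, adjusted p = 1.37e-40, and 0.0457 with an estimated correlation). With a dye term per scan day the medians were -0.99 and -0.92. Within scan days they were -1.29 and -0.07 in am1-489, the latter on replicate 4 alone, and -0.90 and -0.92 in am1-praI. At 1.0 mm the medians were -0.29 in am1-489 and -0.39 in am1-praI, where 3 probes and none passed. Replicate 4 of am1-praI was at -0.79 there, and without it the median was -0.25. The study chose these genes on the same samples, so their direction is not independent evidence.

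**Figure D3:**
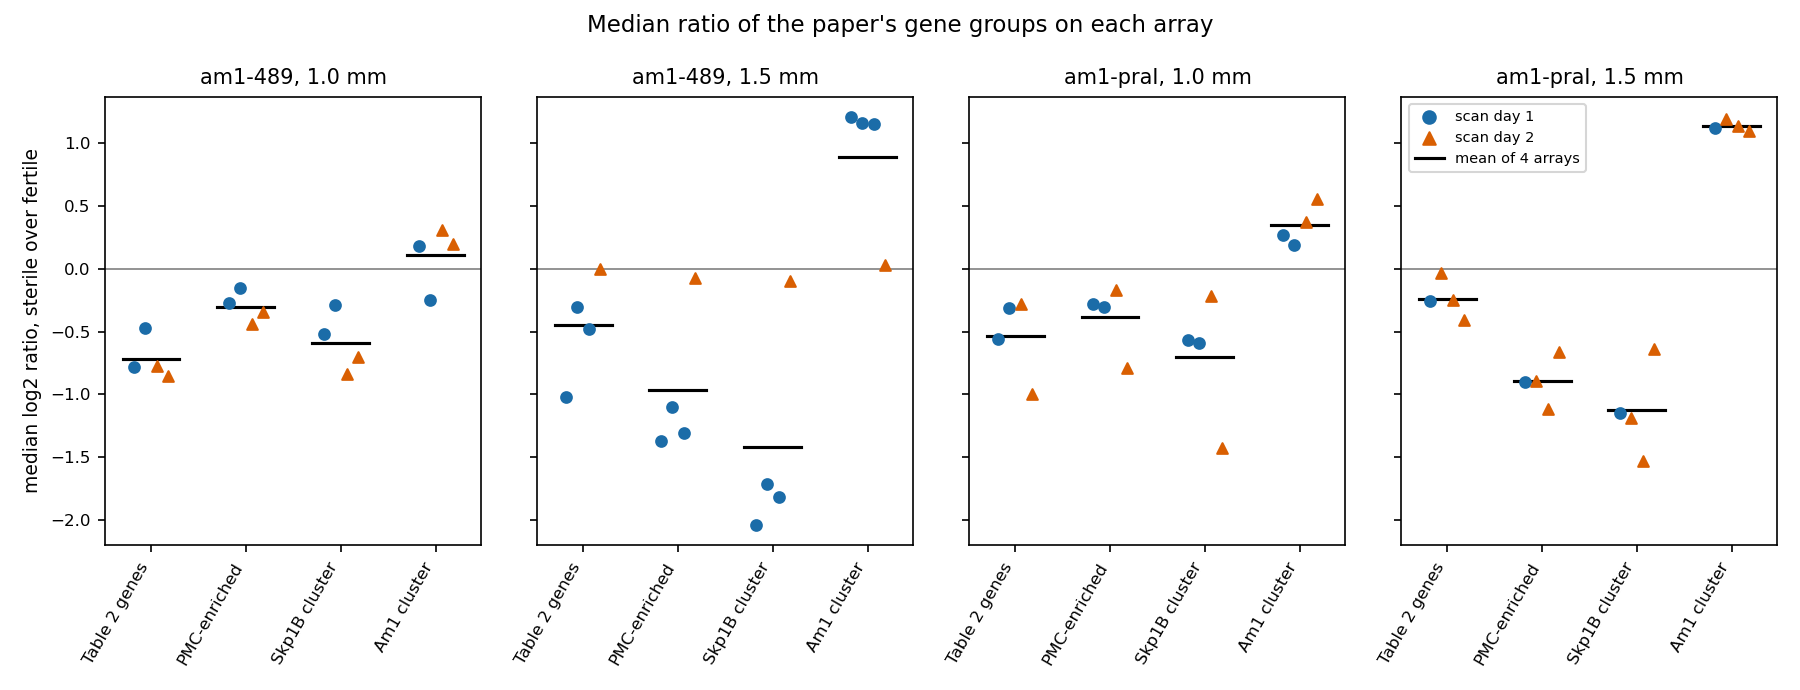
Median log2 ratio of sterile over fertile anthers on each array for the gene lists of the study, by allele and anther length (blue circles, arrays of scan day 1; orange triangles, arrays of scan day 2; lines, mean of the 4 array medians). Replicate 4 of am1-489 at 1.5 mm lies near 0 for each list, at -0.07 for Additional File 7.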

Among the 530 genes mis-regulated in both mutants, 297 (56%) detected in whole anthers are in the PMC-enriched class while only 1% are expressed ~2 times higher in tapetum. AM1 protein was previously detected by immunolocalization only in meiocytes and not in the adjacent tapetal layer in fertile meiotic anthers [10], and the *Ameiotic1 *transcript intensities detected in the PMCs (early meiosis) are about 4-5 times higher than in the tapetum at 1.5 mm. Therefore, the absence of AM1 or the presence of an aberrant protein has a major impact on PMC gene expression. Sixty-four of the highly PMC-enriched genes are listed in Table 3; at the criterion of 4 fold or higher in meiocytes than tapetum at 1.5 mm many of these genes could be PMC-specific based on our estimate of the expected contribution of PMC RNA to total anther RNA. Members include *Am1*, *Skp1B*, *AGO2 *[43], and *UBA *(ubiquitin-associated) genes.

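Of the genes named here, an AGO2-like Argonaute, which binds small RNAs, was lower in both alleles at 1.5 mm on 2 probes of the same gene model. TC302844 had log2 ratios of -0.88 in am1-489 and -0.79 in am1-praI (SE 0.14, adjusted p = 0.00333 and 0.0085 from limma) and TC303479 of -1.13 and -0.78 (SE 0.19, adjusted p = 0.00477 and 0.0456). The UBA domain gene (TC289712) was at -0.62 and -0.61 (SE 0.26) and passed in neither. Larger decreases in both alleles were those of an alpha-trehalose-phosphate synthase (BM500607, -2.79 and -3.56, SE 0.62) and of a potassium transporter pseudogene (TC297030, -2.52 and -3.27, SE 0.60), whose calls held only without replicate 4 in either allele. The calls of the synthase were lost without replicate 1 or 3 in both alleles. The am1-489 calls of both AGO2-like probes held with any 1 replicate left out, while in am1-praI that of TC303479 held only without replicate 2 and that of TC302844 was lost without replicate 3. AGO1 (TC304331) was at -2.45 and -2.49 with SEs of 0.96 and 1.12 and passed in neither. Replicate 4 of am1-489 ran the other way, at 2.27, and the decrease was larger without it.
Of 68 probes tied to Table 3, 47 fell and 1 rose in am1-489 and 29 fell and 5 rose in am1-praI (58 and 3, and 57 and 6, when adjusted over the list alone). The medians were -1.30 and -1.15 (limma's camera, adjusted p = 1.11e-30 and 5.2e-32, with adjusted p = 0.0442 in am1-489 and adjusted p = 0.0531 in am1-praI with an estimated correlation). A dye term per scan day gave -1.27 and -1.14, and the scan days alone gave -1.72 and -0.10 in am1-489 and -1.17 and -1.20 in am1-praI. Of 5 probes for RNA silencing proteins, 3 fell in each allele (in am1-489 5, in am1-praI 4 with 1 higher, when adjusted over the list alone), with medians of -1.13 and -0.79 (adjusted p = 9e-06 and 0.00102, and adjusted p = 0.0354 and 0.0531 with an estimated correlation). In am1-489 that median was -1.04 with a dye term per scan day, -1.36 on scan day 1 and -0.41 on scan day 2. The study chose the genes of Table 3 on these samples, so their direction is not independent evidence.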

**Table 3:** List of L/Z transition genes.

Maize Est	Maize Gene ID	Description
AI692111	AC198518.3_FG002	Sterile alpha motif domain family protein
AW231811	GRMZM2G033236	ND
BM378145	GRMZM2G041418	Putative NADH dehydrogenase
BM500607	GRMZM2G007736	Alpha-trehalose-phosphate synthase (UDP-forming)
CB280793	GRMZM2G029385	Mitochondrial import inner membrane translocase subunit
CD436448	GRMZM2G342807	Unknown protein
CF059625	GRMZM2G149347	Nucleic acid binding zinc finger CCCH type
CF626131	GRMZM2G454838/GRMZM2G328795	ZIP4/SPO22-LIKE
CN844996	GRMZM2G149392	Unknown protein
DQ663482	GRMZM5G883855	**Ameiotic1**
DR830496	GRMZM2G113631	ND
DT946613	GRMZM2G310739	Glucan endo-1,3-beta-glucosidase 5
TC279480	GRMZM2G041328	Histone-arginine methyltransferase CARM1
TC279550	GRMZM2G146206	Triosephosphate isomerase, cytosolic
TC280195	GRMZM2G134708	Pyridine nucleotide-disulphide oxidoreductase
TC281079	GRMZM2G027173	Phagocytosis and cell motility ELMO domain-containing protein 2
TC282924	GRMZM2G107495	Unknown protein
TC283097	GRMZM2G050684	CBS (cystathionine beta-synthase) domain containing protein
TC284163	GRMZM2G347717	UDP-glucuronic acid decarboxylase
TC284639	GRMZM2G122965	Unknown protein
TC286486	GRMZM2G071630	Cytosolic glyceroldehyde-3-phosphate dehydrogenase GAPC3
TC287318	GRMZM2G028369	Chorismate mutase type II
TC287640	GRMZM2G139941	ND
TC287858	GRMZM2G360681	Heat-shock protein 101
TC288590	GRMZM2G097135	BAG domain containing protein (BCL-2-ASSOCIATED ATHANOGENE 5)
TC289172	GRMZM2G047372	Unknown protein
TC289341	GRMZM2G116243	Calcineurin B subunit-related
TC289354	GRMZM2G052474	Similar to NC domain-containing protein-related
TC289458	Unannotated	ND
TC289461	GRMZM2G140994	Rhomboid domain containing 1
TC289712	GRMZM2G071739	Ubiquitin-associated (UBA)/TS-N domain-containing protein
TC289753	GRMZM5G878823	Putative RNA-binding protein RNP-D precursor
TC290471	GRMZM2G109496	Probable protein phosphatase 2C
TC291009	GRMZM2G032562	**SKP1-like protein 1B**
TC295884	GRMZM2G148872	SOUL heme-binding protein
TC296255	GRMZM2G080930	Putative RSZp22 splicing factor
TC296845	GRMZM2G067350	4/1 protein
TC297030	GRMZM2G020766	Pseudogene of a potassium transporter
TC298798	GRMZM5G889299	Unknown protein
TC301446	GRMZM2G045970	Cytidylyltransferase family protein
TC301790	GRMZM2G354827	Benzothiadiazole-induced somatic embryogenesis receptor kinase 1 (SERK1)
TC302695	GRMZM2G017388	Cation/calcium exchanger 4
TC303479	GRMZM2G007791	Argonaute protein, similar to AGO2
TC303749	GRMZM2G020766	Pseudogene of a potassium transporter
TC304331	GRMZM2G457370	AGO1
TC305157	GRMZM2G159724	NADP-dependent malic enzyme
TC305158	GRMZM2G159724	NADP-dependent malic enzyme
TC305266	GRMZM2G007300	Ubiquitin-conjugating enzyme E2 UBC7
TC305399	GRMZM2G050329	SPX (SYG1/Pho81/XPR1) domain-containing protein
TC305717	GRMZM5G801875	MATE efflux family protein
TC306072	GRMZM2G179215	ND
TC306331	GRMZM2G349996	ND
TC307437	GRMZM5G832378	ND
TC308672	Unannotated	ND
TC309747	Unannotated	ND
TC309993	GRMZM2G001803	ND
TC310318	GRMZM2G306679	17.4 kDa class I heat shock protein 3
TC310688	GRMZM2G178960	Ribulose-phosphate 3-epimerase
TC310843	GRMZM2G170927	Vacuolar proton pyrophosphatase
TC312974	GRMZM2G351810	Unknown protein
TC314126	GRMZM2G043992	Unknown protein
TC314427	GRMZM2G125775	AN17; zinc finger (AN1-like)-like protein
TC314676	GRMZM2G119523	Unknown protein

These are genes affected in anthers with either mutant allele compared to fertile anthers at 1.5 mm and are predominantly expressed (four times or higher) in PMCs than in tapetum at 1.5 mm.

Items in bold are known genes previously reported to be associated with meiosis or meiosis-related processes; ND: not determined.

Maize homologs of well known meiotic genes show transcriptional mis-regulation in the *am1*-mutants (Additional File 7): *Skp1*, an essential component of the ubiquitin-ligase complex involved in cohesion distribution and nuclear re-organization during leptotene to pachytene stage [24,26,44]; *Rad54*, a *Rad51 *partner involved in chromatin re-modeling and repair of DNA double-strand breaks [28,29,45]; *Msh4 *and *Zip4/Spo22-like*, required genes for interferent crossing-over formation [27,46]; and *Zyp1*, the central element of the synaptonemal complex that starts to assemble on chromosome at the L/Z transition [47]. 

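Msh4, a MutS homolog of the crossover pathway, was lower in am1-489 at 1.5 mm (CO533393, log2 ratio -0.86, SE 0.25, adjusted p = 0.0495 from limma) and at -0.79 in am1-praI (adjusted p = 0.119). A MutS2-like mismatch repair protein was lower in both alleles (TC295938, -0.81 and -1.40, SE 0.18, adjusted p = 0.0164 and 0.00151). The synaptonemal complex protein Zyp1 (TC283445) was at -0.69 and -0.66 (SE 0.27, adjusted p = 0.141 and 0.257) and passed in neither. Dmc1, the meiotic recombinase (TC313913), passed in am1-489 on its probe A_92_P027967 (-0.91, SE 0.26, adjusted p = 0.0492), where am1-praI gave -0.79 (adjusted p = 0.142), and its other probe, A_92_P020853, gave -0.53 and -0.57. Msh4 and MutS2-like were lower on 3 of 4 and on 4 of 4 am1-489 arrays. The Msh4 call held only without replicate 4, and the am1-489 calls of Dmc1 and MutS2-like were lost without replicate 1 or 3, while the am1-praI call of MutS2-like held in every case. Replicate 4 alone was opposite in sign for 24 of the 100 probes of named genes that passed in am1-489 at 1.5 mm.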

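The cyclin of the SOLO DANCERS type (TC309440) fell in both alleles at 1.5 mm, by 0.97 on the log2 scale in am1-489 (SE 0.27, n = 4 arrays, adjusted p = 0.0396 from limma) and by 1.74 in am1-praI (SE 0.27, adjusted p = 0.00423). It was lower on 3 of 4 am1-489 arrays and on 4 of 4 am1-praI arrays. With 1 replicate left out, the am1-489 call held only without replicate 4, and the am1-praI call held in every case.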

We also note the mis-expression of the meiotic cyclin SDS essential for the control of meiotic prophase I progression in Arabidopsis and rice [48].

### K-median clustering of PMC-enriched genes

The 297 PMC-enriched genes differentially expressed in both mutants (Additional File 7) were clustered with algorithms from the Cluster 3.0 program http://bonsai.hgc.jp/~mdehoon/software/cluster/. K-median clustering based on Euclidean distance, uncovered several interesting clusters, and these are displayed in a heat map (Figure 5). A group of 37 genes were up-regulated in *am1-praI *but down-regulated in *am1-489 *anthers compared to fertile at 1.5 mm (Figure 6 and Additional File 8). A subset of these parallel *Am1 *expression, including genes homologous to Agamous-like MADS-box transcription factor [49], cell cycle associated Mob1-like [50], SPX domain-containing, zinc finger (C3HC4-type RING finger)-related, and Suppressor of Gene Silencing 3 (SGS3) [51,52] homolog (Additional File 9). These genes could have high relevance for meiotic entry or suppression of mitosis. 

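Of the genes named here, the Mob1-like kinase activator (TC295587) was higher in both alleles, with log2 ratios of 1.23 in am1-489 (SE 0.33, adjusted p = 0.036 from limma) and 1.65 in am1-praI (SE 0.33, adjusted p = 0.0165). The SPX domain protein related to C3HC4 zinc fingers, of a class linked to phosphate sensing, was higher in both (TC301734, 2.18 and 1.27, SE 0.20), while another SPX gene, of Table 3, was lower in both (TC305399, -1.94 and -1.74, SE 0.27). The MADS-box gene (TC297993) was higher in am1-489 (0.96, SE 0.23, adjusted p = 0.0234) and at 0.62 in am1-praI. The SGS3 homolog (TC299943) had ratios of -0.84 in am1-489 and 0.95 in am1-praI (SE 0.30), and neither these nor their difference (-1.78, adjusted p = 0.0687) passed. Both SPX genes passed in am1-489 with any 1 replicate left out, Mob1-like only without replicate 4, and the MADS-box gene only without replicate 2 or 4. In am1-praI both SPX genes passed in every such case and Mob1-like in none.
Of 40 probes tied to Additional File 8, 25 rose and 0 fell in am1-praI, and 19 rose and 3 fell in am1-489 (39 and 0, and 32 and 4, when adjusted over the list alone). The medians were 1.17 in am1-praI (limma's camera, adjusted p = 1.4e-38, and 0.00145 with an estimated correlation) and 0.86 in am1-489 (adjusted p = 3.42e-14, and 0.0354 with an estimated correlation). With a dye term per scan day they were 1.1 and 0.89. Scan days 1 and 2 gave 1.12 and 1.1 in am1-praI, and 1.05 and 0.03 in am1-489. The study grouped these genes by the same arrays, so the direction is not independent evidence.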

Genes that have similar patterns in both *am1-489 *and *am1-praI *could be essential for meiotic prophase I progression. For instance, 45 genes are down-regulated in both mutants and cluster with *Skp1B *and *Rad54-like *(Figure 7 and Additional File 10). 

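All 48 probes tied to Additional File 10 had log2 ratios below 0 at 1.5 mm in both alleles. In am1-489, 39 passed lower and in am1-praI 21, with none higher (45 in both when adjusted over the list alone). An inositol-tetrakisphosphate kinase (TC311526, log2 ratios -2.41 and -1.71, SE 0.41) and a 26S proteasome subunit (TC308574, -2.36 and -2.43, SE 0.46) were lower in both alleles. The am1-489 call of the kinase held with any 1 replicate left out, that of the proteasome subunit was lost without replicates 1 and 3, and in am1-praI that of the kinase was lost whichever replicate was left out and that of the proteasome subunit held only without replicate 4. The medians were -1.47 and -1.17 (limma's camera, adjusted p = 1.4e-34 and 1.06e-37, and adjusted p = 0.0528 and 0.0531 with an estimated correlation). A dye term per scan day gave -1.47 and -1.13. In am1-489 scan day 1 gave -1.86 and scan day 2 gave -0.10, and in am1-praI they gave -1.15 and -1.19. At 1.0 mm the medians were -0.58 in am1-489 and -0.70 in am1-praI, and no probe of the list passed. The study grouped these genes by the same arrays, so their direction is not independent evidence.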

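A PHD-finger gene similar to the male meiocyte death gene was lower in am1-489 at 1.5 mm on both of its probes (TC303407, log2 ratio -0.97, SE 0.26, adjusted p = 0.0393 from limma, and TC314450, -1.21, SE 0.33, adjusted p = 0.041). In am1-praI they were at -1.03 (adjusted p = 0.053) and -1.01 (adjusted p = 0.142), and both am1-489 calls were lost without replicate 1 or 3. An apospory-associated protein C was lower in both alleles (TC293567, -1.01 and -1.25, SE 0.26, adjusted p = 0.029 and 0.0182), and its call held only without replicate 4 in am1-489 and in no case with 1 replicate left out in am1-praI. The Werner syndrome helicase homolog (DN586214) was at -2.15 and -2.28 (SE 0.65, adjusted p = 0.0585 and 0.0829) and passed in neither.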

Other clusters contain genes with defined meiosis-related functions include *Mmd1*, *Zyp1, Apospory*, and *Werner syndrome ATP-dependent helicase *gene families [53-56].

**Figure 5:**
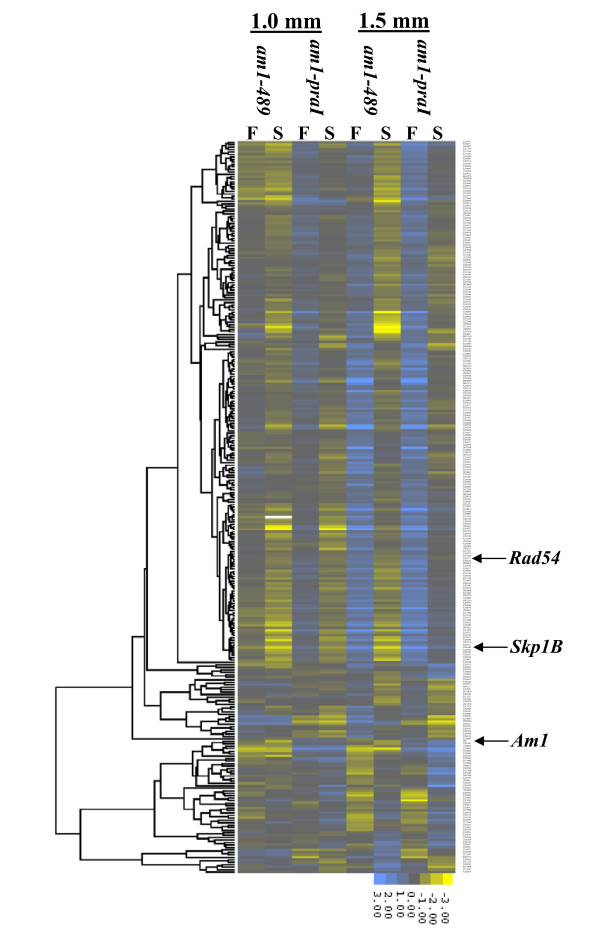
**Heat map of 297 PMC-enriched, differentially expressed genes in mutant (S) versus fertile (F) anthers**.

**Figure 6:**
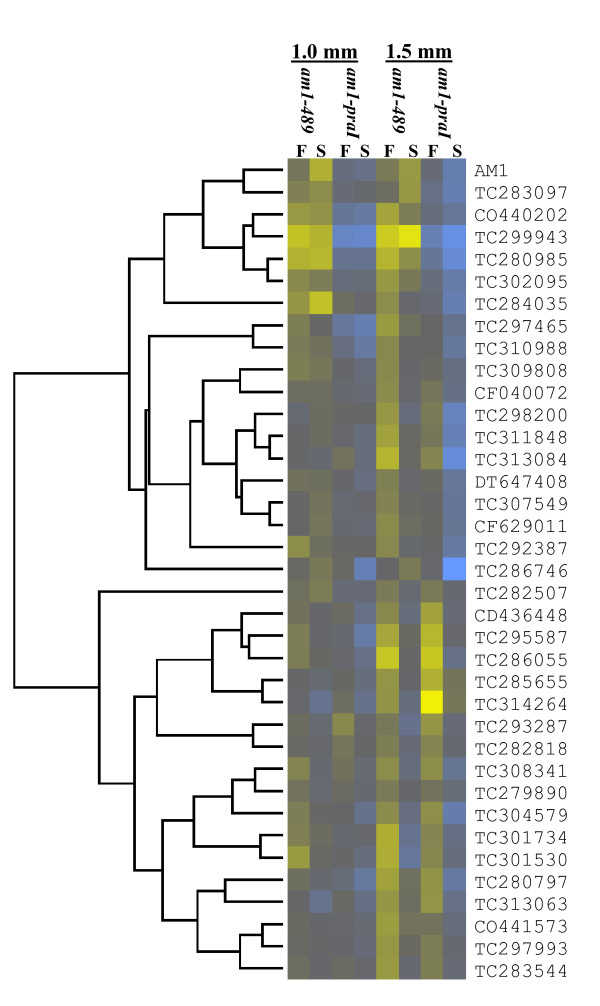
**Heat map of 37 PMC-enriched genes that clustered with the *Am1* gene expression profile as in Figure 5**.

**Figure 7:**
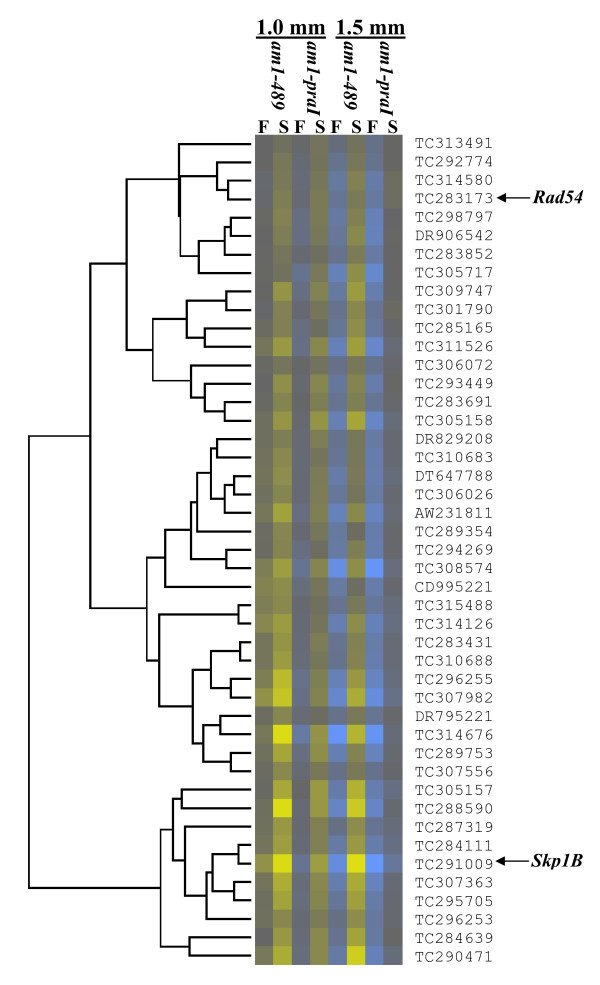
**Heat map of 45 PMC-enriched genes that clustered with the *Skp1B *and *Rad54 *expression profiles as in Figure 5**.

## Discussion

Meiotically competent cells in plants differentiate late in floral ontogeny. Presently, the steps required for specification of meiotic competence in a tiny number of floral somatic cells are unknown. However, nuclear events in meiotic cells are readily distinguishable from those in mitotic cells, and the developmental program of archesporial cells and PMCs is independent of successful somatic cell development at least through progression into prophase I [2]. The *ameiotic1 *mutants of maize demonstrate that conducting meiosis is distinguishable from the preceding PMC differentiation events such as cell and nuclear enlargement and a rounded cell shape. In all *am1 *mutant anthers, archesporial cells are normal and proliferate to make the normal numbers and morphology of highly enlarged PMCs present in 1.0 mm maize anthers; somatic cell differentiation is also cytologically normal. For all *am1 *alleles except *am1-praI*, the PMCs remain mitotic rather than switching to meiosis, suggesting that both repression of mitosis and activation or maintenance of meiotic programs could be required to enter meiosis and that AM1 contributes to these processes. Cells in the somatic layers are still dividing at 1.0 mm but most layers have stopped dividing by 1.5 mm [3]; the somatic cessation of mitosis does not require AM1.

Global transcriptome analysis reinforces distinctions in the anatomical phenotypes of *am1-489 *and *am1-praI*. Both mutants have few cytological and moderate transcriptome differences compared to fertile at 1.0 mm. At 1.5 mm fertile PMCs have entered meiosis while mutant PMCs have not; unsynchronized mitosis is observed in *am1-489 *PMCs, and these cells in *am1-praI *are still at the pre-meiotic interphase. The mutant transcriptomes are more distinctive compared to fertile anthers at 1.5 mm. A comparison of the *am1-praI *profiles at 1.0 and 1.5 mm confirms that these anthers are developmentally delayed at 1.0 mm and that a substantial fraction of the transcriptome expected at 1.0 mm appears later at 1.5 mm. These results indicate that AM1 has an early impact on the pace of PMC maturation that is critical for timely meiotic entry.

From profiling we discovered maize genes associated with meiotic entry and the L/Z transition in PMCs using three methods: analysis of meiosis-associated genes, K-median clustering, and comparison to transcripts detected in isolated normal PMCs. Many meiosis-associated transcript types identified in our transcriptome profiling study have been reported to play major roles in sister chromatid cohesion, synapsis, homologous recombination, and double-strand repair [57]. Based on homology to defined proteins, a region shared between SWI1/DYAD1 and AM1 is predicted to have DNA binding ability like other PHD finger homeodomain proteins [10] and likely to be involved in regulating transcription. Our array data clearly demonstrate that AM1 attenuates the expression of other meiotic genes. Interestingly, none of the meiosis-associated genes are regulated in an absolute On/Off pattern, somewhat surprising given that *am1-489 *PMCs perform mitosis instead of meiosis. These results redefine a role of AM1 in the modulation of transcript accumulation for many critical meiotic genes rather than simply switching them on or off. This could also imply that many meiotic genes including those associated with DNA repair are expressed whether or not meiosis will proceed; this distinguishes plants from other well-studied eukaryotes.

One critical step to distinguish meiosis from mitosis is homologous chromosome pairing. Only during meiosis are homologous chromosomes held together by the formation of the synaptonemal complex and remain attached until meiosis prophase I has completed by the formation of chiasmata, the cytological manifestation of crossovers. Extensive studies have identified numerous genes involved in these processes after meiotic entry [58], and several genes highlighted in comparing *am1 *to fertile are in this category (Additional File 2). Transcript types affected only in *am1-489 *include those with homology to *Afd1*, *RPA70*, *Ms5*, and *Msh5 *gene families. Transcript differences found in both mutant anthers include those with homology to *Skp1B*, *Rad54-like*, *Msh4*, *Sds*, and *Zyp1*. AFD1, a maize REC8 homolog acting downstream of ASY1/HOP1, is associated with the maintenance of the axial/lateral elements of the synaptonemal complex and regulation of sister chromatid cohesion [33]. Pawlowski et al. [10] found that AFD1 is loaded onto the chromatin in *am1-praI *but not in *am1-1 *PMCs. Both the array and qRT data showed a moderate yet significant reduction of *Afd1 *transcripts at 1.0 mm in *am1-489*, which is phenotypically similar to *am1-1*, but not in *am1-praI*. *Dmc1*, a *RecA *homolog, is involved in meiotic double strand DNA break repair [59]. In plants *Dmc1 *transcripts are found in PMCs and ovule meiotic cells [60] and sporadically in mitotic cells [61]. The maize *Dmc1 *homolog analyzed is down-regulated in *am1-489 *but not in *am1-praI *compared to fertile. Thus the single amino acid mutation in the *am1-praI *protein does not impact the transcript levels of *Dmc1 *or *Afd1 *genes. We can conclude that an important transcriptional regulation of *Afd1 *and *Dmc1 *occurs during meiotic entry but is not essential later during the L/Z transition. The status of the *praI *"meiocytes" is probably affected by another level of control for achieving a zygotene-like stage. Other mechanisms such as post-transcriptional regulation and/or nuclear entry of specific meiotic proteins might then be more important for meiotic prophase progression [62].

RAD51, another *RecA *homolog, is required for homology searching, chromosome pairing, DNA strand transfer (D-loop formation), and double-strand break repair in meiosis and in DNA repair in somatic cells [63]. RAD51 protein is absent in *am1 *mutants [10]. Neither *Rad51A *nor *Rad51A2 *transcript levels are affected, therefore, post-transcriptional regulation of RAD51 protein levels is likely. RAD54 is a branch migration protein that is involved in dissociating D-loops formed by DMC1 during meiosis as well as D-loops formed by RAD51 though less efficiently [45]. Interestingly, *Rad54-like *transcript is significantly reduced in both *am1 *mutants.

*Skp1B *of another known meiotic gene family is also down-regulated in both *am1 *mutants. The Arabidopsis *Skp1-like1 *(*ASK1*) gene was previously reported to perform a critical role in recombination during the leptotene to pachytene stages [24,25]. ASK1 protein is important for many cell processes including modifying and reconstructing meiotic chromatin [24,25] and telomere formation [26]. Telomere bouquets are missing in *am1-489 *and are retarded or incomplete in *am1-praI *[10]. Telomere clustering on the nuclear envelope is another crucial event of meiotic chromosome organization during prophase I that occurs at the L/Z transition in many organisms [64,65]. Based on clustering analysis, *Rad54-like *and *Skp1B *expression patterns are very similar and dependent on *Am1*. Therefore, all three proteins might work in concert to advance meiocytes through the L/Z transition, the stage when *am1-praI *is arrested.

Other interesting genes differentially expressed in both mutants compared to fertile that have been implicated in the meiotic process include *Always Early1 *[66], *Werner syndrome helicase *[56], *Zap-3 telomerase *[67], and *kinesin *[68]. Our analysis of these genes along with *Skp1B*, *Rad54-like *and *Am1 *shows a predominant expression in meiocytes (at least 5 times higher than whole anthers and at least 3 times higher than tapetum). This finding suggests that AM1 interacts directly or indirectly with these proteins in establishing or stabilizing meiotic chromosomes. Two good candidate genes for apomixis, *Afd1 *and *Brassinosteroid insensitive1-associated receptor kinase *genes [69,70], were down-regulated in *am1-489 *anthers at 1.0 mm and in both mutant anthers at 1.5 mm, respectively.

According to Palmer [9], *am1-1 *anthers degenerate after one or 2 rounds of ectopic PMC mitosis and fail by the ~ 2.2 mm anther stage. *am1-489 *anthers also cease growth, and this is similar to most other pre-meiotic male-sterile mutants [22]. Therefore, the continued growth of *am1-praI *anthers to 4-5 mm and their normal morphology indicate that the transcriptome differences are primarily causing defects in the PMCs and not significantly impairing somatic cell layers, despite inferred changes in the somatic and detected changes in the tapetal transcriptomes. We further conclude that meiotic entry by PMCs is sufficient to trigger somatic anther growth; the nature of the developmental signal is yet to be determined.

To more critically address the cell type specificity of transcriptome alterations, the 530 non-redundant genes differentially expressed in both *am1 *alleles were used to query gene lists derived from array profiling of laser microdissection-enriched PMCs or tapetal cells in normal anthers. Fifty-six percent were expressed at least 2-fold higher in PMCs compared to those found in the immediately adjacent tapetum. Our results indicate that either the complete absence of AM1 or the presence of excess aberrant AM1-PRAI protein has a profound impact on gene expression in the PMCs during the maturation phase from 1.0 to 1.5 mm anther length, including the period of meiotic entry up to the L/Z transition stage. Based on estimation of the contribution of PMC RNA to total anther RNA [41], we hypothesize that transcripts enriched 4-fold or higher could be PMC-specific. In fact, the highest enrichment observed was 9-fold, initially puzzling because PMCs are less than 1% of the cell population but should contain many unique transcripts associated with meiosis. After accounting for RNA contribution, however, enrichment of 4- to 5-fold in isolated PMC is the expectation.

Recently, multiple microarray or RNA-Seq analyses of purified meiocytes have been reported [5,41,42,71]. Using manual methods or laser capture microdissection, meiocytes relatively free of contaminating somatic cells were obtained in sufficient numbers for analysis. The limitation of these rice and Arabidopsis analyses was that all stages of meiosis were represented; even if there is little or no *de novo *transcription during meiosis, transcripts present initially in PMCs may have decayed during meiosis, and the mixed meiocyte population is hence not ideal for analysis. In these studies from 800 to 1,586 meiocyte-specific transcript types were identified. For maize, we used whole anther analysis and comparison to an independent dataset of laser microdissected PMCs and tapetal cells in carefully staged 1.5 mm fertile anthers at prophase I, and we also used the comparison of *am1-489 *and *am1-praI *to discover meiosis-associated genes. Prophase I spans only one day of the 30 days in maize anther development. From our analysis, 297 PMC-enriched genes were identified as mis-regulated by both mutants within the narrow window of prophase I. Additionally, we identified genes mis-regulated at the start of PMC maturation, particularly in the *am1-489 *mutant, that are likely associated with the suppression of mitosis and early preparation for meiosis.

Our *am1 *transcriptome data can serve as a resource to decipher the complex networks of meiosis initiation in plants. Comparing results from the two *am1 *alleles provides insights into multiple control points.

## Conclusion

Transcriptome changes in *am1 *anthers prior to meiosis lead to loss of meiotic competence in the PMCs. Transcript types affected only in *am1-489 *anthers and resembling the *Am1 *expression pattern likely define requirements for suppression of mitosis and entry into meiosis and ultimately influence the development and maturation of anther somatic layers; meiosis-associated processes affected in *am1-489 *mutants include genes important for sister chromatid cohesion, and RNA interference. Transcripts differentially regulated in both mutants are more likely related to progression through the L/Z transition. This microarray analysis indicates that maize meiotic prophase is controlled at multiple levels and that AM1 controls the RNA level of only a subset of meiotic genes at the critical steps of meiotic entry and the L/Z transition.

## Methods

### Plant materials

Two maize (*Zea mays *L.) stocks with different hybrid backgrounds containing the *am1-489 *(50% B73 + 25% A619 + 25% mixed other or unknown) or *am1-praI *allele (75% A619 + 25% mixed other or unknown) were propagated by male-sterile (*am1//am1*) × fertile sibling (*am1//Am1*) crosses or self-pollination of fertile heterozygotes (*am1//Am1*). Immature tassel branches were carefully removed from 4-6 week old plants and kept moist in wet paper towels until dissection. Anthers were recovered from upper florets with two pairs of sharp forceps, measured with a micrometer, and collected directly into screw-cap microcentrifuge tubes chilled in liquid nitrogen. Sixty 1.0 mm and thirty 1.5 mm anthers were collected for each biological replicate. For cytological staging, the anther locule contents were expelled onto a microscope slide using dissecting needles. Standard acetocarmine staining [72] was performed, and samples were observed at 400× with an oil lens to classify meiotic stages or confirm mitotic chromosomes.

### Microarray experiment

Total RNA was extracted using the TRIzol^® ^Plus RNA Purification Kit (Invitrogen, Carlsbad, CA) from each anther pool. RNA quality and quantity were examined on a Bioanalyzer^® ^(Agilent, Santa Clara, CA). Amplification and balanced dye-labeling of four biological replicates were performed according to manufacturer's recommendation. Three technical replicates for each sterile biological pool (12 hybridizations) and one technical replicate for each fertile biological (4 hybridizations) were performed. After hybridization on a customized maize 4 × 44 K array (Agilent ID 16047, original probe design as described in [20], the slides were washed, dried, and scanned on Agilent's High Resolution Microarray Scanner; data were processed with Feature Extraction Software. The resulting median foreground values for the red and green channels were normalized in two steps using the limma package [73] in R: "within arrays" using the lowess method and "Between arrays" using the quartile method. Probes with expression values greater than 3.0 standard deviations above the average foreground of the array's negative controls were considered "on", resulting in an estimated false discovery rate of 0.13%. However, probes with fewer than 75% of the replicate measurements scored as "On" were then excluded from further analysis. Significance for differential expression was set at ~1.5-fold (log2 ~ 0.58) with a p-value ≤ 0.05. Microarray data for these experiments are available online at GEO http://www.ncbi.nlm.nih.gov/geo/ under accession number GSE30149.

### Quantitative RT-PCR (qRT)

Transcript abundances were quantified from three biological replicates for each sample type and four technical replicates for each sample (12 RT reactions for each gene in each type of sample). First-strand cDNA was synthesized from 1 μg total RNA using Superscript III^® ^reverse transcriptase (Invitrogen). Diluted cDNA was amplified in a 20 μl qRT reaction containing 10 μl of iQ SYBR Green Supermix (Bio-Rad, Hercules, CA) and 250 nM of each primer on an Opticon2^® ^system (Bio-Rad). The cyanase gene was used as the constitutive internal standard [74]. Primer sequences and product sizes for the genes surveyed in qRT are listed in Additional File 11. The amplification protocol was 95°C for 5 min followed by 40 cycles of 95°C for 10 sec, 60°C for 30 sec, and plate read. Melting curve analysis was performed every 0.5°C from 55 to 95°C with a 10 sec hold at each step to check for production of a single amplicon. The cycle threshold (Ct) value and amplification efficiency were determined using PCR Miner version 2 [75].

## List of abbreviations

***Am1***: *Ameiotic1*; **L2-d: **derived from the L2 layer; **L/Z: **leptotene/zygotene; **PMCs**: pollen mother cells; **qRT: **quantitative RT-PCR.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GN designed and carried out the microarray experiments, performed qRT validation, analyzed the data, and wrote the initial draft of the manuscript. AR annotated the data and wrote sections of the manuscript. RCW helped in the design and carried out the cytological staging, and performed the Western analysis. JFF performed the statistical analysis. WZC and VW conceived of the study, participated in its design and coordination, and helped to edit the manuscript. All authors read, edited, and approved the final manuscript.

## Supplementary Material

Additional file 1 **Ordered K-median (K = 4) hierarchy linkage tree of global transcriptome data among 8 biological sample types: male sterile (S) and fertile (F) *am1-489 *(489) and *am1-praI *(pra) anthers at 1.0 and 1.5 mm stages**. Coph (cophenetic correlation) = 0.9842. Click here for file

Additional file 2 **Heat map of 78 probes spanning 45 meiotic genes on the Agilent 4 × 44 K array**. F = fertile; S = male sterile; ND = not determined. Click here for file

Additional file 3 **Congruence between the pilot array (P) and the reported array (M) studies**. A chart **(a) **showing average intensities as listed in **(b) **of 297 differentially expressed, PMC-enriched genes from the two independent studies. 489S: male sterile *am1-489*; praS: male sterile *am1-praI*; 1.0: 1.0 mm anthers; 1.5: 1.5 mm anthers. B. Click here for file

Additional file 4 **Quantitative RT-PCR (qRT) validation of the levels of *Am1 *and 10 other meiotic genes in anthers: male sterile (S) and fertile (F) *am1-489 *(489) and *am1-praI *(pra) anthers at 1.0 and 1.5 mm stages**. Standard deviations are indicated for the qRT results. Click here for file

Additional file 5 **Western analysis of total proteins extracted from tassel branches containing anthers ranging from 1.0 to 3.0 mm in length, collected from homozygous *am1-489 *mutant (*am1-489*), homozygous *am1-praI *mutant (*am1-praI*), and wild type (WT) plants**. Polyclonal antibodies raised to the AM1 protein and specific to actin (control) are described in Pawlowski et al. (10). Click here for file

Additional file 6 **Gene counts of GO-annotated transcripts of: total detected transcripts (all); differentially expressed in *am1-489 *and *am1-praI *anthers compared to common fertile dataset at 1.0 mm (489_1.0, pra_1.0) and 1.5 mm (489_1.5, pra_1.5), respectively; differentially expressed in both mutants compared to fertile at 1.0 mm (489+pra_1.0) and 1.5 mm (489+pra_1.5)**. Click here for file

Additional file 7 **List of 297 PMC-enriched genes differentially expressed in both am1-489 and am1-praI mutants**. Click here for file

Additional file 8 **List of 37 PMC-enriched genes clustered with the *Am1 *transcript expression pattern as in Figure **6. Highlighted items are genes previously reported to be associated with meiosis or meiosis-related processes; ND: not determined. Click here for file

Additional file 9 **Heat map and annotation of the six transcripts most similarly regulated with the *Ameiotic1 *gene**. F = fertile; S = male sterile; ND = not determined. Click here for file

Additional file 10 **List of 45 PMC-enriched genes clustered with the *Skp1B *transcript expression pattern as in Figure **7. Highlighted items are genes previously reported to be associated with meiosis or meiosis-related processes. ND: not determined. Click here for file

Additional file 11 **Primer sequences and RT product sizes of all genes surveyed in qRT validation experiments**. Click here for file

# Supplementary material for: Global transcriptome analysis of two ameiotic1 alleles in maize anthers: defining steps in meiotic entry and progression through prophase I
**Source:** BMC Plant Biol. 2011 Aug 26;11:120. doi: 10.1186/1471-2229-11-120
**Supplement:** Additional file 3 — Congruence between the pilot array (P) and the reported array (M) studies. A chart (a) showing average intensities as listed in (b) of 297 differentially expressed, PMC-enriched genes from the two independent studies. 489S: male sterile am1-489; praS: male sterile am1-praI; 1.0: 1.0 mm anthers; 1.5: 1.5 mm anthers. B.

(a)

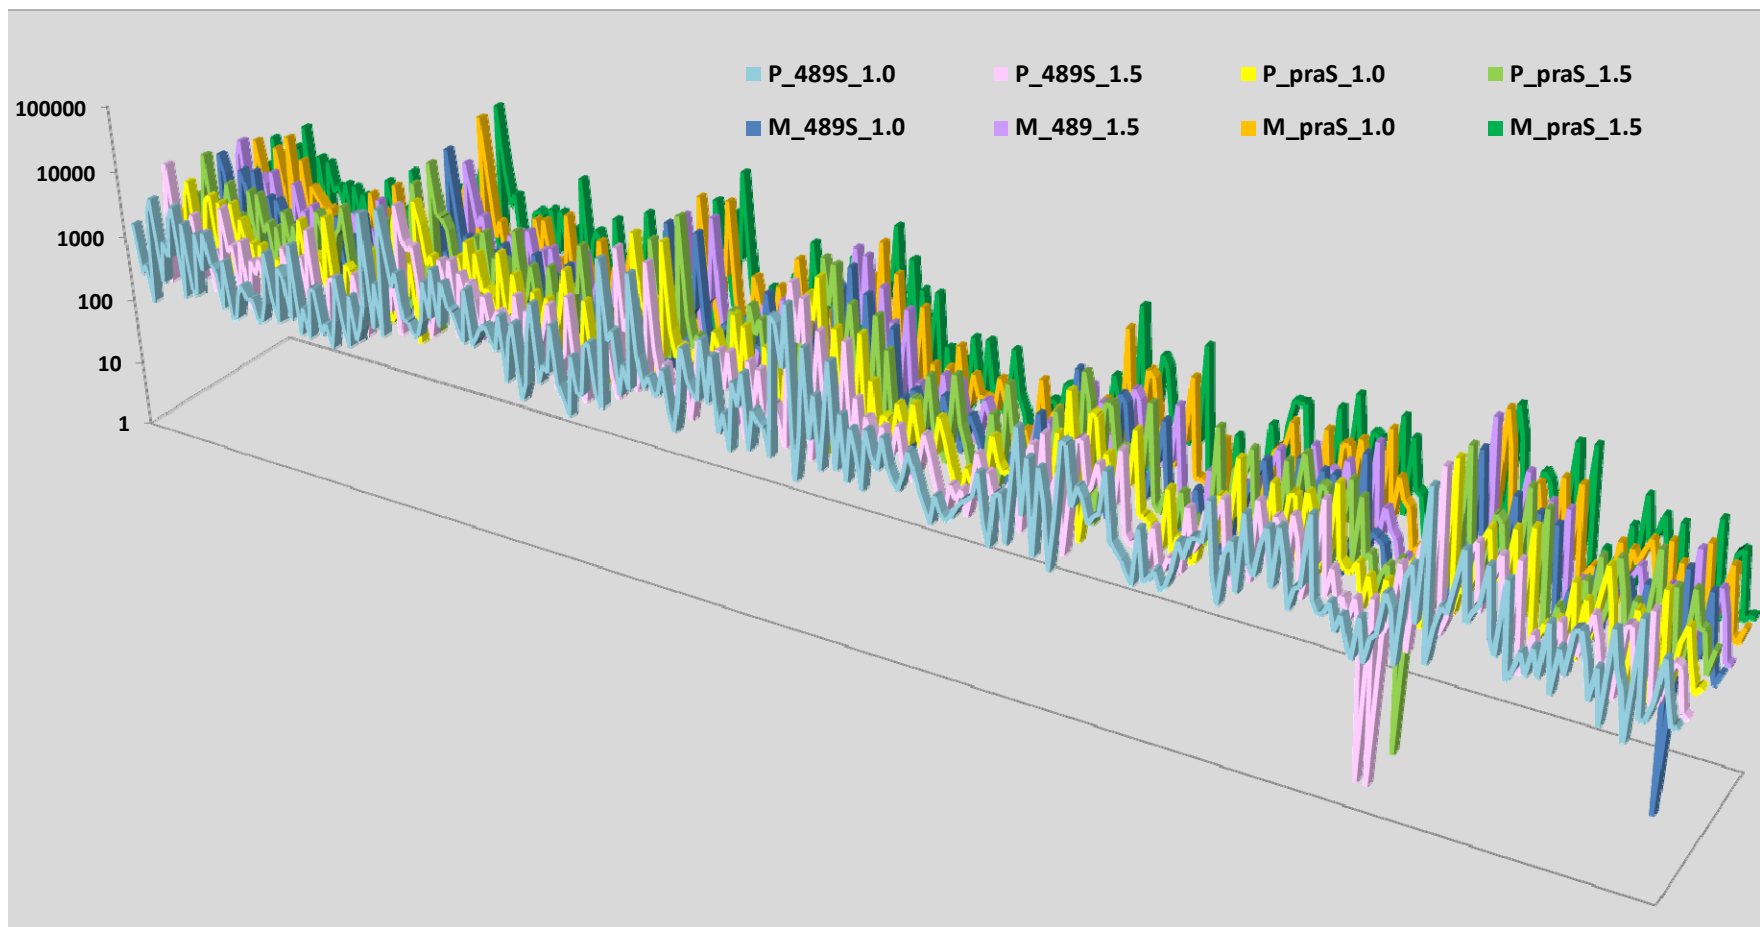

(b)

GeneName	P_489S_1.0	P_489S_1.5	P_praS_1.0	P_praS_1.5	M_489S_1.0	M_489S_1.5	M_praS_1.0	M_praS_1.5
AI692111	1422.5	900.3	1268.4	696.9	1185.4	710.7	813.2	379.2
AI944295	257.9	442.8	267.5	317.0	138.6	227.0	172.6	313.6
AM1	348.5	357.2	1193.1	1489.4	146.6	200.5	630.8	1081.1
AW231811	101.0	141.5	152.8	417.5	63.8	90.1	102.9	183.1
BG319836	2532.2	1666.9	2136.2	1743.8	4823.5	3175.4	3986.1	3137.7
BG319898	4198.7	10125.9	3852.8	7024.9	2611.9	5840.5	1169.4	528.9
BG837957	227.3	241.7	226.1	237.2	112.8	107.6	150.8	126.0
BG841754	983.1	658.0	888.4	576.7	693.0	623.7	462.6	300.0

BM259506	612.3	796.9	562.1	741.2	401.7	427.3	182.8	221.2
BM340065	2442.3	1205.2	2212.3	1367.3	3310.0	1944.3	3658.1	2651.5
BM378145	3909.5	2065.5	2840.7	3060.6	1849.9	1479.4	1222.8	2588.2
BM500607	170.3	219.3	185.9	447.1	65.2	126.6	70.0	121.7
BQ163730	2376.7	1190.2	2378.7	1075.1	3677.4	2463.3	6203.4	6213.5
CA827264	234.1	400.9	273.0	380.1	163.3	279.4	180.3	219.9
CB278279	209.9	166.9	203.6	178.7	102.7	99.7	116.6	148.8
CB280793	1878.3	729.2	2626.1	2892.2	1594.4	633.6	2953.0	2345.6
CD436448	536.7	346.6	508.0	239.0	162.0	200.9	238.2	189.2
CD447985	2081.0	3484.9	1625.6	2782.8	1560.1	1955.7	1240.4	2114.1
CD573220	725.8	778.9	614.0	726.5	927.8	582.8	906.2	732.5
CD995221	604.3	992.9	737.2	1089.9	520.5	791.2	704.5	967.9
CD995946	168.2	140.0	227.4	193.6	216.5	99.9	555.3	534.3
CF019406	924.7	1271.9	756.6	1023.8	831.4	1039.2	658.8	1141.1
CF040072	121.8	124.9	128.2	126.4	103.9	128.5	142.9	177.4
CF059625	135.0	703.7	195.8	1938.2	146.2	647.5	250.5	1126.8
CF626131	321.5	439.0	198.8	464.7	240.7	330.7	145.2	398.0
CF629011	455.0	804.1	551.6	1259.3	391.2	435.0	583.8	888.8
CF633046	285.4	251.9	244.7	201.8	195.9	156.1	206.3	174.0
CF635716	321.1	244.4	305.8	213.5	372.3	338.3	447.4	427.3
CK787298	149.3	182.7	147.1	203.4	70.7	96.5	69.0	96.8
CN844996	157.4	213.4	163.7	254.1	102.6	73.6	155.3	188.7
CO440202	307.1	199.4	732.3	461.1	94.9	128.1	393.8	346.0
CO441573	1966.0	1592.7	2919.7	2737.5	1560.6	1233.5	1752.9	1930.5
CO526721	395.3	373.0	437.4	1536.1	304.1	209.8	261.1	747.0
CO533393	181.3	204.8	239.8	324.1	87.9	91.0	139.8	164.0
CX725290	1288.2	466.2	1008.7	609.7	850.9	422.4	1060.1	487.0
DN559761	957.2	1359.3	819.9	1405.6	519.2	780.0	439.5	841.0
DN586214	233.9	341.2	355.8	1835.9	103.5	171.9	121.7	405.8
DR795221	3261.3	3850.0	4235.7	4143.4	2108.6	2515.1	3010.4	3575.2
DR813132	151.0	153.9	172.0	191.0	61.1	74.2	72.3	73.1
DR829208	389.8	336.4	394.6	387.3	253.3	279.0	253.4	401.5
DR830496	147.5	107.9	193.0	182.9	75.2	72.3	81.7	108.8
DR906542	812.6	771.5	913.2	1288.3	615.6	523.4	666.0	836.8
DT643307	889.0	855.6	760.5	969.8	572.3	474.4	691.7	626.0
DT645987	196.6	218.7	195.9	303.7	84.0	106.8	118.1	110.2
DT647408	272.5	252.5	349.7	407.7	132.2	166.5	215.1	307.5
DT647788	128.1	129.6	139.6	220.4	61.3	79.8	78.0	137.4
DT650280	344.9	384.1	195.8	151.6	475.8	402.1	60.5	40.8
DT652253	1639.6	1243.3	1945.3	3980.8	712.2	571.1	944.3	3041.3
DT943053	330.7	389.6	330.4	450.5	268.6	252.8	281.8	281.2
DT943054	161.9	163.9	152.0	176.1	96.6	94.7	104.0	104.6

DT943243	993.5	532.7	944.4	576.2	817.2	517.4	699.7	731.9
DT943270	215.3	238.8	191.0	212.3	94.0	154.5	81.8	80.0
DT946613	350.8	351.5	258.1	311.1	200.2	214.9	156.0	147.6
TC279480	793.8	869.9	6798.5	7181.7	787.0	973.8	4333.0	5483.4
TC279550	21353.7	12033.7	12114.6	19541.9	10926.1	7495.8	7140.2	10018.3
TC279560	403.1	496.4	575.0	572.0	373.8	383.7	639.0	691.4
TC279580	1984.9	1839.5	1857.7	2042.6	1336.8	945.2	1548.9	951.5
TC279657	346.0	248.5	120.4	118.4	371.8	216.1	97.4	87.6
TC279806	28364.7	22327.6	17579.1	46059.9	51924.7	22606.6	78024.7	82862.8
TC279890	8063.7	6820.7	8623.3	8305.2	9306.5	8488.1	9077.6	10200.9
TC280195	2160.6	5203.4	2124.1	7644.2	1361.9	2582.7	1227.9	2674.0
TC280500	3594.3	6147.5	3048.7	5088.9	2820.9	4012.0	2303.4	4100.7
TC280737	743.3	821.8	830.0	943.0	458.5	597.4	415.5	417.1
TC280740	708.3	743.8	722.4	765.4	432.3	546.3	384.5	461.5
TC280797	492.4	318.3	654.1	456.5	286.9	219.1	554.8	576.5
TC280985	500.0	772.4	2125.5	3930.2	184.5	326.1	988.5	2510.4
TC281079	872.2	962.6	2233.9	3026.7	817.0	803.7	1799.6	2856.9
TC281453	3465.6	5084.0	3883.3	5120.7	2150.6	2564.6	1943.1	2436.1
TC281589	1037.5	1460.4	1165.3	1407.3	591.7	1146.1	694.4	1226.5
TC282058	5894.7	5502.8	6937.5	6729.8	2902.3	3235.1	3540.0	3463.3
TC282176	857.4	411.6	784.3	482.1	841.3	526.0	986.5	790.6
TC282507	4061.4	3774.5	5194.2	3007.9	2245.8	3625.7	3692.9	3504.2
TC282818	1781.6	1854.1	1450.4	1546.1	901.1	1052.2	860.2	960.3
TC282918	1613.3	2951.3	1641.4	3118.9	879.6	1526.7	714.6	856.0
TC282924	971.9	1749.4	1267.7	1705.3	916.0	2081.7	1039.4	2137.6
TC283041	630.4	455.5	546.2	373.6	401.2	348.2	334.1	244.2
TC283097	4043.3	2163.2	6724.8	9548.2	2879.7	2465.2	5476.7	13487.9
TC283173	631.6	744.4	793.8	741.9	302.6	313.4	312.5	375.9
TC283431	838.9	1075.7	988.6	1216.1	682.1	889.7	952.2	1588.1
TC283445	1222.1	1450.6	3532.9	3233.9	587.4	887.3	1844.2	2457.6
TC283469	1372.7	1014.5	925.4	695.2	1622.3	1594.7	906.8	880.1
TC283544	867.7	957.8	881.6	880.6	428.6	454.2	449.2	503.7
TC283684	664.0	624.3	685.6	673.0	388.9	307.0	395.3	325.6
TC283691	2236.7	3076.4	2324.3	3736.7	2689.6	2862.1	2924.5	4425.9
TC283769	252.7	270.8	232.3	281.1	177.3	171.9	157.7	188.2
TC283790	1123.7	1938.4	1153.8	1710.6	398.6	740.4	493.5	819.4
TC283852	1968.4	1349.7	2144.5	1770.6	1223.4	1132.2	1327.1	1537.6
TC283905	153.3	214.8	169.4	452.4	72.9	84.7	76.0	130.4
TC284035	270.5	710.2	816.4	2452.7	104.0	405.9	404.9	994.3
TC284042	1642.5	1353.8	1929.1	1982.7	684.5	626.7	1435.2	1219.9
TC284111	4701.6	3048.7	6775.1	10629.5	2401.1	2521.2	3577.0	7532.9
TC284146	337.3	178.0	493.5	351.2	211.2	130.6	329.6	296.1

TC284163	612.5	525.4	713.6	515.4	468.3	409.9	590.0	573.8
TC284316	517.7	613.2	519.0	664.1	383.5	417.4	443.7	593.8
TC284424	2681.1	4856.0	2861.0	4868.9	2457.6	3822.7	2666.5	4692.4
TC284496	382.8	421.4	460.2	677.6	359.7	795.5	470.5	710.1
TC284526	225.9	240.5	325.6	314.1	139.4	143.9	157.7	200.3
TC284552	141.2	150.8	166.9	161.5	104.5	90.9	155.0	119.2
TC284637	1123.9	797.5	1343.9	1012.6	773.8	801.8	985.2	1091.0
TC284639	323.0	322.7	349.2	520.3	259.7	223.6	321.7	507.5
TC284770	338.2	308.3	431.2	286.4	175.8	165.5	234.9	197.6
TC284771	1857.9	2271.0	1858.9	2466.0	1343.7	1135.6	1279.7	1138.7
TC285165	2185.7	1526.8	2662.3	2199.6	1122.3	926.7	1432.4	1736.7
TC285351	395.8	429.8	737.7	2408.2	317.4	503.8	639.1	2426.5
TC285412	264.8	241.9	299.0	241.4	179.2	261.1	204.5	183.1
TC285655	42646.9	41597.7	46357.1	25491.8	30625.3	28153.5	35126.5	21508.0
TC286055	2803.1	2632.9	4793.7	2934.5	2125.3	2227.6	3496.1	3404.6
TC286409	4105.5	4571.2	3453.7	3461.3	3424.8	4003.0	2272.6	3355.3
TC286486	480.8	388.7	468.2	505.4	489.0	520.4	432.8	613.4
TC286746	1403.4	1381.9	5966.3	5447.8	1587.9	1562.2	6173.7	17016.7
TC287318	647.1	681.9	812.5	1022.3	2083.3	2002.8	2859.9	3556.1
TC287319	33682.1	33319.3	44591.6	72911.4	27970.2	32621.7	38776.4	73353.2
TC287640	2272.1	1795.9	2439.5	2433.4	1463.9	1460.9	1384.5	1713.1
TC287642	798.0	540.8	959.6	888.5	342.3	308.5	393.2	335.3
TC287674	1220.9	1206.0	1539.1	1474.2	555.6	679.6	512.7	753.1
TC287826	719.0	291.9	589.5	390.1	549.0	319.2	393.2	322.1
TC287858	746.5	592.7	986.3	983.6	1514.2	526.8	3646.6	1726.2
TC287864	1755.4	740.9	1562.9	744.9	1447.4	640.5	1259.1	789.5
TC288463	439.2	1200.7	653.3	1031.7	278.6	596.9	536.7	1264.2
TC288590	248.1	244.7	471.1	1240.9	217.1	278.9	557.9	1241.8
TC288800	687.0	696.0	941.6	986.7	697.5	933.3	746.4	962.0
TC289172	4496.6	3788.4	3445.1	4667.7	2549.6	2586.7	3250.6	3319.3
TC289341	1571.8	2257.1	1716.2	3671.2	958.3	1340.5	971.3	1037.1
TC289354	1073.4	2316.3	1252.8	2184.0	1044.5	1475.2	1293.3	1757.5
TC289387	869.7	879.2	848.8	790.1	753.3	924.6	808.3	929.7
TC289458	7315.1	3352.9	7334.5	6828.2	6926.3	3687.2	10216.5	11870.7
TC289461	902.8	963.1	824.7	2666.7	1275.3	678.4	1246.5	1293.5
TC289712	4462.4	3425.2	5412.1	4547.8	1874.2	2530.1	3486.0	3205.8
TC289727	377.1	307.9	426.2	352.9	268.9	303.8	357.4	329.1
TC289753	736.7	1124.9	887.9	1931.9	668.6	1059.1	922.8	1829.5
TC289757	222.1	217.9	276.0	253.3	254.3	244.6	450.4	474.5
TC289774	2319.4	3020.0	3299.5	3790.6	1820.0	2096.4	2080.4	2049.4
TC290304	1068.5	656.2	1003.0	768.2	916.6	504.5	630.2	427.7
TC290471	3436.8	2521.8	5986.9	14337.0	3166.1	1976.1	5125.7	10516.6

TC290945	282.4	228.8	218.4	212.7	152.1	133.4	116.8	122.2
TC291009	1070.7	916.8	1507.2	3998.2	1101.7	1059.9	2562.5	10983.7
TC291467	752.2	872.9	543.7	496.1	651.0	810.6	506.6	569.2
TC291853	686.3	534.1	581.1	536.2	792.0	518.0	666.4	734.6
TC292021	273.9	242.8	262.6	236.5	402.7	220.7	400.9	261.8
TC292121	30288.2	20067.5	4717.5	2885.8	16844.9	13034.7	2748.9	1911.1
TC292342	24050.4	62767.7	30024.6	65242.6	14656.6	41328.6	10997.1	6764.7
TC292387	6033.9	9230.9	12728.1	14067.8	2558.4	3279.7	2955.3	6662.4
TC292774	50614.3	41302.9	54975.1	56806.2	35679.5	35343.1	37322.1	44522.1
TC293138	155.9	201.6	160.8	217.0	113.2	125.5	129.4	126.1
TC293183	763.8	2151.0	929.7	4158.2	497.2	1230.2	685.2	1076.2
TC293263	14132.6	16108.6	11737.0	17842.3	16434.9	13991.3	14707.5	16648.5
TC293287	716.2	981.6	695.9	1518.1	406.0	576.6	378.6	435.7
TC293448	3182.2	4178.5	3878.0	5545.9	2907.1	4624.6	2815.1	6454.1
TC293449	282.7	243.6	316.2	318.6	127.5	147.5	144.2	221.0
TC293566	1601.6	1355.2	1378.8	1414.8	1519.3	1482.9	1150.3	1421.6
TC293567	11315.9	14586.9	12724.8	15125.4	6618.3	8254.6	6065.6	6697.8
TC294126	338.2	408.1	158.2	175.1	151.2	168.4	78.1	74.9
TC294269	2233.9	2422.7	2866.7	5261.8	696.1	757.1	950.7	1140.2
TC294308	247.4	254.9	297.5	358.3	115.8	139.5	147.2	147.8
TC294408	1543.9	1454.8	987.5	831.7	1000.9	778.4	576.8	528.1
TC294630	736.5	902.3	917.0	686.4	633.1	577.1	974.8	860.5
TC294651	221.3	465.9	457.0	579.8	109.1	197.6	148.6	163.4
TC295047	1741.2	1247.4	1674.3	1341.0	1750.2	1292.3	2265.9	2024.0
TC295182	767.3	490.7	836.0	968.0	454.6	344.5	372.4	426.1
TC295193	516.8	582.2	481.7	540.5	343.2	298.5	316.5	233.7
TC295239	1555.8	1475.5	1916.7	3351.7	1094.9	1176.4	1003.3	2109.6
TC295259	599.2	442.4	600.8	525.7	493.6	343.6	478.9	333.8
TC295272	389.0	332.1	356.6	395.5	525.3	351.6	499.9	571.7
TC295587	322.4	285.3	598.3	218.5	197.3	177.2	452.4	205.1
TC295697	540.2	531.4	446.6	547.8	353.7	312.4	323.6	362.8
TC295705	1265.1	1428.6	1637.8	4405.4	733.3	780.1	1102.1	1934.1
TC295868	715.7	772.1	871.3	870.7	481.4	496.4	572.9	419.3
TC295884	368.1	329.1	394.2	462.3	281.0	234.2	292.0	258.1
TC295891	226.2	171.6	186.0	188.3	132.9	111.6	142.4	116.6
TC295938	140.7	135.1	116.3	112.4	89.9	91.8	100.6	90.0
TC296050	378.2	341.0	387.6	352.2	185.9	173.4	255.5	178.7
TC296253	221.3	219.3	242.1	402.2	111.5	106.2	134.2	206.2
TC296255	180.1	326.3	449.5	1687.6	105.2	170.1	234.5	465.6
TC296658	222.1	142.0	269.3	154.2	304.1	96.1	1550.4	479.4
TC296799	318.3	345.3	367.2	467.0	202.7	208.2	241.4	232.3
TC296831	403.6	1282.3	1448.6	5257.1	246.7	766.0	466.4	938.3

TC296845	455.3	620.4	623.2	1083.8	357.9	323.0	657.1	880.9
TC297030	543.0	735.7	453.6	922.8	331.9	700.3	287.9	429.4
TC297071	1219.3	302.6	541.4	329.5	1478.4	295.4	645.9	423.8
TC297465	248.3	155.0	461.1	185.5	151.5	132.4	421.6	264.0
TC297564	117.3	130.5	120.7	155.1	62.4	66.3	63.8	55.8
TC297828	678.0	645.7	330.8	319.8	500.2	496.9	226.8	251.3
TC297993	787.4	621.1	865.2	703.0	558.5	501.5	674.4	607.8
TC298179	150.6	144.6	237.0	275.3	88.5	125.1	82.5	84.4
TC298200	1135.6	1696.1	1767.3	3324.9	553.8	785.7	618.6	2030.5
TC298303	7817.1	2829.1	1281.1	764.0	9190.6	3566.3	1417.8	979.6
TC298797	448.4	309.3	494.3	380.3	241.4	245.1	267.8	365.8
TC298798	3175.4	4503.2	2989.4	6305.6	1514.1	2150.6	1536.9	2690.5
TC299289	128.3	176.2	111.2	133.1	115.0	132.3	116.5	101.7
TC299943	2542.4	908.0	12787.3	15390.3	1601.9	836.6	18444.3	25891.8
TC300898	897.4	1561.9	1389.2	5921.2	546.0	602.6	599.2	679.2
TC300972	94.9	99.9	98.8	109.8	85.9	97.1	109.6	111.3
TC301331	530.8	665.0	437.5	698.8	412.6	630.6	412.6	843.0
TC301356	7253.8	4715.5	7460.9	6417.2	5823.4	4502.0	5556.5	5968.1
TC301395	6849.9	5174.8	7038.5	6498.9	4450.6	3306.4	4465.5	4176.2
TC301402	972.5	944.2	974.9	1176.7	656.1	592.0	799.3	803.1
TC301446	1986.0	1278.8	2377.9	1850.3	853.6	722.3	1018.0	825.2
TC301530	1398.6	2796.6	835.4	1651.2	434.2	937.4	612.8	613.4
TC301734	632.2	885.9	839.7	1071.2	245.7	471.9	291.9	404.2
TC301790	866.3	875.5	926.6	1742.8	762.9	686.9	892.5	1042.3
TC302041	1020.3	858.9	1001.3	1155.8	912.5	580.7	731.5	453.2
TC302095	4259.9	5327.0	6609.2	9821.5	3704.6	3903.4	6525.4	12149.2
TC302216	459.4	371.8	428.9	400.5	221.1	213.9	241.5	196.6
TC302598	345.9	276.7	425.7	308.2	173.7	152.1	248.9	184.5
TC302617	275.3	318.4	346.0	642.3	185.8	246.5	227.7	227.2
TC302695	189.5	168.7	195.8	217.3	98.0	141.2	157.3	107.5
TC302844	134.5	138.0	170.0	205.9	79.9	67.8	99.1	89.3
TC302888	910.2	589.5	1337.1	763.5	530.4	631.6	1131.9	844.4
TC303407	167.9	152.8	150.1	165.7	118.5	97.6	135.6	118.6
TC303479	201.2	164.2	304.2	357.6	126.0	99.9	149.1	138.8
TC303615	267.3	255.3	300.7	281.4	156.0	118.1	131.8	126.3
TC303749	148.1	183.4	145.6	249.5	67.5	92.1	72.3	87.0
TC304232	186.0	180.4	159.4	176.1	91.4	96.0	81.4	84.7
TC304331	323.8	1556.5	501.5	8657.5	91.3	565.2	138.7	1674.4
TC304530	881.0	386.5	838.7	429.5	579.2	279.4	596.3	318.2
TC304557	514.2	545.9	227.0	302.4	322.0	393.9	107.1	201.3
TC304579	1074.1	1575.2	1710.9	2349.9	717.7	1048.4	1232.4	1861.3
TC305157	1147.4	1150.7	1320.0	3459.6	1192.8	1038.7	1440.0	4223.9

TC305158	1035.5	1388.9	866.5	2566.5	1669.0	1330.7	1680.9	4088.5
TC305266	4228.7	2803.0	6684.8	5760.5	2571.8	2344.0	3692.9	4206.2
TC305399	407.3	279.3	385.0	360.2	399.1	238.7	410.2	393.0
TC305717	160.6	187.5	271.2	335.1	180.2	121.6	161.0	215.8
TC305979	869.9	679.1	1042.3	933.6	810.7	636.0	795.4	674.8
TC306026	1431.7	1585.7	1605.7	2002.1	645.1	812.1	735.8	1147.0
TC306070	287.0	261.7	369.9	395.1	181.9	148.6	247.7	199.9
TC306072	3844.2	3687.3	4122.3	5387.0	3759.3	3599.6	3925.8	5042.5
TC306103	802.5	1198.6	743.5	775.7	707.7	1164.5	415.5	415.2
TC306328	573.5	583.2	723.6	1863.6	321.3	243.6	240.5	755.0
TC306331	1686.5	2542.8	3269.9	7912.8	1575.6	1894.9	2790.6	9027.1
TC306547	3005.3	1870.6	3465.3	2384.2	3027.6	1759.6	2837.1	1260.1
TC306976	468.8	371.3	464.5	466.3	620.3	565.3	579.5	848.1
TC307255	3460.8	3140.0	4145.6	3343.9	2967.7	2945.2	3857.2	3135.9
TC307363	1278.1	1551.1	1923.6	3056.5	862.0	905.7	1457.0	2792.2
TC307437	277.8	244.0	316.2	274.9	127.8	148.0	172.3	258.9
TC307549	570.6	706.4	671.7	1021.2	396.1	455.5	520.8	925.7
TC307556	638.1	789.7	739.3	1184.6	297.4	362.2	368.2	508.2
TC307673	6722.8	6886.3	7192.5	5190.6	7611.4	6966.7	7000.3	6686.9
TC307873	452.2	325.7	636.8	377.2	335.0	276.8	392.2	284.8
TC307982	321.3	839.5	500.8	3327.5	648.7	921.1	1590.6	3723.1
TC307997	342.3	279.6	493.4	446.4	580.2	487.0	800.8	699.2
TC308047	507.2	380.5	702.7	588.2	485.8	370.5	647.9	622.8
TC308051	210.5	188.0	166.4	149.6	119.9	130.9	144.1	162.0
TC308341	379.8	393.2	512.5	334.4	196.2	234.0	199.0	310.1
TC308574	172.4	148.9	195.5	469.6	99.5	120.6	136.9	291.7
TC308593	103.6	BelowBG	98.2	98.2	69.3	57.6	78.7	83.8
TC308668	421.2	462.3	532.1	643.4	265.2	299.1	250.7	266.0
TC308672	100.2	BelowBG	104.0	BelowBG	324.3	53.4	779.3	821.5
TC309174	236.3	166.7	354.4	198.1	116.7	97.4	376.5	205.7
TC309440	285.1	320.9	286.6	289.9	141.7	178.1	133.5	145.7
TC309689	1130.7	1771.5	1214.7	2044.9	631.2	844.3	507.3	627.6
TC309747	729.8	581.3	740.2	821.3	487.6	439.0	621.1	916.7
TC309808	124.4	116.1	158.5	190.1	65.5	87.3	107.7	120.7
TC309875	2220.2	3298.2	2771.5	4538.4	1262.4	1819.4	1449.8	2462.6
TC309993	3456.7	5172.5	4076.9	5789.7	2540.7	3427.6	2735.0	3837.8
TC310105	561.8	399.6	572.2	508.9	211.2	161.9	307.9	192.4
TC310187	43425.7	51175.1	42523.7	39692.3	22875.1	40021.0	33297.3	24199.8
TC310318	177.7	276.8	335.4	2045.2	1886.9	518.1	10793.6	9677.4
TC310354	589.5	470.0	799.9	993.3	647.1	355.1	893.9	851.0
TC310367	1220.8	1497.7	666.7	637.9	601.0	851.2	283.6	309.8
TC310683	1029.7	1769.8	1339.8	2323.3	679.0	853.4	890.5	1268.0

TC310688	2925.9	4643.2	4267.2	5991.6	1487.9	2065.1	2467.5	3838.5
TC310843	8544.8	6707.8	6508.5	4821.2	7252.8	9788.6	4327.9	2982.0
TC310988	925.1	802.9	1252.8	948.6	539.0	639.2	1413.9	1325.3
TC311135	1400.9	1721.0	1588.0	2028.8	1399.9	1557.5	1416.2	1637.2
TC311214	1835.8	2602.3	1409.9	1439.8	1176.5	2092.7	532.1	610.8
TC311526	6440.5	5549.3	7970.8	18455.8	5081.8	4734.0	6357.8	12605.5
TC311757	693.5	800.2	852.4	1420.0	456.9	733.4	939.2	1193.9
TC311769	430.1	323.6	505.5	340.9	508.8	404.6	440.2	339.5
TC311848	5003.2	5604.0	9756.7	10887.5	4092.5	4332.0	6027.4	13290.6
TC312091	222.7	164.9	258.1	234.5	140.6	100.6	157.6	104.3
TC312257	325.9	246.8	318.2	246.4	255.1	173.1	402.7	169.3
TC312299	624.1	643.8	547.0	591.8	595.8	536.5	514.0	562.7
TC312497	306.6	242.7	305.4	251.9	189.0	161.1	149.7	159.4
TC312972	784.3	565.0	736.8	665.6	353.9	299.1	439.2	465.7
TC312974	322.7	481.7	309.3	573.4	152.2	200.2	184.7	232.0
TC313063	1935.5	1228.0	2614.0	1720.3	1584.7	822.5	1398.1	1478.8
TC313076	219.6	227.2	239.2	237.6	158.0	166.0	214.6	202.5
TC313084	969.6	920.4	1643.2	3998.9	1064.7	895.0	1237.5	4408.8
TC313491	438.9	491.6	472.1	504.7	828.9	802.8	785.4	951.1
TC313569	1878.3	914.7	1796.4	1124.8	1246.8	938.9	1323.4	1259.9
TC313596	2028.5	2064.0	5613.8	4484.3	1262.8	1354.8	2005.6	2689.7
TC313657	898.4	930.8	1760.4	1602.8	469.0	509.8	746.0	678.3
TC313810	258.0	323.4	261.9	373.2	129.7	188.4	115.2	151.8
TC313835	750.8	628.9	768.5	1368.7	1451.1	821.2	2239.2	2436.8
TC314126	127.8	180.8	133.0	297.3	63.2	77.5	107.4	187.7
TC314264	2834.3	1838.0	1918.9	738.8	1268.2	963.5	1214.7	573.5
TC314427	871.2	1961.9	1149.6	8258.0	489.4	742.5	318.0	522.3
TC314450	446.2	404.4	316.2	499.5	407.3	296.0	381.0	358.1
TC314530	95.8	196.6	119.8	195.2	0.0	110.8	66.2	152.5
TC314544	4944.7	3832.1	4495.0	3011.5	3316.9	3830.5	2899.6	3855.9
TC314580	221.1	219.1	250.8	270.3	134.6	120.0	139.8	155.8
TC314658	228.2	221.5	233.3	206.2	201.3	230.7	297.6	290.1
TC314676	422.4	466.1	1006.0	3308.8	229.4	394.2	627.7	1456.4
TC315034	1809.6	932.6	1809.3	1061.7	1990.5	1375.6	1755.3	1781.3
TC315043	575.5	846.0	575.7	1002.8	309.9	594.9	202.0	191.7
TC315488	231.6	216.5	247.0	267.8	112.8	141.1	157.2	236.2
TC315563	257.6	188.6	316.1	629.6	175.8	134.8	280.2	234.5

# Supplementary material for: Global transcriptome analysis of two ameiotic1 alleles in maize anthers: defining steps in meiotic entry and progression through prophase I
**Source:** BMC Plant Biol. 2011 Aug 26;11:120. doi: 10.1186/1471-2229-11-120
**Supplement:** Additional file 6 — Gene counts of GO-annotated transcripts of: total detected transcripts (all); differentially expressed in am1-489 and am1-praI anthers compared to common fertile dataset at 1.0 mm (489_1.0, pra_1.0) and 1.5 mm (489_1.5, pra_1.5), respectively; differentially expressed in both mutants compared to fertile at 1.0 mm (489+pra_1.0) and 1.5 mm (489+pra_1.5).

	<i>All</i>	<i>489_1.0</i>	<i>489_1.5</i>	<i>pra_1.0</i>	<i>pra_1.5</i>	<i>489+pra_1.0</i>	<i>489+pra_1.5</i>
Unknown	24045	501	1436	336	833	66	255
Binding	4280	105	434	95	253	21	75
catalytic activity	2547	93	294	69	190	19	62
RNA binding	2547	10	27	12	39	3	12
hydrolase activity	2324	71	268	57	121	18	36
nucleotide binding	2246	71	253	59	130	20	31
protein binding	1723	47	204	30	88	9	33
transferase activity	1463	33	161	37	83	8	29
DNA binding	1425	44	163	34	59	5	10
transporter activity	1286	43	164	31	91	13	31
kinase activity	1229	34	171	31	69	7	25
structural molecule activity	687	15	65	6	58	1	12
nucleic acid binding	595	12	57	8	49	3	18
molecular_function	484	20	73	14	29	5	7
enzyme regulator activity	427	0	26	1	9	0	2
transcription factor activity	423	12	49	13	17	1	3
transcription regulator activity	392	7	46	4	9	1	2
receptor activity	308	2	36	6	14	0	3
lipid binding	164	4	18	5	9	0	3
signal transducer activity	147	4	17	3	7	0	2
carbohydrate binding	126	5	18	5	4	1	2
translation factor activity	118	5	13	3	9	0	6
motor activity	115	1	9	4	9	1	2
nuclease activity	104	1	7	0	6	0	2
receptor binding	66	0	13	1	2	0	0
Chromatin binding	13	0	0	0	0	0	0
oxygen binding	5	0	1	0	0	0	0

# Supplementary material for: Global transcriptome analysis of two ameiotic1 alleles in maize anthers: defining steps in meiotic entry and progression through prophase I
**Source:** BMC Plant Biol. 2011 Aug 26;11:120. doi: 10.1186/1471-2229-11-120
**Supplement:** Additional file 7 — List of 297 PMC-enriched genes differentially expressed in both am1-489 and am1-praI mutants.

List of 297 PMC-enriched genes differentially expressed in both *aml-489* and *aml-praI* mutants.

Maize Est	Maize Gene ID	E-value	Maize Protein	Description	Start	End	Ori	Loc	Start	End	Ori	Score	E-val	%ID	Length	Best <i>Sorghum bicolor</i> hit	Best <i>Oryza sativa</i> hit	Best <i>Arabidopsis thaliana</i> hit
TC287826	GRMZM2G177445	5.80E-27	ACG47241 (491 aa)	TPR-containing protein kinase	1	60	+	Chr:1	294496038	294496097	+	60	5.80E-27	100.0	60	Sb01g002850	LOC_Os03g61010	At5g59010
AI692111	AC198518.3_FG002	5.80E-27	NP_001149677 (192 aa)	Sterile Alpha Motif domain family protein	1	60	-	Chr:3	107406443	107406502	+	60	5.80E-27	100.0	60	Sb01g001150	LOC_Os12g29480	ND
TC287642	GRMZM5G840225	5.80E-27	ND	ND	1	60	-	Chr:2	167327559	167327618	+	60	5.80E-27	100.0	60	ND	LOC_Os07g27950	ND
TC307437	GRMZM2G138526	4.10E-19	ND	ND	1	60	-	Chr:3	144926001	144926060	+	48	4.10E-19	95.0	60	ND	ND	ND
TC293567	GRMZM2G103287	5.80E-27	ACG32808 (332 aa)	**Apospory** -associated protein C ; aldose 1-epimerase family protein	1	60	-	Chr:10	70222871	70222930	+	60	5.80E-27	100.0	60	Sb04g005170	LOC_Os08g14330	ND
TC314580	GRMZM2G139657	5.80E-27	NP_001152550 (555 aa)	Auxin-independent growth promoter-like protein	1	60	+	Chr:6	88986716	88986775	+	60	5.80E-27	100.0	60	Sb10g027900	LOC_Os06g47290	ND
TC284526	GRMZM2G114192	5.80E-27	NP_001132727 (215 aa)	Rho GTPase-activator protein (RhoGAP)	1	60	-	Chr:2	15978126	15978185	+	60	5.80E-27	100.0	60	Sb06g026110	Os04g0577200	At2g46710
TC298179	GRMZM2G052255	1.40E-24	ND	ND	1	60	-	Chr:8	98049917	98049975	+	56	1.40E-24	98.3	60	ND	ND	ND
TC287640	GRMZM2G139941	5.80E-27	ND	ND	1	60	+	Chr:7	44456919	44456978	+	60	5.80E-27	100.0	60	ND	LOC_Os07g27950	ND
TC307873	GRMZM2G005374	5.80E-27	ND	ND	1	60	-	Chr:8	165557441	165557500	+	60	5.80E-27	100.0	60	ND	ND	ND
TC301446	GRMZM2G045970	5.80E-27	NP_001170703 (423 aa)	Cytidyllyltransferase family protein	1	60	+	Chr:2	150628111	150628170	+	60	5.80E-27	100.0	60	Sb05g001470	LOC_Os12g02820, LOC_Os11g03050	At2g38670 = AiPECT1
DR830496	AC195587.4_FG003	5.80E-27	ND	ND	1	60	+	Chr:6*	78469182	78469241	+	60	5.80E-27	100.0	60	ND	LOC_Os06g06660, LOC_Os06g06670, LOC_Os06g06680, LOC_Os06g06580, LOC_Os06g06710	ND
DQ663482	GRMZM5G883855	5.80E-27	NP_001139538 (780 aa)	**Ameiotic1**	1	60	+	Chr:5	16098646	16098705	+	60	5.80E-27	100.0	60	Sb01g013215	LOC_Os03g44760	ND
TC311769	GRMZM2G004422	1.40E-24	NP_001142014 (272 aa)	Zinc finger (C3HC4-type RING finger) family protein	1	60	-	Chr:1	21469434	21469493	+	56	1.40E-24	98.3	60	Sb01g043460	LOC_Os03g10890	AtAt1g49850 = AtRHY1a
TC313596	GRMZM2G114192	3.60E-25	NP_001132727 (215 aa)	Rho GTPase-activator protein (RhoGAP)	1	60	-	Chr:2	15976638	15976698	+	57	3.60E-25	98.4	61	Sb06g026110	LOC_Os04g48790	At2g46710
DT647788	No annotated gene	5.80E-27	ND	ND	1	60	-	Chr:10	7075246	7075305	+	60	5.80E-27	100.0	60	ND	ND	ND
TC289712	GRMZM2G071739	5.80E-27	ACG31674 (291 aa)	Ubiquitin-associated (UBA)/TS-N domain-containing protein	1	60	+	Chr:3	187440397	187440456	+	60	5.80E-27	100.0	60	Sb03g037500	LOC_Os01g59160	At3g56740
TC283097	GRMZM2G050684	5.80E-27	ACG35725 (422 aa)	CBS (cystathionine beta-synthase) domain containing protein	1	60	-	Chr:1	257205749	257205808	+	60	5.80E-27	100.0	60	Sb01g012180	LOC_Os03g47120	At4g33700
TC293449	GRMZM2G138060	5.80E-27	AAB97167 (789 aa)	SU1 isoamylase	1	60	+	Chr:4	41372858	41372917	+	60	5.80E-27	100.0	60	Sb07g027200	LOC_Os08g40930	At2g39930 = AtISA1 8+J56
TC309808	GRMZM2G328780	5.80E-27	NP_001149793 (455 aa)	Flavin-containing monooxygenase YUCCA-type	1	60	+	Chr:3	116517874	116517933	+	60	5.80E-27	100.0	60	Sb08g020340	LOC_Os01g12490 (Os01g0224700 = YUCCA3	At1g04180 = At+J57YUCCA9
TC301402	GRMZM2G547542	3.40E-22	ND	ND	1	56	-	Chr:10	106952386	106952441	+	52	3.40E-22	98.2	56	ND	LOC_Os04g31000	ND
TC282176	GRMZM2G047204	5.80E-27	NP_001131763 (288 aa)	Unknown protein	1	60	+	Chr:6	74072433	74072492	+	60	5.80E-27	100.0	60	Sb10g003530	LOC_Os06g05720	At4g32960

TC282924	GRMZM2G107495	5.80E-27	ND	ND	1	60	-	Chr:1	67431865	67431924	+	60	5.80E-27	100.0	60	ND	LOC_Os03g27010	ND
TC301331	GRMZM2G153760	1.40E-24	NP_001136971 (222 aa)	Galactosyltransferase	1	60	-	Chr:4	73605449	73605508	+	56	1.40E-24	98.3	60	Sb07g019420	LOC_Os08g29710	At5g53340 = beta-1,3-galactosyltransferase 11/Avr9 elicitor response protein-like
TC308051	GRMZM2G328795	1.40E-24	ND	ND	1	60	-	Chr:3	169115821	169115880	+	56	1.40E-24	98.3	60	ND	LOC_Os01g66690	ND
TC294308	GRMZM2G062761	5.80E-27	ND	ND	1	60	+	Chr:6	165951055	165951114	+	60	5.80E-27	100.0	60	ND	LOC_Os05g50120	ND
TC292774	GRMZM2G365160	5.80E-27	ND	ND	1	60	-	Chr:2	212180355	212180414	+	60	5.80E-27	100.0	60	ND	LOC_Os07g42960	ND
TC300972	GRMZM2G017634	5.80E-27	NP_001141259 (251 aa)	Unknown protein	1	60	+	Chr:7	20202461	20202520	+	60	5.80E-27	100.0	60	Sb02g006600	LOC_Os07g12220	At1g55535
TC298200	GRMZM2G035131	2.70E-14	ND	ND	1	17	-	Chr:3* N55	4553993	4554009	+	17	2.70E-14	100.0	17	ND	LOC_Os01g10250	ND
TC296658	GRMZM2G102711	5.80E-27	ND	ND	1	60	+	Chr:5	12233512	12233571	+	60	5.80E-27	100.0	60	ND	LOC_Os06g32760 +>20g	ND
TC296799	GRMZM2G474929	1.40E-24	NP_001146804 (150 aa)	Pentatricopeptide (PPR) repeat-containing protein	1	60	-	Chr:2	26934281	26934340	+	56	1.40E-24	98.3	60	Sb06g023080	LOC_Os05g36350	At2g20540
TC289458	No annotated gene	8.6	ND	ND	15	31	+	Chr:3	146966089	146966105	+	17	8.6	100.0	17	ND	ND	ND
TC287864	GRMZM2G037140	6.80E-14	NP_001131557 (128 aa)	Actin-depolymerizing factor (ADF)	1	40	-	Chr:6	35896782	35896821	+	40	6.80E-14	100.0	40	Sb09g001500	Os05g0113400 = OsADF7	At5g59890 = AtADF4
TC298797	GRMZM2G032003	5.80E-27	NP_001130742 (473 aa)	UTP--glucose-1-phosphate uridylyltransferase	1	60	-	Chr:7	146491700	146491759	+	60	5.80E-27	100.0	60	Sb04g001320	LOC_Os09g38030	At5g17310 = UDPGP 1
TC313569	GRMZM2G166897	5.80E-27	NP_001130595 (403 aa)	Unknown protein	1	60	+	Chr:7	138464006	138464065	+	60	5.80E-27	100.0	60	Sb02g029650	LOC_Os09g33780	At3g51980
CO440202	GRMZM2G083394	2.30E-26	ND	ND	1	59	-	Chr:8	15988675	15988733	+	59	2.30E-26	100.0	59	ND	LOC_Os01g07140	ND
TC302617	GRMZM2G039094	5.80E-27	ND	ND	1	60	+	Chr:1	167333104	167333163	+	60	5.80E-27	100.0	60	ND	LOC_Os12g40520	ND
TC315488	GRMZM2G066005	5.80E-27	NP_001142598 (356 aa)	Plant calmodulin-binding domain	1	60	-	Chr:3	149249215	149249274	+	60	5.80E-27	100.0	60	Sb03g045870	Os01g0950700	At5g04020
TC292021	GRMZM2G011078	5.60E-24	NP_001150460 (313 aa)	Secretory carrier-associated membrane protein (SC3) protein	1	55	-	Chr:1	246409111	246409165	+	55	5.60E-24	100.0	55	Sb01g015740	LOC_Os03g38590	At1g61250
TC297071	GRMZM2G090563	5.80E-27	NP_001150692 (409 aa)	Transmembrane receptor	1	60	+	Chr:8	117151069	117151128	+	60	5.80E-27	100.0	60	Sb09g022750	LOC_Os05g38720	At3g09570
TC289172	GRMZM2G047372	5.80E-27	NP_001168552 (199 aa)	Unknown protein	1	60	-	Chr:1	269970099	269970158	+	60	5.80E-27	100.0	60	Sb01g009840	LOC_Os03g51160	At3g12030
TC305266	GRMZM2G007300	5.80E-27	NP_001149480 (169 aa)	Ubiquitin-conjugating enzyme E2 UBC7	1	60	+	Chr:3	181451131	181451190	+	60	5.80E-27	100.0	60	Sb03g039320	LOC_Os01g62244	At5g59300
TC298303	No annotated gene	5.80E-27	ND	ND	1	60	-	Chr:1	296891037	296891096	+	60	5.80E-27	100.0	60	ND	ND	ND
TC303479	GRMZM2G007791	5.80E-27	NP_001169873 (330 aa)	Argonaute protein, similar to AGO2	1	60	-	Chr:2	9971626	9971685	+	60	5.80E-27	100.0	60	Sb06g028510	LOC_Os04g52540 (Os04g0615700 = OsAGO2), LOC_Os04g52550	At1g31280 = AtAGO2
TC308593	GRMZM2G157172	5.80E-27	NP_001168163 (804 aa)	Putative oxysterol binding protein	1	60	-	Chr:5	11944527	11944586	+	60	5.80E-27	100.0	60	Sb01g010720	LOC_Os03g49770	At4g08180 = ORP1C
TC301734	AC177897.2_FG002	5.80E-27	NP_001142606 (342 aa)	SPX (SYG1/Pho81/XPR1) domain-containing protein / zinc finger (C3HC4-type RING finger) protein-related	1	60	+	Chr:1	260137372	260137431	+	60	5.80E-27	100.0	60	ND	Os03g0650900	At2g38920 = SPX

TC282507	GRMZM2G414569)	1.40E-24	ACG27791<br>F76(207 aa)	Transmembrane<br>emp24 domain-<br>containing protein 10<br>precursor	5	60	-	Chr:5	210304427	210304482	+	56	1.40E-24	100.0	56	Sb10g006960	LOC_Os02g52920	At1g69460 =<br>emp24/gp25L/p24 family<br>protein
TC305979	GRMZM2G116427	5.80E-27	NP_00115230<br>9 (221 aa)	Unknown protein	1	60	+	Chr:6	84525498	84525557	+	60	5.80E-27	100.0	60	ND	LOC_Os06g49890	At3g51090
TC306547	GRMZM2G105283	5.80E-27	NP_00113010<br>9 (393 aa)	Unknown protein	1	60	+	Chr:3	183256978	183257037	+	60	5.80E-27	100.0	60	Sb03g013450	LOC_Os01g61440,<br>LOC_Os01g18160	At3g11150
TC308672	Low matching score	8.6	ND	ND	20	36	+	Chr:5*	175644388	175644404	+	17	8.6	100.0	17	ND	ND	ND
TC310843	GRMZM2G170927	5.80E-27	NP_00114673<br>2 (771 aa)	Vacuolar proton<br>pyrophosphatase ;<br>similar to rice OVP1<br>and Arabidopsis<br>AVP1	1	60	-	Chr:9	94177915	94177974	+	60	5.80E-27	100.0	60	Sb10g025280,<br>Sb04g005710	LOC_Os06g43660<br>(Os06g0644200<br>=Ovp1,<br>Os06g0178900 =<br>ovp2)	At1g15690 = AVP1
TC284111	GRMZM2G128771	5.80E-27	ND	Ras-related protein<br>Rab-6A (microtubule-<br>dependent transport<br>pathways through<br>the Golgi)	1	60	+	Chr:2	212321308	212321367	+	60	5.80E-27	100.0	60	Sb02g039720	Os07g0496000	At2g44610
TC299943	GRMZM2G163514	3.60E-25	ND	SUPPRESSOR OF<br>GENE SILENCING 3<br>(SGS3) homolog<br>(NP_001105989 ;<br>138aa)	1	60	-	Chr:3	137393184	137393244	+	57	3.60E-25	98.4	61	ND	LOC_Os12g09580,<br>LOC_Os12g09590	ND
TC314658	GRMZM2G447691	5.80E-27	NP_00114265<br>7 (177 aa)	Unknown protein	1	60	+	Chr:2	38139298	38139357	+	60	5.80E-27	100.0	60	Sb06g020010	LOC_Os01g14130	ND
DR829208	GRMZM2G020721	1.60E-18	NP_00117017<br>3 (391 aa)	Putative O-<br>acetyltransferase	1	24	+	Chr:9*	134300759	134300782	+	24	1.60E-18	100.0	24	Sb01g037160	LOC_Os03g19970	At2g34410
CB278279	GRMZM2G145085	5.80E-27	ND	ND	1	60	+	Chr:9	142297585	142297644	+	60	5.80E-27	100.0	60	ND	LOC_Os03g14720	ND
TC306976	GRMZM2G162968	5.80E-27	NP_00113185<br>7 (492 aa)	Heat chock protein<br>similar to CASEIN<br>LYTIC<br>PROTEINASE (clp) -<br>type B	1	60	-	Chr:9	124034275	124034334	+	60	5.80E-27	100.0	60	Sb01g032210	LOC_Os03g31300	At5g15450 = CLPB3
TC297465	GRMZM2G091656	5.80E-27	ND	GRAS family<br>transcription factor<br>similar to<br>SCARECROW-like<br>26	1	60	+	Chr:4	213371835	213371894	+	60	5.80E-27	100.0	60	Sb05g003820	LOC_Os11g06180	At4g08250 =AtSCL26
TC305157	GRMZM2G159724	5.80E-27	ACG47397<br>(593 aa)	NADP-dependent<br>malic enzyme	1	60	-	Chr:3	201687018	201687077	+	60	5.80E-27	100.0	60	Sb09g005810	LOC_Os01g52500	At5g11670
CF059625	GRMZM2G149347	5.80E-27	NP_00114840<br>4 (318 aa)	Zinc finger CCCH<br>type ; similar to<br>OsC3H39 and<br>AtC3H14	1	60	+	Chr:6	165862220	165862279	+	60	5.80E-27	100.0	60	Sb09g029330	LOC_Os05g50080<br>(Os05g0576300 =<br>OsC3H39)	At1g66810 = AtC3H14
TC295587	GRMZM5G862467	3.60E-25	NP_00114918<br>9 (216 aa)	MPS one binder<br>kinase activator-like<br>1A ; cell cycle<br>associated protein<br>Mob1-like protein	1	60	-	Chr:1	71145109	71145169	+	57	3.60E-25	98.4	61	Sb01g032780	LOC_Os03g29570,<br>Os10g0396300	At4g19050
TC283469	GRMZM2G169931	5.80E-27	ACG27981<br>(525 aa)	Nonsense-mediated<br>mRNA decay protein<br>3, 60S ribosomal<br>export protein NMD3	1	60	+	Chr:1	99130437	99130496	+	60	5.80E-27	100.0	60	ND	ND	At2g03820 = NMD3
TC283041	GRMZM2G089962	2.20E-23	ND	ND	7	60	-	Chr:6	156595621	156595674	+	54	2.20E-23	100.0	54	ND	LOC_Os05g42010	ND
BQ163730	GRMZM2G410710	1.40E-24	NP_00110496<br>8 (282 aa)	Prohibitin 3 (lipid raft-<br>associated integral<br>membrane protein)	1	60	-	Chr:5	177824771	177824829	+	56	1.40E-24	98.3	60	Sb04g024070	LOC_Os02g37000	At5g40770 =ATPHB3
TC302216	GRMZM5G849107	5.80E-27	NP_00116915<br>5 (490 aa)	Lycopene beta-<br>cyclase	1	60	-	Chr:5	100700619	100700678	+	60	5.80E-27	100.0	60	Sb04g006120	LOC_Os02g09750	At3g10230
TC279560	GRMZM2G324297	5.80E-27	NP_00114374<br>3 (302 aa)	Putative arogenate<br>dehydrogenase<br>isoform 2	1	60	-	Chr:9	61356034	61356093	+	60	5.80E-27	100.0	60	Sb10g021300	LOC_Os06g35050	At5g34930
TC313810	GRMZM2G039583	5.80E-27	NP_00114067<br>3 (267 aa)	SNARE associated<br>Golgi protein	1	60	-	Chr:7	168084179	168084238	+	60	5.80E-27	100.0	60	Sb01g034220	LOC_Os07g44020	At2g02370

TC309993	GRMZM2G001803	5.80E-27	ND	ND	1	60	+	Chr:10	62267147	62267206	+	60	5.80E-27	100.0	60	ND	LOC_Os08g36420	ND
TC284146	GRMZM2G363253	5.80E-27	NP_001132199 (315 aa)	RING-finger domain	1	60	-	Chr:8	115905171	115905230	+	60	5.80E-27	100.0	60	Sb04g031430	LOC_Os05g28470, LOC_Os07g28640	ND
TC284637	GRMZM2G090262	5.80E-27	NP_001152445 (531 aa)	CPL3; RNA polymerase II ctd phosphatase	1	60	+	Chr:6	143865059	143865118	+	60	5.80E-27	100.0	60	Sb04g035920	LOC_Os05g32430	At5g58003 = AtCPL4
TC315563	GRMZM2G060324	6.40E-17	ND	Signal recognition particle 54 kDa protein 3 / SRP54 (SRP-54C)	1	29	-	Chr:6*	157824655	157824683	+	29	6.40E-17	100.0	29	Sb09g025050	LOC_Os05g43390	At1g48900
TC310683	GRMZM2G026807	5.80E-27	NP_001142197 (274 aa)	Ribulose-phosphate 3-epimerase, chloroplast precursor	1	60	+	Chr:1	14625481	14625540	+	60	5.80E-27	100.0	60	ND	LOC_Os03g07300	At5g61410
TC307549	GRMZM2G315726	4.20E-17	NP_001136720 (178 aa)	ASC1-like protein 2 (Alternaria stem canker resistance-like protein 2) ; similar to At LAG1 LONGEVITY ASSURANCE HOMOLOG 3	1	24	+	Chr:5*	204582949	204582972	+	24	4.20E-17	100.0	24	Sb04g029190	LOC_Os02g49590	At1g13580=At LAG13
CD436448	GRMZM2G342807	5.80E-27	ND	Unknown function	1	60	+	Chr:9	152826503	152826562	+	60	5.80E-27	100.0	60	ND	LOC_Os03g06180	At2g21720
TC285351	No hit																	
TC312972	GRMZM2G055795, GRMZM2G037413	5.80E-27	AAR23311 (1007 aa)	Cellulose synthase catalytic subunit 11	1	60	+	Chr:3*	198371821	198371880	+	60	5.80E-27	100.0	60	Sb03g034680	LOC_Os01g54620 (Os01g0750300 = OsCesA4)	ND
TC287674	GRMZM2G419806	5.80E-27	NP_001105917 (415 aa)	Oil yellow1 (magnesium chelatase subunit I)	1	60	-	Chr:10	9224067	9224126	+	60	5.80E-27	100.0	60	Sb08g004300	LOC_Os03g36540	At4g18480
TC306331	GRMZM2G349996	5.80E-27	ND	ND	1	60	-	Chr:5	127809679	127809738	+	60	5.80E-27	100.0	60	ND	LOC_Os02g19770	ND
TC295239	GRMZM5G841619	1.40E-24	NP_001123592 (319 aa)	Tryptophan synthase alpha	1	60	+	Chr:7	10776664	10776723	+	56	1.40E-24	98.3	60	Sb02g004580	LOC_Os07g08430	At3g54640
TC299289	GRMZM2G122479	5.80E-27	NP_001105383 (662 aa)	Non-photosynthetic NADP-malic enzyme	1	60	+	Chr:6	139280914	139280973	+	60	5.80E-27	100.0	60	Sb03g003220	LOC_Os01g09320	At1g79750 = ATNADP-ME4
TC289387	GRMZM2G439596	5.80E-27	ND	ND	1	60	+	Chr:5	138806170	138806229	+	60	5.80E-27	100.0	60	ND	LOC_Os02g16450	ND
CF635716	GRMZM2G034631	5.80E-27	NP_001159047 (511 aa)	Unknown protein	1	60	+	Chr:6	76491452	76491511	+	60	5.80E-27	100.0	60	Sb10g004013	LOC_Os06g06370	At1g08030
TC302888	GRMZM2G534430	5.80E-27	ND	ND	1	60	-	Chr:5	163945288	163945347	+	60	5.80E-27	100.0	60	ND	ND	ND
TC312091	GRMZM2G139903	1.40E-24	NP_001149062 (281 aa)	Electron transport SCO1/SenC family protein	1	60	+	Chr:2	177184425	177184484	+	56	1.40E-24	98.3	60	Sb02g023290	LOC_Os09g20430	At4g39740 = AtSCO1
BM340065	No gene annotated	2.3	ND	ND	41	58	-	Chr:1	229174422	229174439	+	18	2.3	100.0	18	ND	ND	ND
TC311135	GRMZM2G078283	5.80E-27	ND	ND	1	60	-	Chr:4	48543739	48543798	+	60	5.80E-27	100.0	60	ND	LOC_Os08g45160	ND
TC297564	GRMZM2G131012	5.80E-27	NP_001168772 (154 aa)	Unknown protein	1	60	+	Chr:1	251079888	251079947	+	60	5.80E-27	100.0	60	Sb01g013610	LOC_Os12g42170	ND
TC288463	GRMZM2G048324	5.80E-27	NP_001105407 (569 aa)	Nucleoredoxin1, PDI-like protein	1	60	+	Chr:1	70428600	70428659	+	60	5.80E-27	100.0	60	Sb01g032890	LOC_Os03g29240, LOC_Os03g29190 = OsNrx1-2	At1g60420
TC309174	GRMZM2G419409	5.80E-27	ND	SUVH5 (SU(VAR)3-9 HOMOLOG 5); histone H3-K9 methyltransferase	1	60	-	Chr:4*	74638370	74638429	+	60	5.80E-27	100.0	60	Sb07g019830, Sb07g019850, Sb07g019860	LOC_Os08g30900, LOC_Os08g30850, LOC_Os08g30870	At2g35160 = SUVH5
TC293566	GRMZM2G093945	1.70E-17	NP_001149130 (332 aa)	Apospory-associated protein C (D-hexose-6-phosphate epimerase-like)	1	44	+	Chr:4*	70840457	70840500	+	44	1.70E-17	100.0	44	Sb04g005170	LOC_Os08g14330	ND

DN586214	GRMZM2G111436	5.80E-27	NP_00114968<br>5 (204 aa)	**Werner syndrome<br>ATP-dependent<br>helicase (bind<br>RECQ homologs)**	1	60	+	Chr:3	200068665	200068724	+	60	5.80E-27	100.0	60	Sb03g033980	LOC_Os04g14810	At4g13870
TC293183	GRMZM2G006468	5.80E-27	NP_00110590<br>8 (238 aa)	Putative wound<br>responsive protein	1	60	-	Chr:4	59649525	59649584	+	60	5.80E-27	100.0	60	ND	LOC_Os08g26870	At1g75380
CF040072	GRMZM2G162497	1.40E-24	NP_00114529<br>8 (394 aa)	Unknown protein	1	60	-	Chr:6	100084927	100084986	+	56	1.40E-24	98.3	60	Sb02g032880	LOC_Os09g07160	ND
TC288800	GRMZM2G099080	5.80E-27	ACG39233<br>(511 aa)	PX domain<br>containing protein,<br>similar to At<br>SORTING NEXIN 2b	1	60	+	Chr:3	183844654	183844713	+	60	5.80E-27	100.0	60	Sb03g038540	LOC_Os01g61150	At5g07120 = SNX2b
TC304557	GRMZM2G104425	5.80E-27	ND	ND	1	60	-	Chr:5	81081828	81081887	+	60	5.80E-27	100.0	60	ND	LOC_Os02g05930	ND
BM500607	GRMZM2G007736	1.40E-24	ND	Alpha-trehalose-<br>phosphate synthase<br>(UDP-forming),<br>similar to At TPS6	1	60	+	Chr:4	61410478	61410537	+	56	1.40E-24	98.3	60	Sb07g021920	LOC_Os08g34580	At1g68020 = ATTPS6
TC284770	GRMZM2G408294	4.10E-19	ND	Ribonuclease H fold<br>domain containing<br>protein	1	60	+	Chr:8	6944112	6944171	+	48	4.10E-19	95.0	60	Sb03g008910	LOC_Os01g01400	At5g07380
CX725290	GRMZM2G111441	5.80E-27	ND	ND	1	60	-	Chr:3	172675546	172675605	+	60	5.80E-27	100.0	60	ND	LOC_Os01g65530	ND
TC309747	AC207628.4_FG005	4.00E-13	ND	ND	16	60	+	Chr:3	202941681	202941725	+	41	4.00E-13	97.8	45	ND	LOC_Os01g51770	ND
TC304232	GRMZM2G310739	5.80E-27	NP_00115221<br>3 (481 aa)	Glucan endo-1,3-<br>beta-glucosidase 5	1	60	+	Chr:6	161115209	161115268	+	60	5.80E-27	100.0	60	Sb09g026690	LOC_Os05g45860	At4g17180
TC313491	GRMZM2G129175	5.80E-27	ND	ND	1	60	-	Chr:7	5552356	5552415	+	60	5.80E-27	100.0	60	ND	LOC_Os07g05870+I<br>121	ND
TC283445	GRMZM2G143590	1.40E-24	NP_00118239<br>7 (867 aa)	**ZYP1 protein<br>(transverse filament<br>of the<br>synaptonemal<br>complex)**	1	60	-	Chr:10	121717900	121717959	+	56	1.40E-24	98.3	60	Sb01g039160	LOC_Os04g37960	At1g22260 = AtZYP1a,<br>At1g22275 = AtZYP1b
TC296255	GRMZM2G080930	8.6	NP_00113279<br>4 (173 aa)	Putative RSZp22<br>splicing factor	1	20	+	Chr:5	213039048	213039064	+	17	8.6	100.0	17	Sb04g035540	LOC_Os02g54770	At4g31580
TC309875	GRMZM2G028763	5.80E-27	NP_00115117<br>6 (397 aa)	Membrane related<br>protein-like	1	60	+	Chr:5	159928705	159928764	+	60	5.80E-27	100.0	60	Sb04g017500	LOC_Os02g26860	At3g13062
DT943270	GRMZM2G170927	5.80E-27	NP_00114673<br>2 (771 aa)	Vacuolar proton-<br>translocating<br>inorganic<br>pyrophosphatase<br>(VP1)	1	60	-	Chr:9	94180908	94180967	+	60	5.80E-27	100.0	60	Sb10g025280	LOC_Os06g43660<br>(Os06g0644200 =<br>OVP1)	At1g15690 = At AVP1
TC295272	GRMZM2G336761	5.80E-27	ACG42347<br>(386 aa)	Zinc finger, C3HC4<br>type family protein	1	60	-	Chr:4	234400305	234400364	+	60	5.80E-27	100.0	60	Sb07g028950	LOC_Os02g09820	At3g02340
DT943054	GRMZM2G318174,<br>GRMZM2G072088	5.80E-27	ND	Unknown protein	1	60	-	Chr:4*	223287460	223287519	+	60	5.80E-27	100.0	60	Sb01g041830	LOC_Os03g12550,<br>LOC_Os03g12550	At2g41960
TC312257	GRMZM2G169089	3.70E-16	ABV91586<br>(494 aa)	Diacylglycerol<br>acyltransferase	1	20	-	Chr:6*	104861302	104861321	+	20	3.70E-16	100.0	20	ND	LOC_Os06g36800	ND
TC283431	GRMZM2G070639	3.40E-22	NP_00114614<br>6 (158 aa)	ND	9	60	-	Chr:4	29169276	29169327	+	52	3.40E-22	100.0	52	ND	LOC_Os08g08230	ND
TC314544	GRMZM2G329710	5.80E-27	ND	ND	1	60	+	Chr:6	72806452	72806511	+	60	5.80E-27	100.0	60	ND	LOC_Os02g28970	ND
TC280740	GRMZM2G062024	5.80E-27	NP_00115209<br>5 (599 aa)	Carbohydrate<br>transporter/ sugar<br>porter/ transporter	1	60	-	Chr:2	26847703	26847762	+	60	5.80E-27	100.0	60	Sb06g023125	LOC_Os04g44430	At5g64500
TC309440	GRMZM2G093157	5.80E-27	NP_00114973<br>4 (453 aa)	**Cyclin-SOLO<br>DANCERS-like<br>protein**	1	60	+	Chr:9	145503934	145503993	+	60	5.80E-27	100.0	60	Sb01g042340	LOC_Os03g12414	At1g14750 = SDS
CF019406	No annotated gene	9.30E-16	ND	ND	1	34	+	Chr:6*	94405451	94405484	+	34	9.30E-16	100.0	34	ND	ND	ND
DT650280	GRMZM2G067563	8.70E-23	NP_00114324<br>9 (441 aa)	Unknown protein	1	57	-	Chr:5	175272777	175272833	+	53	8.70E-23	98.3	57	Sb04g023430	LOC_Os02g35830	At3g20300

TC295182	GRMZM5G851546, GRMZM2G138566	4.10E-19	NP_001147122 (472 aa)	Calcium binding atopy-related autoantigen 1	1	60	+	Chr:3*	113760547	113760606	+	48	4.10E-19	95.0	60	Sb04g025880	LOC_Os02g39950	At4g32060
TC288590	GRMZM2G097135	5.80E-27	ACG47983 (397 aa)	BAG domain containing protein (BCL-2-ASSOCIATED ATHANOGENE 5)	1	60	-	Chr:4	21320600	21320659	+	60	5.80E-27	100.0	60	Sb05g018030	LOC_Os11g31060	At1g12060 = AT BAG 5
TC289757	AC199705.3_FG008	5.80E-27	ND	ND	1	60	+	Chr:10	129944225	129944284	+	60	5.80E-27	100.0	60	ND	LOC_Os04g43030	ND
TC308341	GRMZM2G008226	1.40E-24	ND	Transferring glycosyl groups / trehalose-phosphatase	1	60	-	Chr:1	218568679	218568738	+	56	1.40E-24	98.3	60	Sb07g020270	LOC_Os08g31980, LOC_Os05g06160, LOC_Os12g32130, LOC_Os05g03810	At1g23870 = ATPPS9
TC311848	(GRMZM2G157505	5.80E-27	NP_001152610 (101 aa)	EGG APPARATUS-1 protein	1	60	+	Chr:7	164457084	164457143	+	60	5.80E-27	100.0	60	Sb02g038820	Os07g0605400	ND
TC280797	GRMZM2G136455	5.80E-27	ND	ND	1	60	+	Chr:6	42732597	42732656	+	60	5.80E-27	100.0	60	ND	LOC_Os05g01490	ND
TC302844	GRMZM2G007791	5.80E-27	NP_001169873 (330 aa)	Protein Argonaute ; similar to AGO2	1	60	-	Chr:2	9971973	9972032	+	60	5.80E-27	100.0	60	Sb06g028510	LOC_Os04g52540 (Os04g0615700 = OsAGO2), LOC_Os04g52550 (Os04g0615800 = OsAGO3)	At1g31290 = AtAGO3
TC289753	GRMZM5G878823	5.80E-27	NP_001145579 (120 aa)	Putative RNA-binding protein RNP-D precursor	1	60	+	Chr:6	4841138	4841197	+	60	5.80E-27	100.0	60	Sb07g001610	LOC_Os08g02390	At1g01080
TC287318	GRMZM2G028369	8.70E-23	ACG40583 (312 aa)	Chorisimate mutase type II	1	53	+	Chr:3	194549278	194549330	+	53	8.70E-23	100.0	53	Sb03g035460	LOC_Os01g55870	At3g29200 = AtICM1
TC307997	GRMZM5G892926	5.80E-27	ND	ND	1	60	+	Chr:7	148486563	148486622	+	60	5.80E-27	100.0	60	ND	ND	ND
DT943243	No annotated gene	2.70E-08	ND	ND	1	39	+	Chr:6	3063780	3063818	+	31	2.70E-08	94.9	39	ND	ND	ND
TC307673	No annotated gene	4.10E-19	ND	ND	1	60	+	Chr:10	124148162	124148220	+	48	4.10E-19	95.0	60	ND	ND	ND
TC301790	GRMZM2G354827	5.80E-27	NP_001168288 (175 aa)	Benzothiadiazole-induced somatic embryogenesis receptor kinase 1 (SERK1)	1	60	-	Chr:4	30203073	30203132	+	60	5.80E-27	100.0	60	ND	Os08g0174700 = OsSERK1	At1g71830 = AtSERK1
TC297030	GRMZM2G020766	5.80E-27	ND	Pseudogene of a potassium transporter	1	60	-	Chr:7	172260136	172260195	+	60	5.80E-27	100.0	60	ND	LOC_Os07g47350	ND
TC310187	Multiple hits	5.80E-27	ND	Ribulose bisphosphate carboxylase large chain precursor	1	60	+	Chr:Pt	58180	58239	+	60	5.80E-27	100.0	60	ND	ND	ND
TC301356	GRMZM2G043509	5.80E-27	NP_001146148 (572 aa)	Endonuclease/exonuclease/phosphatase family protein	1	60	+	Chr:5	34326190	34326249	+	60	5.80E-27	100.0	60	Sb01g022180	LOC_Os10g27230	At3g58560
TC285165	GRMZM2G432075	1.20E-15	ND	ND	1	32	-	Chr:7*	71984691	71984722	+	32	1.20E-15	100.0	32	ND	LOC_Os07g16224	ND
TC281589	GRMZM2G159034	9.00E-18	NP_001168395 (203 aa)	Putative ankyrin-kinase	1	46	-	Chr:7	167841314	167841359	+	46	9.00E-18	100.0	46	Sb03g034570	LOC_Os07g43900	At1g14000
TC306070	GRMZM2G014419	1.40E-02	NP_001140496 (239 aa)	Late embryogenesis abundant protein 2 (LEA2)	1	60	-	Chr:1	37664348	37664407	+	56	1.40E-24	98.3	60	Sb01g040310 H158	LOC_Os03g15630	At2g01080
TC279657	GRMZM5G823563	1.40E-02	NP_001170355 (208 aa)	Unknown protein	1	56	-	Chr:2	19452782	19452837	+	56	1.40E-24	100.0	56	ND	ND	ND
TC313076	GRMZM2G006341	2.30E-17	ND	ND	1	22	+	Chr:9*	136515191	136515212	+	22	2.30E-17	100.0	22	ND	LOC_Os03g18980	ND
TC306072	GRMZM2G179215	5.80E-27	ND	ND	1	60	-	Chr:8	155003174	155003233	+	60	5.80E-27	100.0	60	ND	LOC_Os01g51700	ND
CO441573	GRMZM2G083975	1.30E-21	ND	RNA recognition motif family protein	1	58	+	Chr:6	124863479	124863537	+	51	1.30E-21	96.6	59	Sb09g004685	Os03g0285900	At3g53500

TC280985	GRMZM2G356938	0.0087	NP_001148812 (328 aa)	Voltage-gated potassium channel beta subunit	10	31	+	Chr:5	215816393	215816414	+	22	0.0087	100.0	22	Sb04g037250	LOC_Os02g57240	ND
CA827264	GRMZM5G882708	5.80E-27	ACG34546 (398 aa)	Vacuolar membrane protein	1	60	+	Chr:2	5831398	5831457	+	60	5.80E-27	100.0	60	Sb06g030570	LOC_Os04g55260	At4g32140
TC285655	GRMZM2G173428	5.80E-27	ND	CID11	1	60	-	Chr:6	4434038	4434097	+	60	5.80E-27	100.0	60	ND	LOC_Os08g02330	ND
TC284552	No annotated gene	1.10E-07	ND	ND	23	60	+	Chr:6	127436141	127436178	+	30	1.10E-07	94.7	38	ND	ND	ND
DT647408	GRMZM2G155806	4.10E-19	ACG37722 (328 aa)	Pumilio/Puf RNA-binding domain-containing protein-like	1	60	-	Chr:7	101123486	101123545	+	48	4.10E-19	95.0	60	Sb10g021290	LOC_Os09g20560	At4g10610
TC315034	No annotated gene	4.10E-19	ND	ND	1	60	-	Chr:9	129403528	129403587	+	48	4.10E-19	95.0	60	ND	ND	ND
TC313063	GRMZM2G032047	5.80E-27	ACG37172 (170 aa)	Cp protein ; Protein of unknown function, DUF538	1	60	-	Chr:1	46125118	46125177	+	60	5.80E-27	100.0	60	Sb01g038180	Os03g0297000	At5g37070
TC281079	GRMZM2G027173	5.80E-27	NP_001167675 (266 aa)	Phagocytosis and cell motility ELMO domain-containing protein 2	1	60	-	Chr:10	134431414	134431473	+	60	5.80E-27	100.0	60	Sb06g024230	LOC_Os04g46079	At2g44770
TC283790	GRMZM2G342685	1.40E-24	NP_001151906 (243 aa)	Caleosin (RESPONSIVE TO DESSICATION 20), Ca2+-binding EF-hand protein	1	60	+	Chr:1	27868287	27868346	+	56	1.40E-24	98.3	60	Sb01g042490	LOC_Os03g12230	At2g33380 =RD20
CN844996	GRMZM2G149392	5.80E-27	NP_001146434 (231 aa)	Unknown protein	1	60	-	Chr:6	142947627	142947686	+	60	5.80E-27	100.0	60	ND	AAV31331	At4g25330
TC303407	GRMZM2G068331	3.40E-22	NP_001159230 (591 aa)	**PHD-finger family protein, similar to male meiocyte death1 (MMD1) /DUET**	1	60	-	Chr:4	10230334	10230393	+	52	3.40E-22	96.7	60	Sb03g041550	LOC_Os11g12650	At1g33420 = MMD1/DUET
TC283852	GRMZM2G459702	5.80E-27	NP_001130340 (701 aa)	Potential U2 snRNA pseudouridine synthase-like	1	60	-	Chr:7	167854247	167854306	+	60	5.80E-27	100.0	60	Sb02g040320	LOC_Os01g56620	At3g04820
DR813132	GRMZM2G169173	3.40E-22	NP_001151251 (408 aa)	F-box domain containing protein	1	60	-	Chr:1	47369737	47369796	+	52	3.40E-22	96.7	60	Sb01g037880	Os12g0128000, LOC_Os10g03600	At3g07870
TC306103	No annotated gene	5.80E-27	ND	ND	1	60	+	Chr:4	175273606	175273665	+	60	5.80E-27	100.0	60	ND	ND	ND
TC289774	GRMZM2G106604	5.80E-27	NP_001143072 (457 aa)	Unknown protein	1	60	-	Chr:2	226376413	226376472	+	60	5.80E-27	100.0	60	Sb08g014930	Os12g0488700	At3g54740
DN559761	GRMZM2G135073	5.80E-27	NP_001151604 (690 aa)	STE20/SPS1-related proline-alanine-rich protein kinase	1	60	-	Chr:4	174767281	174767340	+	60	5.80E-27	100.0	60	Sb10g014850	LOC_Os02g54900	At4g24100
DR795221	GRMZM2G019596	5.80E-27	NP_001170517 (362 aa)	MSP (Major sperm protein) domain, VAMP/SYNAPTOBR EVIN-ASSOCIATED PROTEIN 27-2	1	60	-	Chr:8	115230316	115230375	+	60	5.80E-27	100.0	60	Sb09g018590	Os01g0936800, LOC_Os05g30950	At1g08820 =VAP27-2
TC314264	GRMZM2G423333	6.30E-20	ND	ND	12	60	-	Chr:5	170186492	170186540	+	49	6.30E-20	100.0	49	ND	LOC_Os07g28850	ND
TC291467	GRMZM2G174574	5.80E-27	NP_001146510 (325 aa)	4-Coumarate-CoA ligase-like	1	60	+	Chr:1	245028760	245028819	+	60	5.80E-27	100.0	60	Sb01g016420	Os12g0488700	At3g54740
BM259506	GRMZM2G063316	3.40E-22	NP_001151430 (491 aa)	SET domain containing protein	1	60	-	Chr:4	166972768	166972827	+	52	3.40E-22	96.7	60	Sb09g030160	LOC_Os02g50100	At1g24610
AW231811	GRMZM2G033236	8.5	ND	ND	25	41	+	Chr:4	198780909	198780925	+	17	8.5	100.0	17	ND	ND	ND
AI944295	No annotated gene	1.40E-24	ND	ND	1	60	-	Chr:5	34019355	34019414	+	56	1.40E-24	98.3	60	ND	ND	ND
CF633046	GRMZM2G055501	9.70E-18	ND	ND	1	18	+	Chr:6*	19212445	19212462	+	18	9.70E-18	100.0	18	ND	LOC_Os09g39790	ND

TC289727	GRMZM2G083950	5.80E-27	AAC25599<br>(668 aa)	Chloroplast RNA<br>processing1,<br>Pentatricopeptide<br>repeat-containing<br>protein<br>ND	1	60	-	Chr:7	155833857	155833916	+	60	5.80E-27	100.0	60	Sb02g035800	LOC_Os07g36390	At5g42310
TC283691	GRMZM2G588241	5.80E-27	ND	ND	1	60	-	Chr:1	229518536	229518595	+	60	5.80E-27	100.0	60	ND	ND	ND
TC297993	GRMZM2G105387	3.40E-22	NP_00114887<br>3 (227 aa)	MADS-box<br>transcription factor<br>26, similar to<br>AGAMOUS-LIKE 12	1	60	+	Chr:4	38758329	38758388	+	52	3.40E-22	96.7	60	Sb07g001250	LOC_Os08g02070	At1g71692 = AGL12
TC307363	GRMZM2G139931	5.80E-27	NP_00113249<br>6 (163 aa)	Probable potassium<br>transporter 14	1	60	-	Chr:7	152178704	152178763	+	60	5.80E-27	100.0	60	Sb02g034330	LOC_Os07g32530<br>(Os07g0509200 =<br>OsHAK14)	At5g09400 = AtHAK7
TC286486	GRMZM2G071630	5.80E-27	NP_00110538<br>5 (337 aa)	Cytosolic<br>glyceroldehyde-3-<br>phosphate<br>dehydrogenase<br>GAPC3	1	60	+	Chr:4	133107048	133107107	+	60	5.80E-27	100.0	60	Sb04g025120	LOC_Os02g38920	At1g13440
TC302041	AC235547.1_FG005	5.80E-27	BAD95671<br>(790 aa)	Wound and<br>phytochrome<br>signaling involved<br>receptor like kinase<br>ND	1	60	-	Chr:1	282405907	282405966	+	60	5.80E-27	100.0	60	Sb01g006710	LOC_Os03g56250	At4g39270
TC284424	GRMZM2G134502	2.50E-17	ND	ND	1	21	-	Chr:2*	185379524	185379544	+	21	2.50E-17	100.0	21	ND	LOC_Os09g27990	ND
TC310988	GRMZM2G138907	3.40E-22	ACG36947<br>(371 aa)	GDP-mannose 3,5-<br>epimerase 2	1	52	+	Chr:4	9757828	9757879	+	52	3.40E-22	100.0	52	Sb01g021890	LOC_Os11g37890	At5g28840
TC279890	GRMZM2G005036	5.80E-27	NP_00114668<br>0 (499 aa)	Mitochondrial<br>processing peptidase<br>alpha subunit	1	60	-	Chr:6	160041039	160041098	+	60	5.80E-27	100.0	60	Sb03g003160	LOC_Os05g44916	At3g16480
TC295938	GRMZM2G060349	5.80E-27	NP_00116846<br>5 (689 aa)	**DNA mismatch<br>repair protein<br>MutS2-like**	1	60	-	Chr:5	23337156	23337215	+	60	5.80E-27	100.0	60	Sb01g017480	LOC_Os10g36530	At5g54090
TC281453	GRMZM2G143211	5.80E-27	ACR36024<br>(417 aa)	WD40 domain ,<br>autophagy gene<br>ATG18d	1	60	+	Chr:8	16745735	16745794	+	60	5.80E-27	100.0	60	Sb03g004650	LOC_Os01g07400	At3g56440 =AtATG18d
TC286746	GRMZM2G115504	5.80E-27	NP_00115043<br>4 (366 aa)	Hydrolase,<br>alpha/beta fold<br>protein-like	1	60	+	Chr:5	168889398	168889457	+	60	5.80E-27	100.0	60	Sb04g021660	LOC_Os02g32970	At2g36290
TC284316	GRMZM2G019596	5.80E-27	NP_00117051<br>7 (362 aa)	Putative<br>VAMP/synaptobrevin<br>-associated protein<br>27-2 (VAP27)	1	60	-	Chr:8	115234650	115234709	+	60	5.80E-27	100.0	60	Sb03g045240	Os01g0936800,<br>LOC_Os05g30950	At1g08820
TC291853	GRMZM2G003916	1.40E-24	ND	ND	3	58	-	Chr:10	124756784	124756839	+	56	1.40E-24	100.0	56	ND	ND	ND
TC310688	GRMZM2G178960	4.10E-19	NP_00114858<br>5 (274 aa)	Ribulose-phosphate<br>3-epimerase	1	56	-	Chr:9	151316259	151316314	+	48	4.10E-19	96.4	56	ND	LOC_Os03g07300	At5g61410
TC314530	GRMZM2G133006	5.80E-27	NP_00114072<br>0 (473 aa)	MATE family efflux<br>protein	1	60	-	Chr:6	139595236	139595295	+	60	5.80E-27	100.0	60	Sb09g017210	LOC_Os10g20470	At5g52450
CD573220	GRMZM5G818213	5.80E-27	NP_00114180<br>4 (333 aa)	Lipase class 3 family<br>protein	1	60	+	Chr:1	173679423	173679482	+	60	5.80E-27	100.0	60	Sb08g021485	Os05g0390000,<br>LOC_Os12g42010,<br>LOC_Os12g41970,<br>LOC_Os12g41980	At1g06800
TC296845	GRMZM2G067350	5.80E-27	NP_00113047<br>9 (250 aa)	4/1 protein	1	60	-	Chr:5	80196102	80196161	+	60	5.80E-27	100.0	60	Sb04g003530	LOC_Os02g05520	At4g26020
TC308047	GRMZM5G854901	5.80E-27	ND	tRNA/rRNA<br>methyltransferase<br>(SpoU) family protein	1	60	-	Chr:1	188014703	188014762	+	60	5.80E-27	100.0	60	Sb07g027830	LOC_Os08g39600,<br>LOC_Os08g39610	At5g26880
TC314676	GRMZM2G119523	5.80E-27	NP_00114086<br>1 (424 aa)	Unknown protein	1	60	-	Chr:3	90410520	90410579	+	60	5.80E-27	100.0	60	Sb01g006430	LOC_Os12g43580,<br>LOC_Os05g40920	ND
TC304579	GRMZM2G164470	5.80E-27	ND	Early-responsive to<br>dehydration protein	1	60	+	Chr:5	9376926	9376985	+	60	5.80E-27	100.0	60	Sb01g009540	LOC_Os03g51620	At1g58520
TC289341	GRMZM2G116243	5.80E-27	NP_00113061<br>3 (554 aa)	Calcineurin B<br>subunit-related	1	60	+	Chr:5	60002671	60002730	+	60	5.80E-27	100.0	60	ND	LOC_Os06g49790	At2g45670
TC310354	GRMZM2G028640	5.80E-27	NP_00115037<br>6 (145 aa)	Enzyme of the cupin<br>superfamily	1	60	+	Chr:2	45958144	45958203	+	60	5.80E-27	100.0	60	Sb04g026280	LOC_Os04g36760	At4g10300

TC286055	No annotated gene	2.20E-23	ND	ND	7	60	+	Chr:5	5198890	5198943	+	54	0.0	100.0	54	ND	ND	ND
TC282058	GRMZM2G108655	1.10E-20	NP_001137133 (294 aa)	Similar to COP1-interacting protein 7 (CIP7)-like	1	50	+	Chr:9	131731461	131731510	+	50	1.10E-20	100.0	50	Sb01g036410	LOC_Os03g21270	At1g72410
TC283684	GRMZM5G863229	9.70E-17	NP_001131586 (400 aa)	EamA-like transporter family ; similar to At Golgi Nucleotide Sugar Transporter 1	1	20	-	Chr:4*	39783997	39784016	+	20	9.70E-17	100.0	20	Sb07g000765	LOC_Os08g01610	At2g13650
CD995221	GRMZM2G349247	5.80E-27	ND	ND	1	60	-	Chr:3	88010089	88010148	+	60	5.80E-27	100.0	60	ND	ND	ND
TC284035	GRMZM5G890815	9.10E-26	ND	ND	3	60	-	Chr:7*	173070503	173070560	+	58	9.10E-26	100.0	58	ND	LOC_Os12g18530	ND
TC295868	No hit		ND	ND												ND	ND	ND
BG841754	GRMZM2G026050	5.80E-27	NP_001130709 (124 aa)	PPPDE putative peptidase domain	1	60	-	Chr:2	20530949	20531008	+	60	5.80E-27	100.0	60	Sb06g024410	LOC_Os04g46290	At5g47310
TC279480	GRMZM2G041328	7.90E-16	NP_001130830 (538 aa)	Histone-arginine methyltransferase CARM1	1	51	+	Chr:7	172584231	172584280	+	43	7.90E-16	96.1	51	Sb02g042540	LOC_Os07g47500	At3g06930 = At PRMT4b
DT943053	GRMZM2G103119, GRMZM2G318174, GRMZM2G072088	5.80E-27	ND	Unknown protein	1	60	+	Chr:9*	144446481	144446540	+	60	5.80E-27	100.0	60	Sb01g041830	LOC_Os03g12550, LOC_Os03g12550, LOC_Os03g12550	At3g58050
TC287319	GRMZM2G124365	5.80E-27	NP_001145983 (312 aa)	Chorismate mutase type II	1	60	+	Chr:8	173107428	173107487	+	60	5.80E-27	100.0	60	Sb03g035460	LOC_Os01g55870	At1g69370
TC293287	GRMZM2G063961	5.80E-27	ACG46236 (359 aa)	Serine/threonine-protein kinase SAPK4	1	60	+	Chr:6	150465569	150465628	+	60	5.80E-27	100.0	60	Sb09g021410	Os01g0869900, LOC_Os05g35770, LOC_Os05g35760	At1g10940
TC302095	GRMZM2G000397	1.40E-24	NP_001150571 (172 aa)	EF hand (Calcium binding motif) family protein	1	60	+	Chr:2	12130114	12130173	+	56	1.40E-24	98.3	60	Sb06g027480	LOC_Os04g51240	At1g64850
TC292387	GRMZM2G003762	3.40E-22	NP_001183689 (238 aa)	Glutamine amidotransferases class-II (GATase)	1	60	-	Chr:10 *	4673930	4673989	+	52	3.40E-22	96.7	60	Sb05g002860	LOC_Os11g05050, LOC_Os12g05050	At5g19140
TC307255	GRMZM2G438524	5.80E-02	NP_001130291 (716 aa)	67kD chloroplastic RNA-binding protein	1	60	+	Chr:1	299407277	299407336	+	60	5.80E-27	100.0	60	Sb01g042790	LOC_Os03g63910	At4g16390
TC290945	GRMZM2G459702	5.80E-27	NP_001130340 (701 aa)	Potential U2 snRNA pseudouridine synthase-like	1	60	-	Chr:7	167863928	167863987	+	60	5.80E-27	100.0	60	Sb02g040320	LOC_Os01g56620	At3g04820
TC295259	GRMZM2G081310	1.60E-14	Q41789_MAIZE (451 aa)	Calcium-dependent protein kinase	16	60	-	Chr:4	156995794	156995838	+	41	1.60E-14	97.8	45	Sb04g031570	LOC_Os02g46090	At4g35310= CDPK5
TC311526	GRMZM2G456626	5.80E-27	Q84Y01_MAIZE (342 aa)	Inositol-tetrakisphosphate 1-kinase 1	1	60	-	Chr:1	101831017	101831076	+	60	5.80E-27	100.0	60	Sb01g028090	LOC_Os10g42550	At5g16760
TC289461	GRMZM2G140994	5.80E-27	ACG37501 (344 aa)	Rhomboid domain containing 1	1	60	-	Chr:8	1353083	1353142	+	60	5.80E-27	100.0	60	Sb03g011560	LOC_Os01g18100	At3g58460
DR906542	GRMZM2G039650	5.80E-27	NP_001168634 (623 aa)	Unknown protein, putative phosphatase domain	1	60	+	Chr:3	177675491	177675550	+	60	5.80E-27	100.0	60	Sb03g040355	LOC_Os01g63820	ND
TC293448	GRMZM2G138060	5.80E-27	AAB97167 (789 aa)	Sugary1 isoamylase	1	60	+	Chr:4	41377903	41377962	+	60	5.80E-27	100.0	60	Sb07g027200	LOC_Os08g40930	At2g39930 = AtISA1
TC305399	GRMZM2G050329	5.80E-27	ND	SPX (SYG1/Pho81/XPR1) domain-containing protein	1	60	-	Chr:9	24461904	24461963	+	60	5.80E-27	100.0	60	Sb06g025950	LOC_Os06g03860	At1g63010
DT645987	GRMZM2G177461	5.80E-27	NP_001170758 (509 aa)	Putative Myo-inositol-1-phosphate synthase (MI-1-P synthase)	1	60	+	Chr:1	137822547	137822606	+	60	5.80E-27	100.0	60	Sb12s002210	LOC_Os10g22450	At2g22240 = MIPS2

TC306328	GRMZM2G161787	5.80E-27	ND	Ndr family protein	1	60	+	Chr:8	20309791	20309850	+	60	5.80E-27	100.0	60	Sb03g003080	LOC_Os01g09670	At5g56750
TC307982	GRMZM2G043992	1.40E-24	NP_00114637<br>8 (389 aa)	Unknown protein	5	60	-	Chr:2	2819667	2819722	+	56	1.40E-24	100.0	56	ND	LOC_Os03g51260	ND
TC294630	GRMZM2G114113	5.80E-27	ND	ND	1	60	+	Chr:5	199769985	199770044	+	60	5.80E-27	100.0	60	ND	LOC_Os02g47130,<br>LOC_Os07g07210	ND
TC279806	GRMZM5G802801	5.80E-27	ND	HSP70 (heat shock<br>protein 70); ATP<br>binding	1	60	-	Chr:8	116617900	116617959	+	60	5.80E-27	100.0	60	Sb09g022580	Os01g0840100	At3g12580
TC295047	GRMZM2G153899	5.80E-27	NP_00114607<br>1 (191 aa)	Uncharacterized<br>conserved protein<br>(DUF2343)	1	60	+	Chr:4	237398813	237398872	+	60	5.80E-27	100.0	60	Sb04g003740	LOC_Os02g05870	At1g53760
TC310367	GRMZM5G828630	2.30E-26	ND	ND	1	59	+	Chr:1	141736660	141736718	+	59	2.30E-26	100.0	59	ND	LOC_Os10g25130	ND
CD447985	GRMZM2G109383	2.30E-16	NP_00110570<br>3 (583 aa)	Cytoplasmic<br>phosphoglucosylase<br>1	1	44	-	Chr:5	10858297	10858340	+	44	2.30E-16	100.0	44	Sb01g010280	LOC_Os03g50480	At1g23190
TC280195	GRMZM2G134708	5.80E-27	NP_00116835<br>2 (433 aa)	Pyridine nucleotide-<br>disulphide<br>oxidoreductase	1	60	-	Chr:4	53078629	53078688	+	60	5.80E-27	100.0	60	Sb07g024320	LOC_Os08g44340	At3g52880
TC295884	GRMZM2G148872	5.80E-27	NP_00114197<br>9 (398 aa)	SOUL heme-binding<br>protein	1	60	+	Chr:9	86669948	86670007	+	60	5.80E-27	100.0	60	Sb10g023280	LOC_Os06g39690	At5g20140
TC289354	GRMZM2G052474	5.80E-27	NP_00114609<br>1 (268 aa)	Similar to NC<br>domain-containing<br>protein-related	1	60	+	Chr:7	141903686	141903745	+	60	5.80E-27	100.0	60	Sb02g030510	LOC_Os09g35810	At1g01225
TC314450	GRMZM2G068331	1.40E-24	NP_00115923<br>0 (591 aa)	PHD-finger family<br>protein, similar to<br>male meiocyte<br>death1 (MMD1)<br>/DUET	1	60	-	Chr:4	10228893	10228952	+	56	1.40E-24	98.3	60	Sb03g041550	LOC_Os11g12650	At1g33420 =<br>MMD1/DUET
TC306026	GRMZM2G020721	5.80E-27	NP_00117017<br>3 (391 aa)	O-acetyltransferase<br>family protein	1	60	+	Chr:9	134303131	134303190	+	60	5.80E-27	100.0	60	Sb01g037160	LOC_Os03g19970	At2g34410
TC284639	GRMZM2G006341	7.10E-17	ND	ND	1	31	+	Chr:9*	136512242	136512272	+	31	7.10E-17	100.0	31	ND	LOC_Os03g18980	ND
TC283905	GRMZM2G008528	5.80E-27	NP_00114144<br>9 (409 aa)	F-box domain<br>containing protein	1	60	+	Chr:7	156510644	156510703	+	60	5.80E-27	100.0	60	Sb02g036090	LOC_Os07g36830	At3g16210
CF629011	GRMZM2G315726	5.80E-27	ACG46204<br>(307 aa)	Alternaria stem<br>canker resistance<br>(ASC)-like protein 2	1	60	+	Chr:5	204583540	204583599	+	60	5.80E-27	100.0	60	Sb04g029190	LOC_Os02g49590	At1g13580 =At LAG3
TC284496	GRMZM2G145061	6.70E-17	NP_00115900<br>2 (307 aa)	Prolyl 4-hydroxylase<br>alpha-2 subunit	1	28	+	Chr:5*	216555446	216555473	+	28	6.70E-17	100.0	28	Sb04g038020	LOC_Os02g58070	At1g20270
TC309689	GRMZM2G102255	5.80E-27	ND	ABI2 (ABA<br>INSENSITIVE 2);<br>protein<br>serine/threonine<br>phosphatase	1	60	+	Chr:6	167405481	167405540	+	60	5.80E-27	100.0	60	Sb09g030600	LOC_Os05g51510	At5g57050 = AtABI2
TC295891	GRMZM2G459702	5.80E-27	NP_00113034<br>0 (701 aa)	Potential U2 snRNA<br>pseudouridine<br>synthase-like	1	60	-	Chr:7	167855783	167855842	+	60	5.80E-27	100.0	60	Sb02g040320	LOC_Os01g56620	At3g04820
TC290304	GRMZM2G330453	5.80E-27	NP_00114311<br>9 (499 aa)	Plasma-membrane<br>choline transporter	1	60	+	Chr:1	259824162	259824221	+	60	5.80E-27	100.0	60	Sb01g013160	LOC_Os03g44840	At3g03700
CO526721	AC182482.3_FG003	5.80E-27	ND	ND	1	60	+	Chr:3	23011581	23011640	+	60	5.80E-27	100.0	60	ND	LOC_Os01g03914	ND
TC280500	GRMZM2G109383	1.70E-17	NP_00110570<br>3 (583 aa)	Cytoplasmic<br>phosphoglucosylase<br>1	1	35	-	Chr:5*	10857462	10857496	+	35	1.70E-17	100.0	35	Sb01g010280	LOC_Os03g50480	At1g23190
TC294269	GRMZM2G102238	1.40E-24	NP_00114695<br>4 (156 aa)	Acid<br>phosphatase/vanadiu<br>m-dependent<br>haloperoxidase<br>related	1	60	-	Chr:2	36321958	36322017	+	56	1.40E-24	98.3	60	Sb06g020710	LOC_Os04g40980	At1g67600
TC285412	GRMZM5G806358	3.10E-16	ND	ND	1	34	-	Chr:5	69513850	69513883	+	34	3.10E-16	100.0	34	ND	LOC_Os04g25550,<br>LOC_Os08g31240	ND
TC311214	GRMZM2G451882	3.60E-25	NP_00115004<br>5 (616 aa)	Calmodulin binding<br>protein	1	57	-	Chr:5	89449141	89449197	+	57	3.60E-25	100.0	57	Sb04g005240	LOC_Os02g08120	At5g57580

How the deposited data were processed for this re-analysis (not part of the article)

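Anther RNA of 8 sample types was measured: sterile plants and fertile siblings of families segregating for am1-489 or am1-praI, at anther lengths of 1.0 mm and 1.5 mm. The samples are the channels of 32 2-colour Agilent arrays. Of these, 16 carry a sterile and a fertile pool of the same family and length, 8 carry sterile pools of both lengths, and 8 carry sterile pools of both families, with dyes balanced within each comparison. The paper gives 4 biological pools per sample type. The labels name 5 pools for sterile am1-489 anthers at 1.5 mm, and a Purelink RNA kit where the methods name a TRIzol Plus kit.

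The values used are the median foreground intensities of each spot that the authors deposited, extracted with Agilent Feature Extraction 9.5.1.1 and not normalized. The submitters' processing notes name Agilent Feature Extraction and limma. Each array's file was deposited for both of its channels, and the pairs are identical. The authors also deposited a matrix of normalized intensities, 64 columns with a median of 107.2 each. Each of the 64 columns correlates better with the channel opposite to its sample's dye label (lowest Spearman correlation with that channel 0.971 across probes). The log2 ratios, fractions of probes and p-values are computed here from the intensities the authors deposited. No spot was saturated, and between 0 and 439 spots per array (median 18) carried an outlier flag and were left out.

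Intensities were normalized within arrays by loess, with control spots and flagged spots at weight 0, and between arrays by quantiles, with limma 3.58.1 in R 4.3.3. Each of the 42034 probes is 1 spot, and the probes carry 39174 gene names. On scores follow the methods: an intensity above the mean plus 3 SD of the 153 negative controls of the channel, in at least 75% of the channels of a sample type. Control spots with an outlier flag were left out of that mean. The dye labels were followed on the 24 arrays that compare sterile with fertile or both lengths. On the 8 arrays that compare the families, the labels conflict with the means of Additional File 3, which settle the channels for the On scores, and results of the ratio on these arrays are given without direction. With these channels, the means of the authors' deposited intensities in the 4 sterile sample types come within 2% of those of Additional File 3 for 89.9% to 98.6% of the listed genes with 1 probe.

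Sterile and fertile siblings were compared with limma (lmFit, eBayes) on within-array log2 ratios of the 16 arrays, with a dye term for each probe, over the probes On in both fertile sample types of that length. A probe passed at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.5-fold. Differences between alleles and between lengths are contrasts of the same fit. The array, which carries the replicate number, is the block, since the ratio is taken within it. That pairing comes from the hybridization design, and the deviations of the paired channels from their group means correlated between -0.31 and 0.46 across the 16 arrays. The pool labels name plants, and the same plant numbers recur at both lengths for am1-praI and for fertile am1-489, and in part for sterile am1-489. The fit does not model this, so contrasts and overlaps between lengths are not those of independent plants. The day of collection is not stated. Sterile anthers of both lengths were compared in the same way on the 8 arrays that carry them. The fit was tested on simulated data with 200 changed probes. Overlaps were set beside the count expected for independent lists and tested with Fisher's exact test. Gene lists were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. These list tests need complete values, so flagged spots kept theirs there.

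The named genes were chosen by a rule written before the data were examined, when the values in the paper's tables had been seen. It takes every gene that the paper names in its text or Tables 2 and 3 and that can be tied to a probe, the 10 largest rises and 10 largest falls of each comparison among described probes that passed and changed alike on all 4 arrays, up to 4 members of each list with the smallest p, and up to 3 described probes of each lost or gained class with the highest intensity. The authors' files describe every probe as unknown, and of the array's gene names 1 matched the RefSeq table of the NAM-5.0 assembly. Names and descriptions therefore come from the paper's tables and files and, for a few, from the array's gene names, and 192 of 297 gene models that these pair with a gene name have a RefSeq gene. Lists were the genes of Table 2 (19 probes), Table 3 (68 probes) and Additional Files 7, 8 and 10, and word searches of the descriptions for meiosis, cohesin and condensin, heat shock, RNA silencing, SKP1 with F-box and cullin, transposons, defence and wound. The searches for DNA replication, cyclins, spindle and kinetochore and sugar supply found 1 probe each, and that for callose glucanase 2 probes of a single gene model. Those for core histones, ribosomal proteins, jasmonate, tapetum, green tissue and pollen found none. The words searched for did not cover a sugar porter (TC280740), the large chain of Rubisco (TC310187) or Oil yellow1 (TC287674), which the paper describes, so other anther tissues were not followed here.

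The number of arrays, 4 per comparison, limits the precision, and the way slides and scan days are fitted also moves the counts. The share of probes well above background per channel was 76.8% to 92.1%. Alternatives fixed before the data were examined covered the p-value, the fold threshold, background correction, normalization within and between arrays, the probes tested, the design of the fit, slides, each replicate left out, the On rule and the list test. The authors' matrix values were used as an alternative for the sterile and fertile comparisons, with the scale and centring of the matrix unstated. They hold no mark for Off, so that the On scores could not be repeated with them. Genes of the paper without a probe tied to them were not analysed here.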

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

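The tests on bright control spots, on reversed channels and on between-array normalization and the counts over other splits of the samples were chosen only after the results they measure had been seen. Of 80 groups of arrays examined for a value far from the others, 4 are expected by chance.

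Among the arrays of sterile against fertile am1-489 anthers at 1.5 mm, 1 array stood far from the others in its On threshold once control spots marked as outliers were kept, with 4620 in its fertile and 1090 in its sterile channel, and the sterile channel of another array rose to 155. The 3136 probes then lost on the shared arrays were 4.1 times as many as the 764 without those control spots, and 6 probes were in both sets. Transcripts missing from am1-489 anthers would lower the ratio of those probes, whose median log2 ratio was -0.11 (quartiles -0.36 and 0.08, 221 of them lower at an adjusted p of at most 0.05 from limma), which argues against missing transcripts as the source of most of the 3136. The 764 had a median of -0.08, so this ratio does not tell the sets apart. With all channels scored, keeping the same spots gave 92 lost and 6339 gained probes against 1149 and 697, so the spots move the count either way.

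Replicate 4 of am1-489 at 1.5 mm was the array far from the others for the genes of Additional File 8 (median log2 ratio 0.03) and of Additional File 10 (-0.10). Turning its channels gives a correlation of -0.36 with another replicate, and of 0.39 at the highest, so a reversal does not bring it together with all 3 others. Its difference from the mean of the other 3 followed the change from 1.0 mm to 1.5 mm in am1-praI anthers (r = 0.51 across probes), so pools of different developmental age may be the source, as a hypothesis. No other array of the comparison was scanned on that day. It is also the array whose outlying control spots gave the thresholds of 4620 and 1090. Within it the scan day, the pool and a fault of the array cannot be told apart. In the other comparisons the arrays of the same scan day kept the lower ratios of Additional File 10 (medians -0.76, -0.83 and -1.19), as did those of the same slide (-0.84, -0.70 and -1.19), so a shift common to the day or the slide is not seen.

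More probes were higher than lower in am1-489 at 1.0 mm (144 and 27). Without between-array normalization 2 higher and 7 lower probes passed, while the probes called higher with it kept a median log2 ratio of 1.37, against 1.44 with it (median SE 0.27 and 0.26). Their adjusted p without it lay between 0.00483 and 0.119 (median 0.0623), and their median intensity was 107 against 218 for all tested probes. Whether the normalization is the cause of the excess stays open, since the ratios were kept and the excess of calls was not. The result that would exclude it was reworded after its value was known, and no biological explanation was tested.

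Further arrays far from the others of their comparison were 1 of the arrays of both lengths of am1-489 (green threshold 45.9), and, with outlying control spots kept, 1 of the arrays of both alleles at 1.5 mm (red threshold 85.4) and 1 of am1-praI at 1.0 mm (red threshold 56.8). In am1-praI at 1.5 mm, 1 array had a red threshold of 44.7 and the lowest share of probes On of a red channel was 80.1%. On 1 array of am1-praI at 1.5 mm the Am1 probe A_92_P038130 had a log2 ratio of 0.15, the lowest of the 4.

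The sterile over fertile ratio differed between the alleles for 4 probes at 1.0 mm and 243 at 1.5 mm, among them Am1 (-1.89 on A_92_P001166 and -1.78 on A_92_P016751), and between the lengths for 154 probes in am1-489 and 1 in am1-praI. Each allele is measured against its own fertile siblings in its own background, so a difference between alleles includes that of the backgrounds.

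Other splits of the arrays or channels were counted for each of these comparisons. The 35 splits of the channels were fitted without the array block, so they speak only of the counts of that fit. The reported counts of the same comparisons have too few splits, as given below. No allowance was made for the number of comparisons, so no count is taken to exclude chance. Over these splits of the channels, only the real split reached its count in am1-praI at 1.0 mm (16 probes, highest other 1). This was so at 1.5 mm too (906, highest other 3), and for the change between lengths in am1-praI (2348, highest other 23). It was also so for the alleles' sterile anthers at 1.0 mm (3761, highest other 130) and at 1.5 mm (5471, highest other 1665). Over 35 splits of the arrays, only the real split reached its count for the allele difference at 1.0 mm (4, highest other 0). The length difference in am1-489 gave the same outcome (154, highest other 86), but it did not hold with a dye term per slide, as given below. Other splits did reach the real count in am1-489 at 1.0 mm (2 splits, real 230, highest other 237) and at 1.5 mm (3 splits, real 1961, highest other 2865). They did so for the change between lengths in am1-489 (2 splits, real 558, highest other 1230) and the allele difference at 1.5 mm (2 splits, real 243, highest other 441). For the length difference in am1-praI there were 6 such splits (real 1, highest other 204). These numbers of splits include the real one. The split of am1-489 at 1.0 mm with 237 probes parts the arrays by slide and scan day, a difference that ratios within an array take out, and a dye term for each scan day gave 214 probes for the real comparison. For the length difference in am1-praI, a split with 204 probes against 1 points to a structure of the arrays, which was not identified. With arrays kept as pairs, as in the reported fits, there are 8 splits, too few for a share under 0.05; the real count was 171 against 0 at the highest of the others and 1948 against 1613 in am1-489 at 1.0 mm and 1.5 mm, 5 against 0 and 755 against 1 in am1-praI, 642 against 0 and 2233 against 10 for the changes between lengths, and 3314 against 5 and 5116 against 8 between the alleles.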

How the results depend on the processing

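The dye terms per slide and per scan day, the scan days taken alone, the control spots kept, each replicate left out of every comparison at once and the dye labels on the arrays of both alleles were added after the data were examined. Scan day 1 or 2 alone was used where it held at least 2 arrays of a comparison, a rule chosen after the lone scan-day-2 array of am1-489 at 1.5 mm was seen to turn signs (24 of 100 called probes of named genes and 9.91% of 1948 calls have the opposite sign on it, and taken alone it gave 130 calls and turned 9.66%). No named probe with a call changed direction under any setting kept. Each comparison rests on 4 arrays, whose number limits the precision. The cause of the changes below was not tested. Of the counts and summaries under all settings, 226 stayed within the limit and 205 moved, which means by more than 1.5 times for counts and by more than the spread for the summaries. Of the ratios of named probes, 14431 kept their side of the threshold, 1011 lost it, 324 gained it and 270 changed sign without passing in either setting.

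The counts below are given for am1-489 at 1.0 mm and 1.5 mm (171 and 1948), am1-praI at 1.0 mm and 1.5 mm (5 and 755), the allele difference (4 and 243), the length difference in am1-489 and am1-praI (154 and 1) and the probes shared by the alleles (1 and 234). An unadjusted p gave 978, 3402, 808, 1853, 718, 3371, 2832, 824, 139 and 527, with 509 higher and 469 lower in am1-489 at 1.0 mm, and 2911 and 3355 for the change between lengths. Agilent's processed signals gave 58 (37 higher, 21 lower) for am1-489 at 1.0 mm, 8 and 69 for the allele difference, 0 for the length difference in am1-praI and 0 shared at 1.0 mm. No between-array normalization and Aquantile each gave 9 (2 higher, 7 lower) for am1-489 at 1.0 mm and 0 shared at 1.0 mm. Normexp gave 99 for the allele difference at 1.5 mm and 99 for the length difference in am1-489. All probes gave 13 in am1-praI at 1.0 mm and 2 for its length difference, and probes well above background 15 and 2. Each comparison alone gave 6 (2 higher, 4 lower) and 0 in am1-489, 0 in am1-praI at 1.0 mm and 0 shared at either length. All 32 arrays gave 146 in am1-489 at 1.0 mm (70 higher, 76 lower), 56 and 1195 in am1-praI, 21 and 797 for the allele difference, 435 and 70 for the length difference and 7 and 384 shared. No replicate block gave 16 in am1-praI at 1.0 mm, 11 for the allele difference at 1.0 mm, 80 and 2 for the length difference and 2 shared at 1.0 mm. Without the dye effect and with the mean over probes of a gene name 0 were shared at 1.0 mm, and the latter gave 2 in am1-praI at 1.0 mm.

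A dye term per slide gave 322 in am1-489 at 1.5 mm, 1 and 100 in am1-praI, 1 for the allele difference at 1.5 mm, 0 and 0 for the length difference, and 0 and 15 shared. A dye term per scan day gave 7 and 33 for the allele difference, 0 for the length difference in am1-praI and 0 shared at 1.0 mm. Within slide 1 there were 3 and 454 in am1-489 and 11 for its length difference, within slide 5 there were 6 in am1-489 at 1.0 mm, and within slides 2, 6 and 7 there were 0 and 3 in am1-praI at 1.0 mm and 15 at 1.5 mm. Scan day 1 alone gave 0 and 554 in am1-489, 0 for the allele difference at 1.0 mm, 0 for the length difference and 0 shared, and scan day 2 alone gave 15 in am1-489, 1 and 29 in am1-praI, 0 for its length difference and 0 shared. Outlying control spots kept gave 253 for the length difference in am1-489.

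Without 1 replicate of the comparisons a count is made of, the counts ranged from 2 to 198 and 565 to 3076 in am1-489, 1 to 7 and 276 to 490 in am1-praI, 1 to 7 and 16 to 946 for the allele difference, 7 to 1444 and 0 to 0 for the length difference, 0 to 0 and 35 to 562 shared, 63 to 2482 and 745 to 1417 for the change between lengths, and 2315 to 2998 and 3448 to 6387 between the alleles' sterile anthers. With replicate 1, 2, 3 or 4 left out of every comparison at once, the counts were 6, 10, 4 and 198 and 165, 2532, 51 and 2530 in am1-489, 3, 0, 0 and 1 and 82, 247, 55 and 1065 in am1-praI, and 0, 0, 0 and 1 and 8, 77, 2 and 458 shared.

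Probes lost and gained on the shared arrays alone were 734 and 987 in am1-489 and 1132 and 527 in am1-praI at 1.0 mm, and 764 and 1198 and 716 and 1023 at 1.5 mm. On in 100% of channels gave 2876 and 285 in am1-489 and 4145 lost in am1-praI at 1.0 mm, and 1944 lost in am1-489 and 3226 and 197 in am1-praI at 1.5 mm. Unnormalized intensities gave 304 gained in am1-489 at 1.0 mm and 2221 and 234 in am1-praI at 1.5 mm, and the well-above-background mark 211 gained in am1-praI at 1.5 mm. Outlying control spots kept gave 92 and 6339 in am1-489 at 1.5 mm, 3190 and 97 in am1-praI at 1.0 mm and 185 gained at 1.5 mm, and, on the shared arrays alone, 447 and 1314 and 3136 and 365 in am1-489 and 3170 and 112 and 666 and 1050 in am1-praI. Without 1 replicate, lost probes ranged from 636 to 800 and 403 to 965 in am1-489 and 868 to 1324 and 580 to 1315 in am1-praI, and gained probes from 1126 to 1303, 1102 to 2186, 611 to 1102 and 923 to 1245. In these cases all remaining channels of a fertile type had to be On, which by itself lowers losses and raises gains.

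Of 48 list and comparison pairs, 36 passed, 7 with an estimated correlation, 22 with fry and 33 to 36 without 1 replicate. The ratio of family to sterility distance of 2.13 was 4.47 with the 1 - Pearson distance and 1.38 with the dye labels on the arrays of both alleles. The share of means within 2% of 94.5% was 60.8% with geometric means. The On scores could not be repeated with the authors' matrix values.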

Differences from the paper's values

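The settings with a replicate left out of every comparison at once and with outlying control spots kept on the shared arrays were chosen after seeing the values. The latter brings 17 On/Off values that otherwise differ within 1.5 times of the paper's and moves 4 that match out of that range, and 30 of 43 On/Off values lie within 1.5 times of the paper's with it, against 17 of 43 as reported. No value is given as the paper's method on that account. The settings without 1 replicate make the On rule stricter for fertile types, so an On/Off value reached there does not speak of that replicate. Patterns are written as On or Off in sterile am1-489, fertile am1-489, sterile am1-praI and fertile am1-praI.

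At 1.0 mm, Off Off On Off held 65 probes and the paper's 37, which of the alternatives set before the data were examined the well-above-background mark (53) and On in 100% of channels (49) reach and the others do not; of those chosen after seeing the values, control spots kept (30), the same on shared arrays (46) and the dye labels (45) do. Off On Off Off held 426, the paper's 135, which none of those set before reaches (129 after seeing the values). Off On Off On held 358, the paper's 211, reached by mean + 5 SD (299), On in 50% of channels (275), without replicate 1 (152) and without replicate 3 (158) and by no other set before (188 after). Off On On Off held 39, the paper's 3, and Off On On On 459, the paper's 135, reached by none set before (4 and 126 after). On Off Off Off held 106, the paper's 491, reached on the shared arrays (350) and without replicate 4 (348) and by no other set before (528 after). On Off Off On held 95, the paper's 469, reached by none set before (477 after). On Off On Off held 27, the paper's 17, reached by the log2 scale (16), mean + 2 SD (20) and mean + 5 SD (17) and no other set before (18 after). On On Off On held 463, the paper's 1720, reached with On in 100% of channels (1374) and no other set before (1666 after). On On On Off held 111, the paper's 23, reached by none.

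At 1.5 mm, Off Off On Off held 74, the paper's 1018, reached by none set before (1018 after). Off Off On On held 437, the paper's 2519, reached by none. Off On Off Off held 521, the paper's 150, reached without replicate 1 (188) and without replicate 2 (169) and by no other. Off On Off On held 270, the paper's 57, reached on the shared arrays (79), without replicate 1 (58) and without replicate 2 (43) and by no other. Off On On On, the transcripts missing from sterile am1-489 and On in both am1-praI groups, held 291, the paper's 3487, reached by none set before (3046 after). On Off Off Off held 216, the paper's 64, and On Off Off On 145, the paper's 21, reached by none. On On Off Off held 641, the paper's 242, and On On Off On 564, the paper's 60, reached by none set before (170 and 48 with control spots kept, chosen after seeing the values). On On On Off held 190, the paper's 67, reached with On in 100% of channels (86) and by no other.

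Transcripts missing from sterile am1-489 at 1.0 mm were 1282, the paper's 484, reached without replicate 1 (661), 2 (726) and 4 (636) and by no other set before (447 after). Ectopic ones were 458, the paper's 1208, reached on the shared arrays (987) and without replicate 1 (1188), 2 (1177), 3 (1126) and 4 (1303) and by no other set before (1314 after). Ectopic ones in am1-praI at 1.0 mm were 242, the paper's 80, reached by none set before (97 and 112 after). Of those missing from am1-praI at 1.0 mm, 469 (26.2%) were On at 1.5 mm, the paper's 2634 and 80%, reached by none set before (2483 and 78.3% after).

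Of the 15 counts of called probes compared, 1 was within 1.5 times of the paper's as reported and 14 with an unadjusted p, an alternative set before the data were examined. The paper's text gives a p of at most 0.05 and names no adjustment of it. Probes called in both alleles at 1.5 mm were 241 in either direction, the paper's 530, reached by an unadjusted p (630), all 32 arrays (401) and without replicate 4 (580, and 471 with it left out of every comparison), and 234 in the same direction, the paper's 468, reached by an unadjusted p (527), no fold threshold (314), all 32 arrays (384) and without replicate 4 (562, and 458 with it left out of every comparison), and by no other. Those in opposite directions were 7, the paper's 62, reached by none. The paper words its 62 as up against not up or down against not down, so these counts, and the 530 that include them, are not of probes called in opposite directions by the same rule.

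Read by eye from Fig. 3, am1-489 probes higher at 1.0 mm alone were about 340 in Fig. 3, against 132 here, at both lengths about 100 in Fig. 3, against 12, and at 1.5 mm alone about 1300 in Fig. 3, against 795. An unadjusted p reaches them (398, 111 and 1448) and, for the last, no fold threshold (1135), all 32 arrays (1040), without replicate 2 (1278) and without replicate 4 (1093) do too, as do these left out of every comparison (1156 and 1029). Lower am1-489 probes were about 310 in Fig. 3 at 1.0 mm alone, read by eye, against 12, and about 140 in Fig. 3 at both lengths, read by eye, against 15, which an unadjusted p alone reaches (329 and 140). Higher am1-praI probes, read by eye, were about 77 in Fig. 3 at 1.0 mm alone, against 1, about 87 in Fig. 3 at both lengths, against 0, and about 690 in Fig. 3 at 1.5 mm alone, against 367. An unadjusted p reaches them (90, 76 and 740) and, for the last, no fold threshold (540), all 32 arrays (586), no replicate block (477) and replicate 4 left out of every comparison (464) do too. Lower am1-praI probes, read by eye, were about 310 in Fig. 3 at 1.0 mm alone, against 0, about 210 in Fig. 3 at both lengths, against 4, and about 740 in Fig. 3 at 1.5 mm alone, against 384. An unadjusted p reaches them (374, 268 and 769) and, for the last, all 32 arrays (573) and replicate 4 left out of every comparison (600) do too, and no other alternative does.

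Some directions or calls differ from those the paper states. The calls here rest on an adjusted p, which the paper does not name, so a gene that did not pass may still meet the paper's rule. The paper marks Afd1, Am1, Skp1A, Zyp1 and Dmc1 as having the same direction by qRT, which was not analysed here. AGO1 (TC304331) is given in Table 2 as higher in both alleles, and its ratios here were -2.45 and -2.49 without passing. The genes of Additional File 8 are given as higher in am1-praI and lower in am1-489; here 25 of 40 probes were higher in am1-praI and 19 higher and 3 lower in am1-489, where Am1 itself was lower. Afd1 is given as lower in am1-489 and unchanged in am1-praI at both lengths, and at 1.0 mm its 3 probes here were at -0.56 to -0.83 in am1-praI too, without passing in either allele. These values lean on replicate 4 of am1-praI, where the probes were lowest (-0.97, -1.95 and -1.34). Am1 is given as higher in am1-praI at both lengths, and at 1.0 mm its 3 probes were at 0.15 to 0.22, on the side the paper gives, without passing. On replicate 1 they were at -0.56, -0.65 and -0.62, and on the other replicates they were above 0. Skp1A is given as lower in both alleles at 1.5 mm, where its ratios were -0.01 in am1-489 and -1.04 in am1-praI without passing. In am1-489 its arrays held opposite extremes, -2.665 on replicate 2 and 2.776 on replicate 4. Without replicate 4 the am1-489 ratio was -1.05, on the side the paper gives, and this value leans on replicate 2. Zyp1 had ratios on the side the paper gives and did not pass. For Dmc1 in am1-praI, Table 2 gives a decrease and the Discussion none, and its probes there were at -0.57 and -0.79 without passing.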

Other observations

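The test of the difference in growth change between the alleles was chosen only after the growth changes had been seen, and so was the test of a lag with each replicate left out. The lag over all 4 replicates was set before its result was seen.

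Sterile anthers of 1.5 mm were set against those of 1.0 mm on 8 arrays. In am1-praI, 2233 of 33693 probes passed (1306 higher and 927 lower at 1.5 mm), and in am1-489 642 of 34012 (418 and 224). In am1-praI Afd1 rose by log2 ratios of 0.92 to 1.43 (SE 0.14 to 0.19, adjusted p = 0.00685 to 0.0132 from limma), Skp1B by 2.10 (TC291009, SE 0.51, adjusted p = 0.0477) and AGO1 by 3.29 (TC304331, SE 0.42, adjusted p = 0.0068), and the Mob1-like gene fell by 1.17 (TC295587, SE 0.13, adjusted p = 0.0045). In am1-489 Skp1B was at -0.63 (adjusted p = 0.551) and AGO1 at 1.81 (adjusted p = 0.0749). Of the 19 probes tied to Table 2, 9 rose and 0 fell in am1-praI (median 0.72) and 0 rose and 1 fell in am1-489 (median 0.43). A test of the difference between the alleles passed for 14 of 32761 probes (1659 at an unadjusted p), so the larger count in am1-praI is not shown to differ probe by probe. Without 1 replicate the counts were 218, 63, 66 and 2482 in am1-489 and 797, 746, 1417 and 745 in am1-praI, in the order of replicates 1 to 4.

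If sterile anthers lagged behind fertile siblings, the ratios of sterile over fertile at 1.5 mm would run against the change from 1.0 mm to 1.5 mm, measured in the other allele. That change was measured in sterile anthers, which need not follow the course of fertile anthers. The correlation was 0.00 over 31990 probes for am1-489, and it was 0.04, 0.15 and 0.08 without replicates 1, 2 and 3 and -0.24 without replicate 4. Replicate 4 correlated at 0.45 and the others at -0.05, -0.32 and -0.14, so that the value rests on that array and a lag stays open in this allele. For am1-praI the correlation was -0.10 over 32058 probes, between -0.18 (without replicate 4) and -0.04 (without replicate 3), and a lag may remain there too. Of the am1-489 probes, 69 were lower in sterile anthers and rising with length, 55 higher and rising, 25 lower and falling and 31 higher and falling. Of the am1-praI probes these were 0, 5, 5 and 1, of which the 10 in the middle run opposite to a lag by this measure. In sterile am1-489 anthers the change had medians of 0.01, 0.03 and 0.04 for the genes of Table 3 and Additional Files 7 and 10. A delay in those genes in am1-praI would therefore hardly show here.

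Results of lists given at no claim follow, as adjusted p from limma's camera with the adjusted p for an estimated correlation after it. At 1.0 mm the genes of Table 3 had a median of -0.61 in am1-489 (6.19e-19 and 0.128) and -0.68 in am1-praI (2.01e-29 and 0.0824), those of Additional File 7 gave 1.46e-12 and 0.162 in am1-489 and 1.2e-26 and 0.0824 in am1-praI, and those of Additional File 10 gave 2.24e-17 and 0.162 and 6.29e-31 and 0.0824. Additional File 8 was at 0.18 in am1-489 (0.453 and 0.745; 0.11 without replicate 4) and 0.25 in am1-praI (7.2e-07 and 0.0824). The meiosis list was at -0.66 in am1-489 (1.11e-08 and 0.0946) and -0.56 in am1-praI (9.75e-06 and 0.0824), RNA silencing at -0.50 (0.00453 and 0.128) and -0.60 (3.26e-05 and 0.0699), SKP1 with F-box and cullin at -0.35 (0.046 and 0.376) and -0.42 (0.0011 and 0.169), and heat shock at -1.40 (0.00211 and 0.128) and -0.50 (0.0434 and 0.222). The heat shock median in am1-praI turned between scan days, at 0.65 on day 1 and -1.65 on day 2, with 2 arrays each. The cohesin list in am1-praI was at 0.09 (0.298 and 0.608). The 4 transposon probes were at 0.19 (0.0298 and 0.162) and -0.07 (0.418 and 0.557) at 1.0 mm and at 0.02 (0.551 and 0.641) and 0.06 (0.848 and 0.875) at 1.5 mm. The 3 defence probes were at -0.07 (0.453 and 0.586) and -0.46 (0.0645 and 0.173) at 1.0 mm and at -0.90 (0.115 and 0.222) and -1.27 (0.00788 and 0.0599) at 1.5 mm, where 2 fell in each allele. At 1.5 mm a callose glucanase was at -1.71 and -1.91 on its probe DT946613, which passed in both alleles, and at -1.53 and -1.13 on TC304232, which passed in am1-489. The probe for sugar supply was at -0.68 and -0.72 and passed in both. The sugar supply calls held whichever replicate was left out, while those of the glucanase were lost without replicate 1 or 3 in am1-489 on both probes and in every case in am1-praI.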
